# Single-cell transcriptomics reveal the dynamic of haematopoietic stem cell production in the aorta

**DOI:** 10.1038/s41467-018-04893-3

**Published:** 2018-06-28

**Authors:** Chloé S. Baron, Lennart Kester, Anna Klaus, Jean-Charles Boisset, Roshana Thambyrajah, Laurent Yvernogeau, Valérie Kouskoff, Georges Lacaud, Alexander van Oudenaarden, Catherine Robin

## Abstract

Haematopoietic stem cells (HSCs) are generated from haemogenic endothelial (HE) cells via the formation of intra-aortic haematopoietic clusters (IAHCs) in vertebrate embryos. The molecular events controlling endothelial specification, endothelial-to-haematopoietic transition (EHT) and IAHC formation, as it occurs in vivo inside the aorta, are still poorly understood. To gain insight in these processes, we performed single-cell RNA-sequencing of non-HE cells, HE cells, cells undergoing EHT, IAHC cells, and whole IAHCs isolated from mouse embryo aortas. Our analysis identified the genes and transcription factor networks activated during the endothelial-to-haematopoietic switch and IAHC cell maturation toward an HSC fate. Our study provides an unprecedented complete resource to study in depth HSC generation in vivo. It will pave the way for improving HSC production in vitro to address the growing need for tailor-made HSCs to treat patients with blood-related disorders.

## Abstract (web summary)

Haematopoietic stem cells (HSCs) are generated from haemogenic endothelial (HE) cells in vertebrate embryo aortas. Here, the authors perform single-cell RNA-sequencing of cells isolated from embryonic mouse aortas to identify genes and transcription factor networks activated during the endothelial-to-haematopoietic switch.

## Introduction

Haematopoietic stem cells (HSCs) produce billions of blood cells every day throughout life, owning to their multipotency and self-renewal properties. In the clinic, HSC transplantations are common practice to treat patients with blood-related genetic disorders and malignancies. However, finding match donor HSCs for the increasing number of transplantations has become an issue. Intensive years of research have focused on the possibility to generate HSCs in vitro that would serve as a potential alternative source for these life-saving cells. An unlimited access to in vitro patient-derived HSCs would also facilitate drug screening and allow studying the development of blood-related diseases such as leukemia. The fundamental finding that all HSCs derive from “haemogenic” endothelial cells during embryonic development has paved the way to recent advancements in the generation of transplantable HSCs in vitro^1–4^. However, the molecular mechanism of the endothelial specification and its conversion into HSCs as it occurs in vivo in the course of embryonic life is still poorly understood. Such knowledge would certainly help to improve the production of bona fide transgene-free HSCs, which remains the optimal choice for therapies.

During mouse embryonic development, HSCs are first detected in the main arteries (such as the aorta of the aorta–gonad–mesonephros (AGM) region), starting at embryonic day (E)10.5, as shown by long-term in vivo transplantation assays^5–7^. HSCs reside in intra-aortic haematopoietic clusters (IAHCs) attached to the wall of the aorta between E9.5 and E14^8,9^. IAHCs are found in the ventral side of the aorta in most vertebrate species, with the exception of the mouse where low numbers of IAHCs are also present in the dorsal side^10^. IAHCs express haematopoietic stem and progenitor cell (HSPC) markers (e.g., c-kit, CD41)^11–13^ and are completely absent in mouse models devoid of HSCs (e.g., *Runx1*^−/−^ mice)^14–16^. Beside haematopoietic characteristics, IAHCs also express endothelial markers (e.g., CD31 (PECAM1), VE^−^Cadherin (CDH5, CD144), Tie2, CD34)^8,9,17^, which supported a presumptive endothelial origin^18^. This has since been proven in various animal models by performing live confocal imaging and in vivo/in vitro lineage tracing experiments^12,16,19–24^. Altogether these studies established that HSPCs and IAHCs are generated from a transient subset of endothelial cells, named haemogenic endothelial (HE) cells, through an endothelial-to-haematopoietic transition (EHT). Although numerous IAHC cells (~700 IAHC cells at E11) are present in the aorta^9^, they contain only very few HSCs (~1−3 HSCs/AGM)^25,26^. IAHCs also contain very few committed progenitors (~22 progenitors/AGM). Most of them are indeed in the circulating blood, coming from the yolk sac (YS)^8,27,28^. Finally, IAHCs also contain few HSC precursors (~12–18 pre-HSCs/AGM, capable of long-term multilineage reconstitution upon transplantation in newborn recipients or after a step of in vitro culture on stromal cell line prior transplantation)^8,29^. In fact, most IAHC cells are probably very immature pre-HSCs (with no transplantable capacity yet) that progressively mature toward an HSC fate. Accordingly, numerous type I pre-HSCs (CDH5^+^CD45^−^) able to mature into type II pre-HSCs (CDH5^+^CD45^+^) and then into functional HSCs have been identified in an in vitro AGM dissociated/reaggregated culture system^30,31^. Since the number of E11.5 AGM pre-HSCs correlates with E12.5 fetal liver HSCs, it strongly suggests that IAHC cells form the adult HSC pool after migration and maturation in the fetal liver^32^. However, the exact cell composition of IAHCs in vivo, their putative heterogeneity, and the molecular steps leading to the generation of IAHCs and HSCs from the endothelium remain poorly understood. A novel approach that does not rely on functional in vitro/in vivo assays would need to be deployed to answer these questions.

In this study, we identified the molecular changes occurring during endothelial specification, EHT and IAHC formation, by using single-cell mRNA-sequencing (scRNA-Seq). This technique allows to in silico purify IAHC cells, therefore removing any contamination from the dataset. We established that IAHCs are composed of pre-HSCs (type I and II) and committed progenitors, discernible by opposing gradients of endothelial and haematopoietic transcripts. We identified the genes and transcription factor (TF) networks activated for the silencing of the endothelial program and the initiation of the haematopoietic program during EHT as it occurs in vivo in the aorta of E10 and E11 embryos. Finally, we developed a new technique to isolate single whole IAHCs (wIAHCs) in the ventral and dorsal side of the aorta and demonstrated that they have similar transcriptomes, at both E10 and E11. Overall, we provide an unprecedented complete resource to study in depth the molecular changes occurring in the successive steps leading to HSC formation.

## Results

### scRNA-Seq allows in silico purification of IAHC cells

To determine which staining procedure allows IAHC cell isolation to the highest purity, several approaches were compared (Supplementary Fig. 1). Cells were stained with anti-c-kit antibodies alone or in combination with anti-CD31 antibodies, either after dissociation of the whole AGM (total staining, TS)^9^ or directly inside the aorta prior to AGM dissection (intra-aorta staining, IAS)^8,12,33^. Single c-kit^+^ cells (TS, Supplementary Fig. 1a; IAS, Supplementary Fig. 1b) or c-kit^+^ cells with CD31 index recording (IAS; Supplementary Fig. 1c) were sorted. Besides composing IAHCs (Supplementary Fig. 1d, arrow heads), c-kit^+^ cells are also present in the aorta surrounding mesenchyme (Supplementary Fig. 1d, asterisks)^9,12^. To evaluate the possible contamination by non-IAHC c-kit^+^ cells, anti-c-kit-PE antibodies were injected inside the aorta, AGMs were then dissected, dissociated, and cells were stained with APC-anti-c-kit, FITC-anti-CD31, and anti-CD45 antibodies. Single non-IAHC cells were then sorted (c-kit-PE^−^c-kit-APC^+^CD31^−^CD45^−^ cells, thereafter referred to as c-kit^+^ cells, mesenchyme staining or MS; Supplementary Fig. 1e).

scRNA-Seq was performed on a total of 542 c-kit^+^ (TS, IAS, MS), c-kit^+^CD31^+^, and c-kit^+^CD31^−^ (IAS) cells using CEL-Seq^34,35^ (Fig. 1a). RaceID^34^, an algorithm developed for rare cell type identification in complex populations of single cells, identified six main clusters (Fig. 1b). Cells had varying levels of *Kit*, *Pecam1* (*CD31*), and *Ptprc* (*CD45*) mRNA expression (Fig. 1c, and Supplementary Fig. 1f). Part of the c-kit^+^ cells (IAS) and most c-kit^+^CD31^+^ cells (IAS) were in clusters 4 and 5 (Fig. 1b). They expressed known IAHC markers such as *Gpr56*, *CD34*, *Runx1*, and *Gata2*^12,15,36,37^ (Fig. 1d). Noteworthy, some cells in clusters 4 and 5 did not express IAHC markers but markers for haematopoietic cells located in sub-aortic patches such as *Gata3* and *Cdkn1c* (*P57*, *Kip2*)^38,39^ (Supplementary Fig. 2a, b). In contrast, the other part of c-kit^+^ cells (IAS) and most c-kit^+^CD31^−^ cells (IAS) and c-kit^+^ cells (TS) clustered together with the c-kit^+^ cells (MS), forming the clusters 1, 2, 3, and 6 (Fig. 1b). These cells did not express IAHC markers (Fig. 1d). Cells in clusters 1, 2, and 3 expressed genes related to mesenchymal lineages^40^ (e.g., *Crabp1*, *Cxcl12*, *Pdgfrb*, *Sox11*, *Ptprd*, *Col3a1*, and *Epha7*; Supplementary Fig. 2c–i). Accordingly, they were located in the mesenchyme in close proximity to the aortic endothelium, as shown by single-molecule (sm)RNA-FISH (e.g., *Epha7*; Supplementary Fig. 2j). Cluster 6 expressed genes related to erythro-myeloid progenitors (EMPs)^41–43^ (e.g., cells expressing *Csf1r* and *Fcgr3* (*CD16*) but not *Myb* transcripts; Supplementary Fig. 2k–m).

**Fig. 1:**
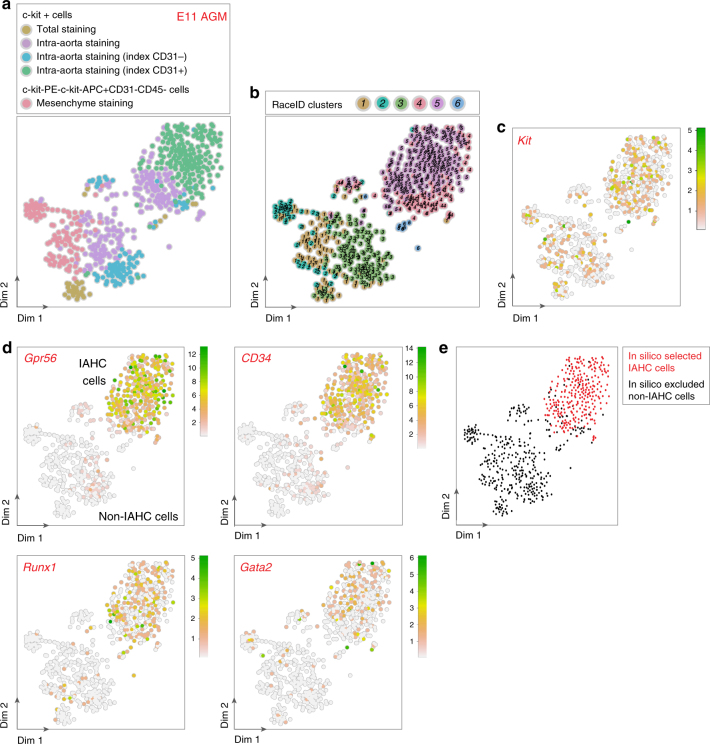
scRNA-Seq allows in silico purification of IAHC cells from E11 AGM. **a**–**d** t-SNE maps displaying as colored dots 542 single cells isolated from the aorta–gonad–mesonephros (AGMs) region of E11 embryos. **a** t-SNE map displaying 37 c-kit^+^ cells sorted after total staining (brown dots), 215 c-kit^+^ cells sorted after intra-aorta staining (purple dots), c-kit^+^ cells sorted with CD31 fluorescence intensity index after intra-aorta staining (92 c-kit^+^CD31^−^ cells, blue dots; 198 c-kit^+^CD31^+^ cells, green dots), and 114 c-kit^−^PE^−^c-kit^−^APC^+^CD31^−^CD45^−^ cells (pink dots). **b** t-SNE map displaying single cells from **a** in clusters identified after RaceID analysis. Different numbers and colors highlight the different RaceID clusters. **c**, **d** Expression of (**c**) *Kit* and (**d**) *Gpr56*, *CD34*, *Runx1*, and *Gata2* marker genes projected on t-SNE maps. Color bars, number of transcripts. Dim dimension. **e** t-SNE map displaying in silico selected IAHC cells (in red) and excluded non-IAHC cells (in black)

The optimal IAHC cell purity was obtained after IAS based on c-kit and CD31 expression (97% of c-kit^+^CD31^+^ cells expressed *Gpr56* transcripts; Fig. 1d, Table 1). However, 25% of IAHC cells (*Gpr56*^*+*^) would be lost in the c-kit^+^CD31^−^ fraction after sorting of the c-kit^+^CD31^+^ fraction (Table 1). Therefore, it is technically difficult to isolate all IAHC cells as a pure population due to unavoidable limitations related to antibody staining procedure, the difficulty to set up optimal sorting gates and cell sorting errors. However, scRNA-Seq represents a powerful tool to correct for cell contamination by in silico purifying IAHC cells based on specific marker gene expression. 

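Single cells and whole IAHCs were sequenced with CEL-Seq, a protocol that tags the 3′ end of each transcript with a unique molecular identifier (UMI). For the single cells, the authors deposited 1 estimated count of transcripts per gene and cell, after down-sampling every cell to the same total and adding 0.1 to each value. With 0.1 taken off again, every E11 cell held 5000 transcripts and every E10 cell held 3000 transcripts. The Methods state a single depth of 5000 transcripts. Values of single cells given here use the deposited depths, except where E11 cells were thinned to 3000 transcripts or means were scaled to 5000. IAHC cells were represented by 73 c-kit+CD31+ cells at E10, from 1 sorted set, and by 290 cells at E11, from 9 sorted sets, of which 201 were c-kit+CD31+ and 89 were c-kit+. The number of genes with a transcript ranged from 1626 to 1956 (median 1812) in E10 IAHC cells and from 1772 to 2656 (median 2316) in E11 IAHC cells. In the labels, E11 IAHC cells are 2 samples sorted in different ways, type I and type II pre-HSCs share 1 sample, and every other population at a stage is 1 sample. Cells are not replicates, so no test was run between populations of single cells. Means per cell are given with exact Poisson intervals and shares of cells with exact Clopper-Pearson intervals, both at 95% and in parentheses. These intervals cover counting error only.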

To study pure IAHC cells, we therefore selected the cells that had more than one *Gpr56* transcript and filtered out the cells that had more than two transcripts of one or more of the non-IAHC genes (Fig. 1e).

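*Gpr56*, which the files place on chromosome 8, had at least 1 transcript in all 73 E10 and all 290 E11 IAHC cells. More than 1 transcript was found in 67 of 73 E10 IAHC cells (91.8%, 83.0 to 96.9) and in 266 of 290 E11 IAHC cells (91.7%, 87.9 to 94.6). After thinning to 3000 transcripts per cell, 271 of 290 E11 IAHC cells (93.4%, 90.0 to 96.0) still had a *Gpr56* transcript. In non-HE cells, sorted without Gfi1 and c-kit, *Gpr56* transcripts were found in 2 of 43 cells at E10 (4.65%) and in 2 of 30 cells at E11 (6.67%), at the same depths. The second criterion was applied to the 11 non-IAHC genes that the text names, which are *Gata3*, *Cdkn1c*, *Crabp1*, *Cxcl12*, *Pdgfrb*, *Sox11*, *Ptprd*, *Col3a1*, *Epha7*, *Csf1r* and *Fcgr3*. With both criteria, 54 of the 73 E10 IAHC cells and 187 of the 290 E11 IAHC cells passed. With at least 1 *Gpr56* transcript instead, 59 and 198 passed. The paper does not give its full list of non-IAHC genes or the scale of its counts. Cells that fail here need not fail its own rule. More than 2 transcripts of a non-IAHC gene were found in 14 E10 and in 92 E11 IAHC cells. *Cdkn1c* alone exceeded 2 transcripts in 14 E10 and 85 E11 IAHC cells. *Sox11* did so in 7, *Col3a1* in 6, *Fcgr3* in 2 and *Crabp1* in 1 of the E11 cells, and the other genes in none at either stage. All deposited IAHC cells were kept in what follows.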

**Table 1:** Percentages of IAHC cells (identified by *Gpr56* expression) after different antibody staining and cell sorting strategies

Sorted cells (staining strategy)	Percentage of cells with *Gpr56* transcripts
c-kit^+^ cells (total staining)	6
c-kit^+^ cells (intra-aorta staining)	53
c-kit^+^CD31^−^ (intra-aorta staining)	25
c-kit^+^CD31^+^ (intra-aorta staining)	97
c-kit-PE^−^c-kit-APC^+^CD31^−^CD45^−^ (mesenchyme staining)	0

### Isolation of successive cell populations during EHT

To analyze the molecular steps leading to IAHC formation, different cell populations were sorted based on the differential expression of the transcriptional repressors Gfi1 and Gfi1b, and c-kit^12,44^. Single non-HE cells (Cdh5^+^Gfi1^-^Gfi1b^−^c-kit^−^), HE cells (Cdh5^+^Gfi1^+^Gfi1b^−^c-kit^−^), and cells undergoing EHT (Cdh5^+^Gfi1^+^Gfi1b^−^c-kit^+^) were sorted from E11 and E10 AGMs and sequenced (Supplementary Fig. 3a, b, respectively). In addition, sorted E11 and E10 IAHC cells were in silico purified (Fig. 1e). Finally, type I pre-HSCs (c-kit^+^Cdh5^+^CD45^−^) and type II pre-HSCs (c-kit^+^Cdh5^+^CD45^+^) were sorted from E11 AGMs (Supplementary Fig. 3c). For comparison, c-kit^+^ HSPCs were also sorted from E11 and E10 YSs (Supplementary Fig. 3d, e, respectively). 

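The deposited E10 cells comprised 43 non-HE, 98 HE, 191 EHT and 141 YS HSPC cells beside the IAHC cells, from 2, 2, 3 and 2 sorted sets respectively. The deposited E11 cells comprised 30 non-HE cells from 2 sets, 46 HE cells from 1 set, 46 EHT cells from 1 set, 62 type I and 55 type II pre-HSCs from 3 sets each, and 46 YS HSPCs from 1 set. Over all 546 E10 cells, a median of 1811 genes had a transcript (range 1356 to 2011), and over all 575 E11 cells a median of 2308 genes (range 1772 to 2656). The tables list 19322 genes at E10, of which 14285 had a transcript in any cell, and 19424 genes at E11, of which 14682 had a transcript. Each set held cells of a single population, so differences between sets cannot be told apart from differences between populations where a population had only 1 set. Type I and type II pre-HSCs come from the same sample and their sets carry matching numbers, with 8, 34 and 20 type I and 10, 25 and 20 type II cells. The labels leave open whether sets of matching number were sorted together. Non-HE, HE and EHT cells came from ICR embryos with a *Gfi1* reporter and the other populations from C57BL/6 embryos, so strain and population are confounded as well. The column names of the E10 non-HE cells call them early E11, whereas the labels and the paper call them E10, and the labels were followed here. Other names also give finer stages. E10 HE sets are named E10.5, E10 EHT sets E10.5 or late E10, and E11 non-HE sets late E11 or E11.5. Embryo age may thus differ between sets of the same population.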

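For the comparisons between populations, 30 cells were drawn from each, their transcripts were summed, and the root mean square of the log2 ratios was taken over genes with at least 0.5 transcripts per cell in either population. A pseudocount of 0.1 transcripts per cell was added, and the draw was repeated 100 times. Each distance is given as the median with a range of the draws. Between the E10 and E11 cells of a population, this range is the central 95% of draws. Only 30 E11 non-HE cells were deposited, so every draw held all of them, and ranges with them leave out variation in these cells. Distances between random splits of the same population, which measure counting error and cell-to-cell variation, were between 0.450 and 0.520. For clustering, the log-scaled transcripts of the 2000 most variable genes were reduced to 20 principal components, and k-means with 50 starts was run with 4 clusters at each stage. The cluster numbers used here are those of k-means and do not correspond to the RaceID cluster numbers in the figures.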

The transcriptomes of the single cells from the different populations were then compared to each other at E11 and E10 (Figs. 2a, 3a, left panels, respectively).

**Fig. 2:**
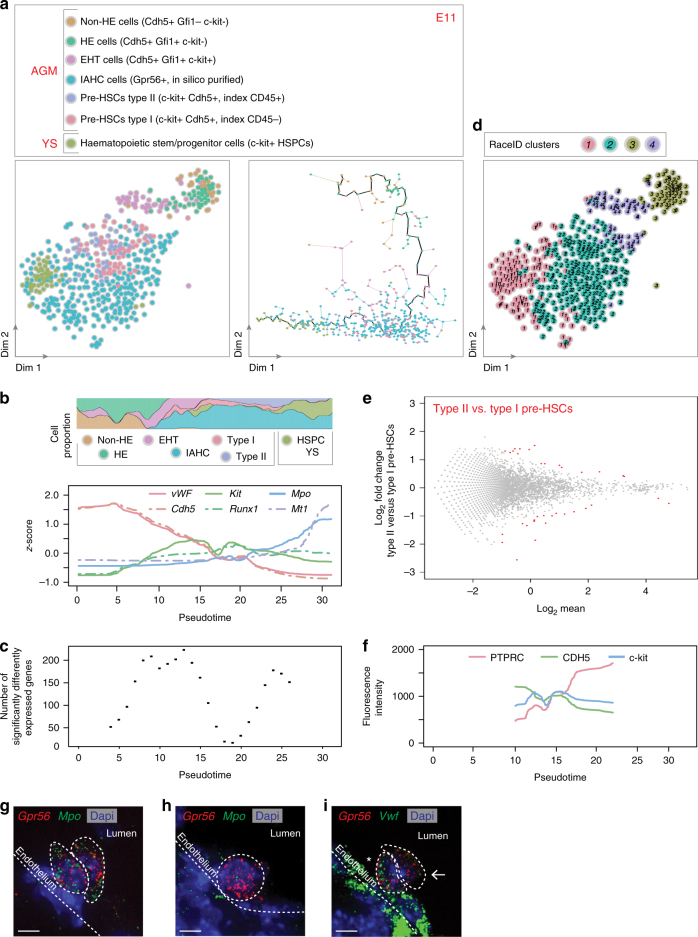
Pre-HSCs and progenitors are discernible by opposing gradients of endothelial and haematopoietic transcripts in E11 IAHCs. **a** t-SNE map of 554 single cells isolated from E11 embryo AGM and yolk sac (YS). **a** (left panel) t-SNE map displaying 27 sorted non-haemogenic endothelial cells (non-HE cells, Cdh5^+^Gfi1^−^c-kit^-^, brown dots), 45 haemogenic endothelial cells (HE cells, Cdh5^+^Gfi1^+^c-kit^−^, green dots), 43 cells undergoing endothelial-to-haematopoietic transition (EHT cells, Cdh5^+^Gfi1^+^c-kit^+^, purple dots), 282 IAHC cells (turquoise dots; c-kit^+^ cells in silico purified based on *Gpr56* expression from Fig. 1a), and HSC precursors (58 pre-HSCs type I [c-kit^+^Cdh5^+^, index CD45^−^, pink dots] and 55 type II [c-kit^+^Cdh5^+^, index CD45^+^, violet dots]) from AGMs. 44 c-kit^+^ cells were also sorted from YS (haematopoietic stem and progenitor cells, HSPCs, khaki dots). **a** (right panel) Pseudotime analysis by Monocle algorithm of the cells shown in **a** (left panel) (same color code). **b** Top panel, proportion of each cell type shown in **a** along pseudotime; Bottom panel, endothelial and haematopoietic marker gene expression along pseudotime (*vWF* [*von Willebrand factor*], *Cdh5* [*VE-cadherin*], *Kit*, *Runx1*, *Mpo* [*Myeloperoxydase*], *Mt1* [*Metallothionein 1*]). **c** Number of significantly differentially expressed genes along pseudotime. **d** t-SNE plot displaying the single cells shown in **a** in clusters identified by RaceID analysis. **e** DE-Seq analysis showing the differential gene expression between type I and type II pre-HSCs (36 genes were significantly differentially expressed, red dots). **f** Fluorescence intensity of markers used to sort pre-HSCs along pseudotime (PTPRC [CD45], CDH5, c-kit). **g**–**i** E11 embryo cryosections hybridized with smFISH probes against *Gpr56* (red dots) (**g**–**i**) and *Mpo* (green dots) (**g**, **h**) or *Vwf* (green dots) (**i**). IAHC cells (*Gpr56*^+^) expressing high (asterisk) or low/no levels (arrow) of *Vwf* in (**i**). Dash lines delimitate the position of the aortic endothelium and IAHC cells. Dapi marks the nuclei (blue)

**Fig. 3:**
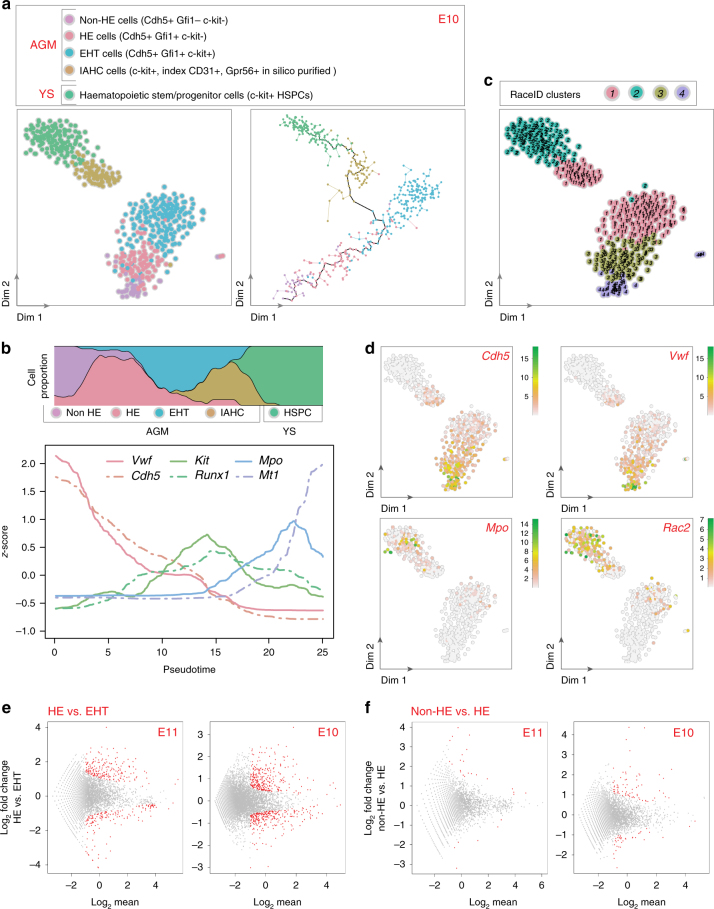
Non-HE and HE cells have different transcriptome at E10. **a** t-SNE map displaying 464 single cells isolated from E10 embryo AGM. **a** (left panel) t-SNE map displayed 39 sorted non-hemogenic endothelial (HE) cells (purple dots), 96 HE cells (pink dots), 116 EHT cells (blue dots), and 73 IAHC cells (in silico purified on Gpr56 expression; brown dots) from E10 AGM, and 140 HSPCs from E10 YS (green dots). **a** (right panel) Pseudotime analysis by Monocle algorithm of the sorted cells shown in **a** (left panel) (same color code). **b** Top panel, proportion of each cell type shown in **a** along pseudotime; Bottom panel, endothelial and haematopoietic marker gene expression along pseudotime (*Vwf*, *Cdh5*, *Kit*, *Runx1*, *Mpo*, *Mt1*). **c** t-SNE plot displaying single cells from **a** in clusters identified by RaceID analysis. Different numbers and colors highlight different RaceID clusters. **d** Expression of *Cdh5*, *Vwf*, *Mpo*, and *Rac2* marker genes projected on t-SNE maps. Color bars, number of transcripts. Dim dimension. **e** DE-Seq analysis showing the differential gene expression between HE and EHT cells at E11 (**e**, left panel, 370 genes significantly differentially expressed, red dots) and E10 (**e**, right panel, 572 genes). **f** DE-Seq analysis showing the differential gene expression between non-HE and HE cells at E11 (**f**, left panel, 30 genes) and E10 (**f**, right panel, 109 genes). Non-significantly differentially expressed genes, gray dots

The Monocle algorithm^45^ was used to arrange the single-cell expression profiles on a developmental axis. Both at E11 and E10, the different populations aligned along a pseudotime axis that followed the successive steps of the in vivo EHT process (Figs. 2a, 3a, right panels, respectively). 

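Diffusion pseudotime, rooted at the central non-HE cell, was used here in place of Monocle, and each cell was given its percentile among the cells of its stage. At E10, the median percentile was 4.04 (quartiles 2.11 and 7.25) in non-HE cells, 17.3 (11.4 and 22.5) in HE cells, 70.6 (48.9 and 84.7) in EHT cells and 82.2 (60.2 and 94.1) in IAHC cells. YS HSPCs had a median percentile of 48.1 (35.4 and 60.7) and so lay before EHT cells. On the first principal component, the alternative tried at this stage, YS HSPCs came last at 87.2 and the other populations kept their order. At E11, the median percentile was 6.18 (3.53 and 9.67) in HE cells, 8.19 (3.40 and 13.1) in non-HE cells and 17.2 in EHT cells, with a lower quartile of 15.0. It was 47.1 (35.2 and 65.2) in type I pre-HSCs, 57.2 (39.8 and 75.6) in IAHC cells, 66.6 (47.4 and 78.3) in type II pre-HSCs and 90.9 (86.7 and 95.3) in YS HSPCs. The quartiles of non-HE and HE cells overlapped at E11, as did those of both pre-HSC types and IAHC cells.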

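In what follows, a gene's level is its mean number of transcripts per cell at the deposited depth, which differs between stages, so levels are compared within a stage. In some places the total number of transcripts is given with its interval, beside the mean or with the number of cells. *Vwf*, on chromosome 6, fell at E10 from 7.51 (6.71 to 8.38) in non-HE cells to 3.49 (3.13 to 3.88) in HE cells, 1.16 (1.01 to 1.32) in EHT cells and 0.945 (a total of 69, 53.7 to 87.3) in IAHC cells. At E11, *Vwf* was at 5.93 (5.09 to 6.87) in non-HE cells, 8.87 (8.03 to 9.77) in HE cells and 2.91 (2.44 to 3.45) in EHT cells, and at 2.08 (a total of 602, 555 to 652) in IAHC cells. *Cdh5*, on chromosome 8, went from 7.30 (6.52 to 8.16) in E10 non-HE cells to 1.23 (a total of 90, 72.4 to 111) in E10 IAHC cells. At E11 it was higher in HE cells, at 8.54 (7.72 to 9.43), than in non-HE cells, at 6.80 (5.90 to 7.80), and reached a total of 80 (63.4 to 99.6) over 55 cells in type II pre-HSCs. Between the pair of E10 non-HE sets, *Cdh5* ranged from 5.67 to 8.18. *Kit* (chromosome 5) rose from HE to EHT cells by a log2 ratio of 2.28 (246 transcripts in 191 cells against 26 in 98) at E10 and 5.25 (3.35 to 8.32) at E11, and *Runx1* (chromosome 16) by 1.58 (0.95 to 2.27) and 2.25 (1.13 to 3.56). *Kit* was lower in E11 IAHC cells, at 0.731 (0.636 to 0.836), than in E11 EHT cells, at a total of 76 (59.9 to 95.1) over 46 cells. *Mpo* (chromosome 11) had no transcript in non-HE cells at either stage, 0 of 43 cells, which allows a share of up to 6.98% at E10. Here and below, such a limit is on cells with a detected transcript, not on cells that express the gene. *Mpo* was at 0.589 (0.426 to 0.793) in E10 IAHC cells and 0.607 (0.521 to 0.703) in E11 IAHC cells, and highest in YS HSPCs, at 1.82 at E10, with a transcript in 77 of 141 (54.6%, 46.0 to 63.0) cells, and at 1.85 (a total of 85, 67.9 to 105) at E11. *Mt1* (chromosome 8) was at 0.0685 (0.0222 to 0.160) in IAHC cells against 1.71 (a total of 241, 212 to 273) in YS HSPCs at E10, and at 0.328 (0.265 to 0.400) against 1.13 (a total of 52, 38.8 to 68.2) at E11. Thinning the E11 cells to 3000 transcripts moved the log2 ratio of *Kit* between EHT and HE cells to 4.55, within its interval.

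**Figure D1:**
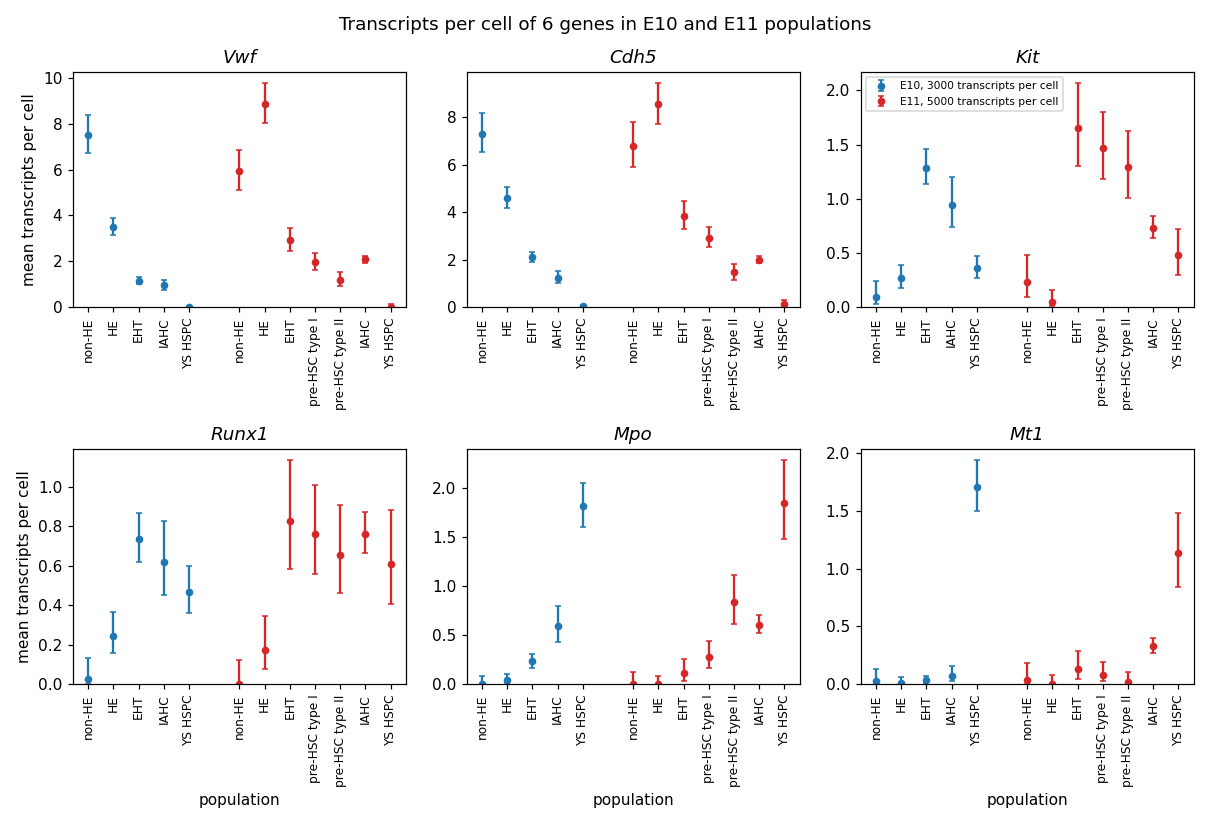
Mean transcripts per cell (y axis) of *Vwf*, *Cdh5*, *Kit*, *Runx1*, *Mpo* and *Mt1* in each population (x axis), with exact 95% Poisson intervals as bars, at 3000 transcripts per cell for E10 and 5000 for E11. *Vwf* and *Cdh5* are lowest in YS HSPCs at both stages, where *Mpo* and *Mt1* are highest.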

The concomitant loss of the endothelial program and initiation of the haematopoietic program during developmental progression was illustrated by the decreased expression of *Vwf* and *Cdh5* (endothelial marker genes) and the increased expression of *Kit*, *Runx1*, *Mpo*, and *Mt1* (haematopoietic marker genes) (Fig. 2b (E11) and Fig. 3b (E10)). The most extensive transcriptome remodeling occurred during EHT, where over 250 genes significantly changed their expression (Fig. 2c). For example, endothelial cells highly expressed gap junction transcripts (e.g., *Gja4* and *Gja5*, Supplementary Fig. 4a, b) that were downregulated when cells underwent EHT. 

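The distances between successive populations were compared on the same 30 cells per draw. At E10, the distance was 0.737 (range of draws 0.665 to 0.792) between non-HE and HE cells, 0.864 (0.766 to 0.972) between HE and EHT cells, and 0.788 (0.760 to 0.838) between EHT and IAHC cells. At E11, it was 0.625 (0.605 to 0.647) between non-HE and HE cells, 0.879 (0.808 to 0.972) between HE and EHT cells, 0.856 (0.799 to 0.916) between EHT cells and type I pre-HSCs, and 0.912 (0.839 to 0.986) between EHT and IAHC cells. The step into EHT and the step out of it therefore overlapped in their ranges at both stages. The alternative that moved these distances most was a pseudocount of 0.5, under which the E10 distance from HE to EHT cells was 0.533. Different sets of E10 EHT cells were 0.535 to 0.586 apart, and E11 HE and EHT cells had no second set for such a comparison. Without cells that hold 4 or more of 7 macrophage markers, an alternative chosen after the data were seen, the E11 distances of EHT cells were 0.844 from HE cells, 0.809 from type I pre-HSCs and 0.874 from IAHC cells. From HE to EHT cells at E10, the largest rises were in *Myb*, *Ifitm1* and *Ptpn6*, with a log2 ratio of 6.29 (3.79 to 11.60) for *Myb*. *Ifitm1* had 360 transcripts in 191 EHT and 15 in 98 HE cells, and *Ptpn6* had 141 and 4. At E11, the largest falls were in *Fbln5*, *Cav1* and *Vegfa*, with log2 ratios of -5.29 (-7.58 to -3.70), -3.43 (-4.68 to -2.38) and -4.00 (-6.33 to -2.37). The largest rises at E11 were in *Lgals3*, *Ctss* and *Cxcl2*, which had no transcript in the 46 HE cells. Most of their transcripts in EHT cells, 74 of 78, 72 of 76 and 56 of 57, came from the same 2 EHT cells.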

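*Gja4* (chromosome 4) was at 5.21 (4.55 to 5.94) transcripts per cell in non-HE and 4.21 (a total of 413, 374 to 455) in HE cells at E10, and at 7.47 (6.52 to 8.51) and 8 (7.20 to 8.86) at E11. In EHT cells it was at 0.686 (0.573 to 0.814) at E10 and 2.39 (1.97 to 2.88) at E11, a log2 ratio to HE cells of -2.62 (-2.91 to -2.33) and -1.74 (-2.06 to -1.43). At 3000 transcripts per cell the E11 ratio was -2.09. *Gja5* (chromosome 3) was at 6.32 (5.83 to 6.83) in E10 HE cells and 9.67 (8.80 to 10.6) in E11 HE cells, and fell in EHT cells by log2 ratios of -3.55 (-3.87 to -3.25) and -2.23 (-2.56 to -1.91). In IAHC cells, *Gja5* was at 0.123 (0.0564 to 0.234) at E10 and 0.217 (0.167 to 0.278) at E11. Neither gene stood above background in YS HSPCs, where *Gja5* had 0 of 46 cells, which allows a share of up to 6.52% at E11.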

HE cells expressed *Prom1*^46^, *Sox17*, and *Gfi1* (Supplementary Fig. 4c–e), while *Kit*, *Runx1*, *Sfpi1*, and *Gpr56* expression increased as cells underwent EHT (Supplementary Fig. 4f–i) and remained expressed in IAHC cells. 

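*Prom1* (chromosome 5) was found in HE cells at 0.357 (0.249 to 0.497) transcripts per cell at E10 and 0.435 (0.266 to 0.671) at E11, and at a similar level in non-HE cells, 0.349 (0.195 to 0.575) and 0.267 (0.115 to 0.525). *Sox17* (chromosome 1) was also alike in both, at 1.95 (1.56 to 2.42) in non-HE and a total of 162 (138 to 189) over 98 cells in HE cells at E10 and 3.27 (a total of 98, 79.6 to 119) and 3.41 (a total of 157, 133 to 184) at E11. *Gfi1* (chromosome 5), whose reporter was used to sort these cells, was at 0.439 (0.318 to 0.591) and 0.326 (0.183 to 0.538) in HE cells and at 0.874 (0.747 to 1.02) and 1.46 (1.13 to 1.85) in EHT cells. In non-HE cells, *Gfi1* had 0 of 30 cells, which allows a share of up to 10% at E11, and a single transcript at E10. *Sfpi1* (chromosome 2) rose from HE to EHT cells by a log2 ratio of 3.08 (2.06 to 4.32) at E10 and 5.29 (2.72 to 10.63) at E11, the latter against 1 transcript in 46 HE cells. It was at 0.836 (0.639 to 1.07) in E10 and 0.962 (0.852 to 1.08) in E11 IAHC cells. *Gpr56* rose from 0.959 (0.775 to 1.17) in HE to 3.04 (a total of 581, 535 to 630.2) in EHT and a total of 305 (272 to 341) over 73 cells in IAHC cells at E10, and from a total of 60 (45.8 to 77.2) over 46 cells to 4.37 (3.79 to 5.02) and 4.91 (4.66 to 5.17) at E11. IAHC cells had been selected on this gene. *Kit* and *Runx1* had transcripts in 44 of 73 (60.3%) and 31 of 73 (42.5%) E10 IAHC cells and in 150 of 290 (51.7%) and 148 of 290 (51.0%) E11 IAHC cells, against 2 of 46 (4.35%) and 4 of 46 (8.70%) E11 HE cells.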

The proliferation of IAHC cells was recently reported^32,47^. 

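Cell cycle transcripts were summed over a list of 34 genes of the KEGG cell cycle pathway, among them *Mcm2* to *Mcm7*, *Pcna*, *Ccnb1* and *Cdk1*. Between 31 and 34 of these genes had a transcript in each E11 population. Their share of all transcripts at E11 was 0.329% (0.301 to 0.360) in non-HE cells, 0.208% (0.190 to 0.227) in HE cells and 0.399% (0.373 to 0.425) in EHT cells. It was 0.483% (0.459 to 0.508) in type I pre-HSCs, 0.535% (0.508 to 0.563) in type II pre-HSCs, 0.532% (0.520 to 0.544) in IAHC cells and 0.589% (0.558 to 0.621) in YS HSPCs. The 9 sets of E11 IAHC cells ranged from 0.460% to 0.660%, wider than the counting intervals of pre-HSCs and YS HSPCs. At 3000 transcripts per cell, all E11 shares stayed within these intervals. At E10, the share was 0.326% (0.296 to 0.359) in non-HE cells and 0.557% (0.531 to 0.585) in HE cells. HE cells thus lay below non-HE cells at E11, where they came from 1 set, and above them at E10. The share of transcripts does not give the phase of any cell.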

Using the KEGG database, we analyzed the “cell cycle” pathway according to pseudotime and indeed detected many genes of this pathway in most cell populations of our E11 dataset (Supplementary Fig. 5). Importantly, the gene expression observed in the different populations (as reported above) did not change after correction for cell cycle and proliferation genes. Overall, our analysis validated the identity of the various sorted cell populations chosen based on the expression of expected marker genes. Furthermore, this dataset represents a unique and reliable resource to examine gene expression changes during the development of endothelial cells into IAHC cells.

### IAHCs contain pre-HSCs and progenitors at E11 and E10

RaceID analysis, performed to identify the different cell types present in IAHCs, divided IAHC cells into two main clusters at E11 (Fig. 2d; clusters 1 and 2). 

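With 4 k-means clusters at E11, IAHC cells fell mainly into a pair of clusters. Cluster 1 (326 cells) held 228 of 290 IAHC cells (78.6%, 73.4 to 83.2) together with most pre-HSCs, and cluster 2 (125 cells) held 61 IAHC cells (21.0%, 16.5 to 26.2) together with 44 of 46 YS HSPCs (95.7%, 85.2 to 99.5). The remaining IAHC cell lay in cluster 3 with endothelial cells. The alternative that moved the share of IAHC cells in the YS HSPC cluster most was clustering E10 and E11 cells together at 3000 transcripts, under which it was 5.52% (3.19 to 8.81). With 3 or 5 clusters it was 22.4% and 16.9%, and leaving out haemoglobin genes gave the same shares. The share of IAHC cells in the cluster of most type II pre-HSCs was 77.2% (72.0 to 81.9) with 3 clusters and 36.9% (31.3 to 42.7) with 5, against 78.6% with 4.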

Part of IAHC cells clustered with YS HSPCs (cluster 1) while the other part clustered with sorted pre-HSCs (cluster 2). Most cells in cluster 1 expressed haematopoietic markers such as *Rac2* and *Mpo* (Supplementary Fig. 6a, b) and some cells also expressed committed erythroid lineage transcripts (e.g. *Klf1*, *Gata1*, and *Mt1*; Supplementary Fig. 6c–e). On the other hand, cells in cluster 2 expressed endothelial transcripts (e.g., *Vwf*, *Cdh5*, *Pecam1* (*CD31*)*, Tie1*, and *Eng* (*CD105*))^17,48,49^ (Supplementary Fig. 6f–j) and *Procr* (*CD201*), a gene recently described as a type I pre-HSC marker^29^ that we found also highly expressed in EHT and HE cells (Supplementary Fig. 6k). This suggests the presence of two populations in IAHCs at E11, namely, committed haematopoietic progenitors and pre-HSCs, which are discernible by opposing endothelial and haematopoietic signatures (Supplementary Fig. 6l). 

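E11 IAHC cells of k-means cluster 2, which shared a cluster with YS HSPCs, had 2.69 (2.29 to 3.13) *Rac2* transcripts per cell and 92 *Mpo* transcripts in all (74.2 to 113). Those of cluster 1, which shared a cluster with pre-HSCs, had 0.728 (0.622 to 0.848) *Rac2* transcripts per cell and 84 *Mpo* transcripts in all (67.0 to 104). *Rac2*, on chromosome 15, was found in 88.5% of the 61 IAHC cells of cluster 2 and in 43.9% of the 228 of cluster 1, and *Mpo* in 57.4% and 28.9%. The background for both is given by E11 HE cells, of which none had either transcript, 0 of 46 cells, which allows a share of up to 6.52%. *Klf1* had a mean of 0.197 (0.102 to 0.344) in cluster 2, with a transcript in 13.1% of cells, and no transcript in cluster 1. *Gata1* had a mean of 0.344 (0.213 to 0.526) in cluster 2 and 0.0263 (0.00966 to 0.0573) in cluster 1. *Mt1* had 79 transcripts (62.5 to 98.5) in the 61 and 16 (9.15 to 26.0) in the 228 cells. *Gata1* and *Mt1* were found in 26.2% and 39.3% of the IAHC cells of cluster 2. Clusters were formed on genes that include these, so their differences are descriptive.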

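In the E11 IAHC cells of k-means cluster 1, *Cdh5* was at 2.47 (2.27 to 2.69) transcripts per cell, against 0.180 (0.0900 to 0.323) in those of cluster 2. A *Vwf* transcript was found in 79.8% of IAHC cells of cluster 1 and in 16.4% of those of cluster 2, a *Cdh5* transcript in 81.1% and 18.0%, and a *Pecam1* transcript in 59.2% and 24.6%. *Tie1* (chromosome 4) was at 1.03 (0.795 to 1.32) in type I and 0.636 (0.443 to 0.885) in type II pre-HSCs, and *Eng* (chromosome 2) at a total of 95 (76.9 to 116) over 62 cells and 1.16 (0.896 to 1.49), against 0.413 (0.249 to 0.645) and 0.370 (0.215 to 0.592) in E11 YS HSPCs. *Procr* (chromosome 2) was found in 57.5% of IAHC cells of cluster 1 and 9.84% of those of cluster 2. By population, *Procr* was highest in HE cells, at 3.52 (3.00 to 4.11), and EHT cells, at 3.15 (2.66 to 3.71), followed by type I pre-HSCs at a total of 105 (85.9 to 127) over 62 cells and type II pre-HSCs at 1.16 (0.896 to 1.49). In YS HSPCs a *Procr* transcript was found in 1 of 46 (2.17%) cells.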

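Across the 290 E11 IAHC cells, the summed transcripts of *Cdh5*, *Vwf*, *Pecam1*, *Tie1*, *Eng* and *Procr* and those of *Rac2*, *Mpo*, *Klf1*, *Gata1* and *Mt1* had a Spearman rho of -0.566. The paper names these genes for opposing patterns in these cells, so this rho is not independent evidence of an opposition. Cells are not independent replicates, so no p is given. Within the 8 sets of at least 15 cells, rho ranged from -0.697 to -0.434. Of the 290 cells, 184 had transcripts of both groups of genes, 88 had endothelial transcripts only, 16 had haematopoietic transcripts only and 2 had neither. The alternative that moved rho most was leaving out *Klf1*, *Gata1* and *Mt1*, which gave -0.481, and at 3000 transcripts per cell it was -0.482. From the cells that cluster with YS HSPCs and the cells that cluster with pre-HSCs, the paper proposes that E11 IAHCs hold committed haematopoietic progenitors and pre-HSCs, discernible by their opposing signatures.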

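At E10, k-means with 4 clusters placed 71 of 73 IAHC cells (97.3%, 90.5 to 99.7) in cluster 4 (82 cells), with 11 of 141 YS HSPCs, and 2 of 73 (2.74%, 0.334 to 9.55) in cluster 3 (132 cells), with 130 YS HSPCs. With 3 clusters, 60 E10 IAHC cells (82.2%, 71.5 to 90.2) shared a cluster with EHT cells and 13 (17.8%, 9.84 to 28.5) shared one with YS HSPCs. Across the 73 E10 IAHC cells, the summed endothelial and haematopoietic transcripts had a Spearman rho of -0.523. Both kinds of transcript were found in 39 cells, endothelial transcripts only in 31 and haematopoietic transcripts only in 3. In the 71 cells of cluster 4, *Rac2* was at 0.662 (0.486 to 0.880) transcripts per cell, *Cdh5* had 90 transcripts in all (72.4 to 111), and *Vwf* was at 0.972 (0.756 to 1.23) transcripts per cell. The 2 cells of cluster 3 had a mean of 2 *Rac2* transcripts and none of *Cdh5* or *Vwf*, too few for a comparison.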

RaceID analysis also identified these two populations in IAHCs at E10 (clusters 1 (pre-HSCs) and cluster 2 (committed progenitors); Fig. 3c, d). To determine whether these populations are similar at E11 and E10, RaceID was performed on the combined dataset (Supplementary Fig. 7a, b). This showed that both E10 and E11 committed progenitors (cluster 1, cells expressing *Rac2*, Supplementary Fig. 7b, c) and E10 and E11 pre-HSCs (cluster 2, cells expressing *Cdh5*, Supplementary Fig. 7b, d) clustered together. 

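With the E11 cells thinned to 3000 transcripts and clustered together with the E10 cells, IAHC cells of both stages again fell into a pair of clusters. Cluster 1 of this joint clustering (457 cells) held 53 of 73 E10 IAHC cells (72.6%, 60.9 to 82.4), 272 of 290 E11 IAHC cells (93.8%, 90.4 to 96.3), 59 of 62 type I pre-HSCs and 50 of 55 type II pre-HSCs, and also 20 of 46 E11 YS HSPCs (43.5%, 28.9 to 58.9). Cluster 4 (209 cells) held 20 E10 IAHC cells (27.4%, 17.6 to 39.1) and 16 E11 IAHC cells with all 141 E10 YS HSPCs and 26 E11 YS HSPCs. *Rac2* was at 0.491 transcripts per cell in E10 IAHC cells of cluster 1 and 1.25 in those of cluster 4, and at 0.654 and 1.5 in E11 IAHC cells. *Cdh5* had 81 transcripts in the 53 E10 IAHC cells of cluster 1 and 9 in the 20 of cluster 4, and 329 and 1 in the E11 IAHC cells of these clusters. This joint clustering was chosen after the data were seen.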

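Distances between the E10 and E11 cells of the same population were taken with 30 cells per draw and the E11 cells thinned to 3000 transcripts. For IAHC cells, the distance between stages was 0.700 (central 95% of draws 0.667 to 0.740). It was 0.635 (0.594 to 0.669) for non-HE, 0.779 (0.736 to 0.844) for HE and 0.748 (0.683 to 0.810) for EHT cells. Random splits of the E10 IAHC cells were 0.457 (0.439 to 0.485) apart. The 4 sets of E11 c-kit+CD31+ IAHC cells were 0.459 to 0.540 apart at 3000 transcripts and 0.465 to 0.525 at 5000. The stages thus differed by more than these sets did. The E11 IAHC cells also include 89 sorted on c-kit alone, unlike those of E10. The sets of these 89 cells were not compared, so a part of sorting in the distance stays open. The E10 IAHC cells came from 1 set, so stage and sorting day cannot be told apart for them.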

Overall, progenitors and pre-HSCs are already present in IAHCs at E10, with a similar transcriptome than at E11.

Our scRNA-Seq data were further analyzed to examine the transcriptome of type I and type II pre-HSCs in E11 IAHCs. 

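In the k-means clustering of E11 cells, 58 of 62 type I pre-HSCs (93.5%, 84.3 to 98.2) and 38 of 55 type II pre-HSCs (69.1%, 55.2 to 80.9) lay in cluster 1. Of the rest, 17 type II (30.9%) and 3 type I pre-HSCs (4.84%, 1.01 to 13.5) lay in cluster 2 with the YS HSPCs, and 1 type I pre-HSC lay in cluster 3. With 5 clusters, cluster 1 divided, and 22 type I pre-HSCs (35.5%, 23.7 to 48.7) remained with the cluster that held 34 of the type II pre-HSCs (61.8%, 47.7 to 74.6).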

Interestingly, the two populations clustered together (cluster 2,Fig. 2d). DE-Seq analysis^50^ revealed that only 36 genes (out of 18,735 genes) were significantly differentially expressed between type I and type II pre-HSCs (Fig. 2e; Supplementary Data 1), confirming that phenotypically defined pre-HSCs (based on CD45 differential expression) are very similar at the transcriptome level in vivo. 

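The distance between type I and type II pre-HSCs was 0.519 (range of draws 0.493 to 0.577), against 0.471 (0.454 to 0.494) between random splits of type I pre-HSCs, and the Pearson correlation of the log2 profiles across genes was 0.904. Genes are not independent replicates, so no p is given for it. Type I pre-HSCs were 0.832 and type II pre-HSCs 0.691 from E11 YS HSPCs. The distance between the types depended on the genes and cells taken, at 0.602 with a minimum of 0.2 transcripts per cell and 0.392 with all cells. With cells drawn in the same numbers from sets of matching number, an alternative chosen after the data were seen, it was 0.519 (0.491 to 0.555). For the 36 genes of Supplementary Data 1, of which 17 were higher and 19 lower in type II, the direction was the same here for all 36, but the list was chosen on these cells and this is no independent evidence. The paper's listed means of type II pre-HSCs equalled the means of the 55 deposited cells within 0.1% for all 36 genes, and those of type I pre-HSCs for 1 of 36 genes with all 62 cells. Among 2061 genes with at least 0.5 transcripts per cell, the largest rises in type II were in *Rac2*, *Kif11* and *Cmtm7*, with 84, 71 and 49 transcripts in 55 type II pre-HSCs against 29, 26 and 17 in 62 type I pre-HSCs. The largest falls were in *Mest* at 0.109 against 1.05, *Gja4* at 0.0545 against 0.516, and *Nrp1* at 0.109 against 0.694. The log2 ratio was 1.71 (1.08 to 2.37) for *Rac2* and -3.26 (-4.76 to -2.07) for *Mest*. Within each of the 3 pairs of sets with matching numbers, *Rac2*, *Kif11* and *Cmtm7* were higher and *Mest* and *Nrp1* lower in type II. *Gja4* rests on the type I set of 34 cells, which held 31 of its 32 type I transcripts. Without that set, 1 *Gja4* transcript in 28 type I cells stood against 3 in 55 type II cells, and the log2 ratios were 0.83 (-0.05 to 1.81) for *Cmtm7* and -1.97 (-3.67 to -0.45) for *Nrp1*. Without the type I set of 8 cells, which held 32 *Mest* transcripts, that of *Mest* was -2.49 (-4.03 to -1.21).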

We then looked at the fluorescence intensities recorded during flow cytometry sorting of type I and type II pre-HSCs along the pseudotime axis (Fig. 2f). Although *Kit* expression was stable, a decreased expression of CDH5 and increased expression of PTPRC (CD45) were observed along the pseudotime axis. This therefore further validates the in vivo developmental order of events, with the maturation of type I pre-HSCs into type II pre-HSCs within IAHCs in vivo. Flow cytometry analysis also confirmed the lower abundance of phenotypically defined type I pre-HSCs at E11 compared to E10 (Supplementary Fig. 3c, f, respectively).

Zhou and colleagues recently performed scRNA-Seq analysis on four populations sorted from E11 AGM based on CD31 and CD45 but also CD41 and CD201 expression (according to Zhou et al. nomenclature: t1 CD201^low^ [CD31^+^CD45^−^CD41^low^c-kit^+^CD201^low^]; t1 CD201^high^ [CD31^+^CD45^−^CD41^low^c-kit^+^CD201^high^]; t2 CD41^low^ [CD31^+^CD45^+^CD41^low^]; t2 CD201^high^ [CD31^+^CD45^+^c-kit^+^CD201^high^])^29^. We compared the genes differentially expressed between our cell populations (Fig. 2a) to the genes differentially expressed between their four populations. The analysis confirmed the identity of our pre-HSCs type I, which had a significant high overlap with the t1 CD201^high^ population (enriched in pre-HSCs type I) (Supplementary Fig. 8a [left panel] and 8b [42% of genes in common]), but not with the t2 CD41^low^ population (enriched in pre-HSCs type II)^29^ (Supplementary Fig. 8a [left panel] and 8c [7% of genes in common]). The analysis also confirmed the identity of our pre-HSCs type II, which had a significant overlap with both t1 CD201^high^ (although lower than with pre-HSCs type I) (Supplementary Fig. 8a [right panel] and 8d [27% of genes in common]) and t2 CD41^low^ populations (Supplementary Fig. 8a [right panel] and 8e [21% of genes in common]). Accordingly, t1 CD201^high^ cells (similar to our pre-HSCs type I) expressed *Gpr56*, *Pecam1*, and *Kit* but not yet *Ptprc* (Supplementary Fig. 8f). t2 CD41^low^ cells (similar to our pre-HSCs type II) expressed *Gpr56*, *Pecam1*, *Kit*, and *Ptprc* (Supplementary Fig. 8f). As expected, our pre-HSCs had a significant overlap with AGM t2 CD201^high^, E12 fetal liver (Lin^−^Sca1^+^Mac1^low^CD201^+^), and adult BM HSCs^29^ (Supplementary Fig. 8a). Of note, Zhou and colleagues mentioned that the t2 CD41^low^ population was contaminated by committed progenitors^29^. Indeed, this population had a significant high overlap with our progenitor cells (Supplementary Fig. 8g, h [21% of genes in common]). To further confirm the committed progenitor identity of cluster 1 cells (Fig. 2d), four populations were sorted from E11 AGMs and tested in clonogenic assays (c-kit^+^CD31^+^Cdh5^−^CD45^+^ and c-kit^+^CD31^+^Cdh5^−^CD45^−^cells (both in cluster 1), and c-kit^+^CD31^+^Cdh5^+^CD45^+^ and c-kit^+^CD31^+^Cdh5^+^CD45^−^cells (both in cluster 2)). All fractions produced erythroid and/or myeloid colonies (Supplementary Fig. 8i; *n* = 6 independent experiments). However, such progenitors were highly enriched in the c-kit^+^CD31^+^Cdh5^−^CD45^+^ fraction (29.9 ± 7.4 progenitors/100 sorted cells) (Supplementary Fig. 8j), therefore confirming that cluster 1 encompass the committed progenitors. The t1 CD201^low^ population, shown to have no transplantation potential^29^, could be identified as non-IAHC cells since they highly overlap with this population (Supplementary Fig. 8k, l [28% of genes in common]) but not with our pre-HSCs (Supplementary Fig. 8a). Accordingly, t1 CD201^low^ cells did not express *Gpr56* and *Ptprc* (Supplementary Fig. 8f). Altogether, our data and comparative analysis confirmed the committed progenitor identity of cluster 1 cells and the pre-HSC identity of cluster 2 cells at E11. Moreover, our datasets provide complementary information and the possibility to perform comparative analyses with previously published datasets^29^, independently of the markers used for cell sorting strategy.

smRNA-FISH for *Gpr56* and *Mpo* or *Vwf* was performed on E11 embryo cryosections to localize committed progenitors and pre-HSCs in IAHCs, respectively. Cells with high amounts of *Mpo* transcripts (Fig. 2g), corresponding to committed progenitors, or with few to no *Mpo* transcripts, corresponding to pre-HSCs (Fig. 2h), were visible in *Gpr56*^+^ IAHCs. As expected, *Vwf* transcripts were abundantly detected in aortic endothelial cells^17^ (Fig. 2i). Similar to *Mpo*, the expression level of *Vwf* in *Gpr56*^+^ IAHC cells was variable, with cells expressing *Vwf* transcripts being closer to the endothelium (Fig. 2i, asterisk). Overall, our analyses demonstrated that IAHCs are very similar at E10 and E11, containing pre-HSCs and committed progenitors expressing opposing gradients of endothelial (upregulated in pre-HSCs) and haematopoietic (upregulated in committed progenitors) transcripts.

### Non-HE and HE cells have very similar transcriptomes

To further analyze the first steps leading to IAHC formation, non-HE, HE, and EHT cells were compared at both E11 and E10. RaceID analysis clustered most EHT cells together, which allows studying genes specifically expressed in this population evolving from an endothelial to a haematopoietic state. 

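In the k-means clustering, 169 of 191 EHT cells (88.5%, 83.1 to 92.6) lay in cluster 1 at E10, and 37 of 46 (80.4%, 66.1 to 90.6) in cluster 4 at E11. The other 22 E10 EHT cells and the other 9 E11 EHT cells lay with endothelial cells. With 3 clusters at E11, 26 EHT cells (56.5%, 41.1 to 71.1) shared a cluster with most pre-HSCs and 20 shared one with HE cells. With 5 clusters at E10, 141 EHT cells (73.8%, 67.0 to 79.9) stayed together.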

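Distances between HE and EHT cells were compared between stages at equal cell number and depth, with 30 cells per draw and 3000 transcripts per cell. The distance was 0.896 at E11 at this depth, and the E10 distance was no larger than the E11 distance in 65 of 100 draws. Without cells that hold 4 or more of 7 macrophage markers, chosen after the data were seen, the distances were 0.869 at E10 and 0.865 at E11, and the former was no larger in 45 of 100 draws. With all cells and the deposited depths, it was 0.714 at E10 and 0.822 at E11. The 370 genes that Supplementary Data 2 lists between E11 HE and EHT cells, 158 higher and 212 lower in EHT, could be followed for 342 genes at E10, of which 315 (92.1%) had the same direction. Random lists matched on expression gave a median of 75.1%, and 0 of 10000 lists were as high. The 572 genes that Supplementary Data 3 lists at E10, 277 higher and 295 lower, had the same direction at E11 for 508 genes (88.8%), against a random median of 72.4% with 0 of 10000 lists as high. Within its own stage, each list had the same direction for every gene, which is not independent evidence, since the lists were chosen on these cells. The listed means equalled those of all 98 E10 HE and 191 E10 EHT cells, and of all 46 HE and 46 EHT cells at E11, within 0.1% for every gene.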

DE-Seq analysis revealed that fewer genes were differentially expressed between HE and EHT cells at E11 (370 genes) than at E10 (572 genes) (Fig. 3e; Supplementary Data 2 and 3). Interestingly, some pre-HSCs and HE cells clustered with EHT cells at both E11 (cluster 4, Fig. 2d) and E10 (cluster 1, Fig. 3c), reflecting the continuum of differentiation occurring between these successive related populations.

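At E10, 12 of 98 HE cells (12.2%, 6.49 to 20.4) and 1 of 43 non-HE cells (2.33%, 0.0589 to 12.3) lay in k-means cluster 1 with the EHT cells, and no IAHC cell did, 0 of 73. With 5 clusters, 3 HE cells (3.06%, 0.636 to 8.69) did so. At E11, cluster 4 held 5 of 30 non-HE cells (16.7%, 5.64 to 34.7) beside the EHT cells. It held 0 of 46 HE cells, with an interval up to 7.71%. It also held 0 of 62 type I pre-HSCs, up to 5.78%, and 0 of 55 type II pre-HSCs, up to 6.49%. With 3 clusters, the cluster of most E11 EHT cells held 58 type I (93.5%, 84.3 to 98.2) and 36 type II pre-HSCs (65.5%, 51.4 to 77.8), and still no HE cell.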

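At E11, 25 of 30 non-HE cells (83.3%, 65.3 to 94.4) and 46 of 46 HE cells lay in k-means cluster 3. At E10, 42 of 43 non-HE cells (97.7%, 87.7 to 99.9) and 86 of 98 HE cells (87.8%, 79.6 to 93.5) lay in cluster 2. With 5 clusters at E10, 3 non-HE cells (6.98%) lay in the cluster of most HE cells, which held 54 HE cells (55.1%, 44.7 to 65.2). With 5 clusters at E11, 25 non-HE cells again lay in the cluster of most HE cells. Between equal numbers of cells at 3000 transcripts, the non-HE to HE distance was larger at E10 than at E11 in 100 of 100 draws, with a median of 0.605 at E11. The same 30 E11 non-HE cells entered every draw, so this count does not measure variation in those cells. The sets of E10 HE cells were 0.640 (range of draws 0.588 to 0.713) apart.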

RaceID analysis clustered non-HE and HE cells together at E11 (cluster 3, Fig. 2d) but not at E10 (clusters 4 and 3, respectively, Fig. 3c). However, DE-Seq analysis showed that very few genes were differentially expressed between non-HE and HE cells at both time points (30 and 109 genes at E11 and E10, respectively; Fig. 3f, Supplementary Data 4 and 5). Nevertheless, some genes were nicely significantly differentially expressed in between non-HE, HE, EHT cells, and IAHC cells. For example, at both E10 and E11, non-HE cells expressed *Mgp* while HE cells did not (Supplementary Fig. 9a). Furthermore, non-HE and HE cells expressed *Epas1* and *Id3* transcripts while EHT cells did not (Supplementary Fig. 9b, c). On the other hand, only EHT cells expressed *Mycn* transcripts (Supplementary Fig. 9d). 

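The 30 genes of Supplementary Data 4, 6 higher and 24 lower in HE than in non-HE cells at E11, had the same direction at E10 for 21 genes (70%). Random lists matched on expression gave a median of 53.3%, and 370 of 10000 were as high. The 109 genes of Supplementary Data 5, 36 higher and 73 lower in HE cells at E10, had the same direction at E11 for 52 genes (47.7%), with a random median of 48.6% and 6416 of 10000 lists as high. Within their own stage the directions were the same for all genes of both lists, which were chosen on these cells. The listed means of E11 HE cells equalled those of the 46 deposited cells within 0.1%, whereas those of non-HE cells equalled the means of the 19 cells of 1 of the sets for all 30 genes and of all 30 cells for none. Genes were ranked by log2 ratios with 0.1 added to each mean, and the ratios given here are without it. At E10, the largest rise in HE cells among 1528 genes was in *Gpr56*, with 94 transcripts in 98 HE and 3 in 43 non-HE cells, followed by *Hapln1*, with a log2 ratio of 3.06 (1.64 to 4.97), and *Neurl3*, with 3.48 (1.56 to 6.57). The largest falls at E10 were in *Fbln5*, at 1.98 transcripts per cell in non-HE and 0 in HE cells, *Eln*, with a log2 ratio of -5.24 (-6.26 to -4.36), and *Mgp*. At E11, the largest rises were in *Gpr56* at 3.71 (2.09 to 6.02), *Klhl13* at 2.47 (1.25 to 3.98) and *Abhd4*, the last with 63 transcripts in 46 HE and 8 in 30 non-HE cells. The largest falls at E11 were in *Nnat* at -3.94 (-5.44 to -2.73), *Dlk1* and *Cldn11*, the latter pair at 0.933 and 0.767 transcripts per cell in non-HE and 0 in HE cells. These falls rest mainly on the non-HE set of 19 cells, which held 51 of 60 *Nnat*, 28 of 28 *Dlk1* and 20 of 23 *Cldn11* transcripts. Without it, the log2 ratio of *Nnat* was -2.65, and the other 11 non-HE cells held 9 *Nnat*, 3 *Cldn11* and 0 *Dlk1* transcripts. Those 11 cells gave log2 ratios of 3.61 (1.07 to 8.94) for *Klhl13* and 3.91 (1.38 to 9.24) for *Abhd4*. At E10, *Eln* had a log2 ratio of -4.44 (-5.50 to -3.51) without the non-HE set of 15 cells and -6.08 (-7.12 to -5.19) without that of 28.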

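*Mgp* was found in 18 of 43 (41.9%, 27.0 to 57.9) non-HE cells and 3 of 98 (3.06%, 0.636 to 8.69) HE cells at E10. At E11, it was found in 12 of 30 (40%, 22.7 to 59.4) non-HE cells and 17 of 46 (37.0%, 23.2 to 52.5) HE cells. Its mean in non-HE and HE cells was 1.67 (a total of 72, 56.3 to 90.7) and 0.0306 (0.00631 to 0.0895) transcripts per cell at E10, and 2.23 (1.73 to 2.84) and 1 (0.732 to 1.33) at E11. Between the sets of non-HE cells, the mean ranged from 1.36 to 2.27 at E10 and from 0.636 to 3.16 at E11. In IAHC cells, taken as background, *Mgp* was found in 1 of 73 cells at E10 and 5 of 290 (1.72%) at E11.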

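*Epas1* (chromosome 17) was at 3.02 (2.53 to 3.59) transcripts per cell in non-HE, 2.38 (2.08 to 2.70) in HE and 0.440 (0.351 to 0.544) in EHT cells at E10. At E11 it was at 3.57 (2.92 to 4.31), 6.59 (5.87 to 7.37) and a total of 65 (50.2 to 82.8) over 46 cells. *Id3* (chromosome 4) was at 3.42 (2.89 to 4.02), a total of 284 (252 to 319) over 98 cells and 0.874 (0.747 to 1.02) at E10, and at 5.50 (4.69 to 6.41), 4.26 (3.69 to 4.90) and 1.59 (a total of 73, 57.2 to 91.8) at E11. In EHT cells, *Epas1* transcripts were found in 45 of 191 (23.6%, 17.7 to 30.2) at E10 and 23 of 46 (50%, 34.9 to 65.1) at E11, and *Id3* transcripts in 66 of 191 (34.6%, 27.8 to 41.8) and 24 of 46 (52.2%, 36.9 to 67.1). The background is given by YS HSPCs of the same depth, with *Epas1* in 1 of 141 (0.709%) at E10 and 2 of 46 (4.35%) at E11, and *Id3* in 1 of 141 (0.709%) and 1 of 46 (2.17%).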

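*Mycn* (chromosome 12) was highest in EHT cells, with a total of 290 (258 to 325) over 191 cells at E10 and 2.39 (1.97 to 2.88) transcripts per cell at E11, with a transcript in 134 of 191 (70.2%, 63.1 to 76.5) and 34 of 46 (73.9%, 58.9 to 85.7) cells. In HE cells it was at 0.316 (0.215 to 0.449) at E10 and 0.261 (0.135 to 0.456) at E11, and in E10 IAHC cells at 0.151 (0.0752 to 0.270). At E11, *Mycn* was at 0.629 (0.447 to 0.860) in type I pre-HSCs, 0.873 (0.643 to 1.16) in type II pre-HSCs, 0.752 (0.655 to 0.858) in IAHC cells and 0.370 (0.215 to 0.592) in YS HSPCs. A transcript was found in 129 of 290 (44.5%, 38.7 to 50.4) E11 IAHC cells, against 2 of 30 (6.67%) non-HE cells of the same depth.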

To reinforce the relevance of the genes highlighted in our study, we performed different immunostaining techniques on AGM cells from E10 or E11 embryos for a selection of three new markers. IKZF2 (Helios), PROM1 (CD133), and GJA5 (Connexin 40) were chosen for their differential expression in our populations of interest (endothelium vs. IAHC cells) and for the commercial availability of antibodies. 

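*Ikzf2* (chromosome 1) was at 0.116 (0.0378 to 0.271) transcripts per cell in non-HE, 0.306 (0.207 to 0.437) in HE, 0.681 (0.569 to 0.808) in EHT and 0.219 (0.125 to 0.356) in IAHC cells at E10. At E11 it was at 0.0667 (0.00807 to 0.241), 0.370 (0.215 to 0.592), 1.07 (a total of 49, 36.3 to 64.8) and 0.621 (0.533 to 0.718) in the same populations. *Prom1* was found in 0 of 73 IAHC cells at E10, which allows a share of up to 4.11%, and in 14 of 290 (4.83%, 2.66 to 7.97) at E11, against 27 of 98 (27.6%, 19.0 to 37.5) and 15 of 46 (32.6%) HE cells. *Gja5* was found in 86 of 98 (87.8%, 79.6 to 93.5) HE and 6 of 73 (8.22%, 3.08 to 17.0) IAHC cells at E10, and in 46 of 46 (100%, 92.3 to 100) and 44 of 290 (15.2%) at E11.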

As predicted by our scRNA-Seq data, IKZF2 was much highly expressed at the protein level in c-kit^+^CD31^+^ IAHC cells (86.6%) than in endothelial cells (15.8%), as shown by flow cytometry analysis (Supplementary Fig. 10a, b). On the other hand, PROM1 and GJA5 were expressed by CD31^+^ endothelial cells but not by IAHC cells (c-kit^+^CD31^+^ or Runx1^+^CD31^+^ cells, Supplementary Fig. 10c–g [immunostaining on E11 live thick embryo slices] and Supplementary Fig. 10h–l [immunostaining on E10 embryo cryosections], respectively). Therefore, there is a good correlation between scRNA-Seq data and protein expression, which consolidates our datasets. Such datasets will be useful to study the functionality of specific genes of interest in specific populations of the aorta or to test their usefulness as new surface markers for specific cell isolation in the future.

To identify the pathways active in the aortic populations, we performed a KEGG pathway analysis on our E11 dataset. As expected, specific genes related to the BMP pathway (e.g., *Bmp4*, *Bmpr1a*, *Bmpr2*, *Smad 6*, *Smad 7*), Notch pathway (e.g., *Dll1*, *Dll4*, *Notch1*, *Notch 3*, *Notch 4*, *Jag1*), and mTORC2 pathway (e.g., *Rictor*, *mTor*, *Deptor*, *Tti1*) were expressed. 

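Of the BMP genes at E11, *Bmp4* (chromosome 14) was at 0.5 (0.280 to 0.825) transcripts per cell in non-HE cells, 0.109 (0.0353 to 0.254) in HE cells and 0.0103 (0.00213 to 0.0302) in IAHC cells. *Bmpr1a* and *Bmpr2* were at 0.261 (0.135 to 0.456) and 0.891 (a total of 41, 29.4 to 55.6) in HE cells and at 0.0690 (0.0421 to 0.107) and 0.234 (0.182 to 0.297) in IAHC cells. *Smad6* and *Smad7* were at 2.07 (1.67 to 2.52) and 0.913 (0.658 to 1.23) in HE cells and at 0.169 (0.125 to 0.223) and 0.0759 (0.0475 to 0.115) in IAHC cells. Of the Notch genes, *Dll4*, *Jag1*, *Notch1*, *Notch3* and *Notch4* were at 1.43 (a total of 66, 51.0 to 84.0), 2.67 (2.22 to 3.19), 0.826 (0.585 to 1.13), 1.02 (0.751 to 1.36) and a total of 56 (42.3 to 72.7) over 46 cells in HE cells. In IAHC cells they were at 0.0862 (0.0558 to 0.127), 0.0379 (0.0189 to 0.0679), 0.317 (0.256 to 0.389), 0.166 (0.122 to 0.219) and 0.103 (0.0698 to 0.148). *Dll1* was at 0.167 (0.0541 to 0.389) in non-HE and 0.109 (0.0353 to 0.254) in HE cells, and in IAHC cells was found in 0 of 290 cells, which allows a share of up to 1.03%.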

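The mTORC2 genes were found at low levels at E11. *Rictor* (chromosome 15) was highest in EHT cells, at 0.304 (0.166 to 0.511) transcripts per cell, and at 0.0586 (0.0341 to 0.0939) in IAHC cells. *Mtor* (chromosome 4) was at 0.367 (0.183 to 0.656) in non-HE cells and 0.210 (0.161 to 0.270) in IAHC cells. *Tti1* (chromosome 2) ranged from 0.100 (0.0206 to 0.292) in non-HE cells to 0.258 (0.148 to 0.419) in type I pre-HSCs. *Deptor* (chromosome 15) was not detected in non-HE and HE cells, 0 of 46 cells, which allows a share of up to 6.52% in HE cells, and was at 0.129 (0.0557 to 0.254) in type I pre-HSCs. The intervals of *Mtor* and *Tti1* overlapped between these populations, so no difference was detectable at this depth.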

We then examined in more details the KEGG cytokine pathway. A heatmap was generated where genes present in each cytokine pathway (according to KEGG analysis) were on the *y*-axis and E11 single cells (ordered along the pseudotime axis) were on the *x*-axis (Supplementary Fig. 11a). It revealed the dynamic expression of some known important regulators, including c-kit^51^ and IL-3 (through IL-3R)^26^. 

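A *Kit* transcript was found at E11 in 5 of 30 (16.7%, 5.64 to 34.7) non-HE cells, 29 of 46 (63.0%, 47.5 to 76.8) EHT cells, 43 of 62 (69.4%, 56.3 to 80.4) type I and 39 of 55 (70.9%, 57.1 to 82.4) type II pre-HSCs. *Il3* was not listed in the tables. The IL-3 receptor chain *Il3ra* (chromosome 14) was at 0.0652 (0.0134 to 0.191) transcripts per cell in HE, 0.0435 (0.00527 to 0.157) in EHT, 0.0690 (0.0421 to 0.107) in IAHC cells and 0.109 (0.0353 to 0.254) in YS HSPCs. These intervals overlapped, so a change in *Il3ra* was not detectable at this depth. *Csf2rb* (chromosome 15), the other chain, was found in 0 of 46 HE cells, which allows a share of up to 6.52%. It was at 0.0870 (0.0237 to 0.223) in EHT cells, 0.134 (0.0956 to 0.184) in IAHC cells and 0.196 (0.0895 to 0.371) in YS HSPCs.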

Three groups of cytokines/growth factors were more active in endothelium, IAHC cells or committed progenitors. A KEGG pathway analysis performed on these three datasets highlighted the involvement of interleukins, TGF, chemokines, and/or BMP in the endothelium and IAHC cells (Supplementary Fig. 11b, c). Pathways involving hemostasis and cell surface interactions at the vascular wall were active in the committed progenitor group, possibly reflecting the detachment of these cells to the circulation (Supplementary Fig. 11d). Molecules involved in the immune system/inflammation were also active in the three groups (i.e., TNF, IL-6), in accordance to the literature where the inflammatory process was recently reported as an important key regulator of HSC development^52^. Our datasets will be useful to investigate in the future the requirement for specific cytokines and growth factors at specific time points during endothelial specification and HSC characteristic acquisition.

### TF network involved in IAHC formation at E11 and E10

To get insight in the transcriptional program involved in EHT and IAHC formation, we analyzed the expression profiles of all TFs expressed in our datasets^53^. 127 and 88 TFs were detected at E11 and E10, respectively (Supplementary Figs. 12a, 13a). Hierarchical clustering of the expression profiles identified three distinct clusters of TFs (I, II, and III), with their expression peaking in early, intermediate, and late pseudotime, respectively (Fig. 4a (E11) and Fig. 4b (E10)). Cluster I contained TFs highly expressed in endothelial cells (e.g., Sox17, Hey2)^54,55^ (Fig. 4a, b; Supplementary Figs. 12b, c, 13b, c) and TFs upregulated in HE cells (e.g., Elk3, Jun, Mecom)^37^. 

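*Sox17* transcripts were found in 32 of 43 (74.4%, 58.8 to 86.5) non-HE and 67 of 98 (68.4%, 58.2 to 77.4) HE cells at E10, and in 37 of 290 (12.8%, 9.14 to 17.2) IAHC cells at E11. *Hey2* (chromosome 10) was at 0.628 (0.414 to 0.914) transcripts per cell in non-HE, 0.5 (0.370 to 0.661) in HE and 0.0628 (0.0325 to 0.110) in EHT cells at E10, and at 0.833 (0.539 to 1.23), 1.46 (1.13 to 1.85) and 0.370 (0.215 to 0.592) at E11. In E10 IAHC cells it was found in 0 of 73 cells, which allows a share of up to 4.11%. From non-HE to HE cells, the log2 ratio of *Elk3* (chromosome 10) was -0.32 (-0.73 to 0.10) at E10 and 0.01 (-0.46 to 0.50) at E11. That of *Jun* (chromosome 4) was -0.49 (-0.90 to -0.07) and 0.32 (-0.08 to 0.73), and that of *Mecom* (chromosome 3) 0.29 (-0.21 to 0.83) and 0.30 (-0.25 to 0.87). A rise in HE cells was thus not detectable at this depth for *Elk3* and *Mecom* at either stage.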

Gene set enrichment analysis (GSEA) indicates that cluster I TFs were involved in processes such as the regulation of vasculature development, vasculogenesis, or dorsal aorta morphogenesis (Supplementary Figs. 12d, 13d). Cluster II contained TFs expressed in EHT cells and pre-HSCs (Fig. 4a, b). 

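Among TFs expressed in EHT cells and pre-HSCs, *Gfi1* rose from HE to EHT cells by a log2 ratio of 0.99 (0.50 to 1.51) at E10 and 2.16 (1.34 to 3.07) at E11, and was at 0.790 (0.585 to 1.04) transcripts per cell in type I and 0.509 (0.338 to 0.736) in type II pre-HSCs. *Sfpi1* was at 0.848 (0.603 to 1.16) in E11 EHT cells, 0.887 (a total of 55, 41.4 to 71.6) in type I and 0.873 (0.643 to 1.16) in type II pre-HSCs. *Ikzf2* was at 0.903 (0.682 to 1.17) in type I and 0.818 (0.597 to 1.09) in type II pre-HSCs. *Dnmt3a* (chromosome 12) was expressed in all populations, at 1.17 (a total of 35, 24.4 to 48.7) in non-HE, a total of 68 (52.8 to 86.2) over 46 cells in EHT cells and 0.674 (0.458 to 0.957) in YS HSPCs at E11, and at 0.814 (0.567 to 1.13), 1.03 (0.892 to 1.19) and 0.525 (0.412 to 0.659) at E10. From HE to EHT cells its log2 ratio was 0.14 (-0.23 to 0.51) at E10 and 0.44 (-0.10 to 1.00) at E11.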

GSEA indicates that these TFs were involved in stem cell differentiation, haematopoiesis, or in the regulation of stem cell maintenance (e.g., Gfi1, Sfpi1, Dnmt3a, Ikzf2)^37,44^ (Supplementary Figs. 12e–g, 13e–g). Finally, cluster III contained TFs that were upregulated in IAHC pre-HSCs and/or progenitors and YS HSPCs (Fig. 4a, b). These TFs were involved in definitive haematopoiesis, negative regulation of cell growth, as for example Zfpm1, which is involved in megakaryocytic and erythroid differentiation (Supplementary Figs. 12h–j, 13h–j). 

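*Zfpm1* (chromosome 8) was highest in YS HSPCs, at 1.26 (a total of 177, 152 to 205) transcripts per cell at E10 and 0.826 (0.585 to 1.13) at E11. In E10 IAHC cells it was at 0.288 (0.178 to 0.440) and in E10 EHT cells at 0.356 (0.276 to 0.451). At E11 it was at 0.524 (0.444 to 0.614) in IAHC cells, 0.387 (0.248 to 0.576) in type I and 0.455 (0.294 to 0.671) in type II pre-HSCs, and 0.367 (0.183 to 0.656) in non-HE cells. From IAHC cells to YS HSPCs, the log2 ratio was 2.13 (177 transcripts in 141 cells against 21 in 73) at E10 and 0.66 (0.10 to 1.18) at E11.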

Of note, a large proportion of TFs were common between E10 and E11 in each cluster (48.6% in cluster I, 33.4% in cluster II, and 30.3% in cluster III) (Fig. 4c).

**Fig. 4:**
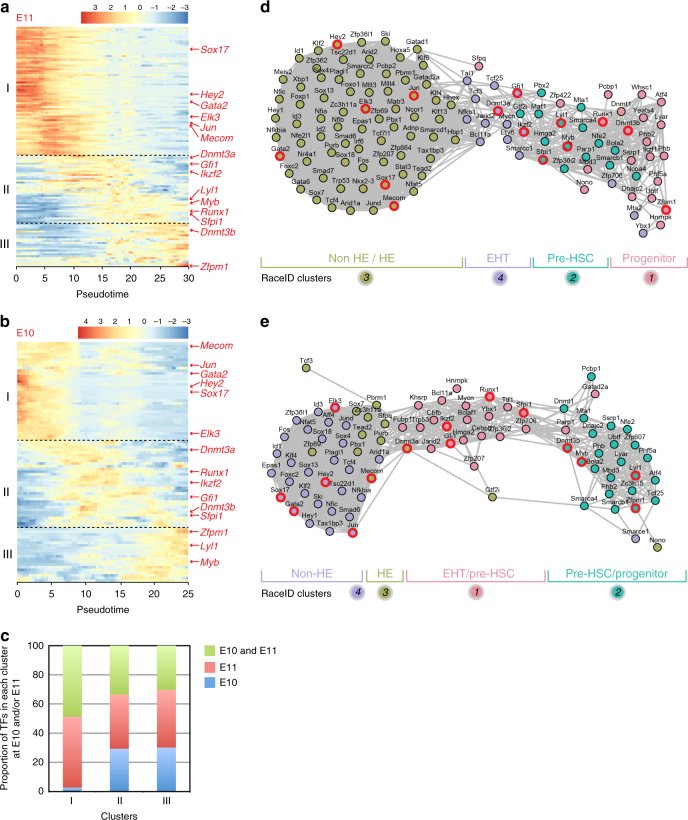
Transcription factor networks involved during IAHC formation at E11 and E10. **a**, **b** Heatmap of differentially expressed transcription factors (TFs) at **a** E11 and **b** E10 between the different cell types (non-HE, HE, EHT, IAHC cells, and YS HSPCs), according to pseudotime. Three distinct expression patterns are identified as clusters I, II, and III. **c** Proportion of transcription factors that are present in clusters I, II, or III at both E10 and E11, only at E11 or only at E10. **d**, **e** Network of TFs related to different expression patterns as determined in **a** and **b**, respectively. Color-coded circles are related to RaceID analysis shown in Figs. 2d and 3c, respectively. TFs mentioned in the results section are outlined in red

Transcriptional regulatory networks were built based on the Pearson correlations between all TFs at E11 and E10 (Fig. 4d, e, respectively). The TFs upregulated in non-HE and HE cells highly correlated with each other and with some of the TFs upregulated in EHT cells that still had an active endothelial program. The rest of TFs upregulated in EHT cells correlated with TFs upregulated in IAHC pre-HSCs, and were most likely involved in the initiation of the haematopoietic program. Finally, some TFs upregulated in IAHC pre-HSCs correlated with TFs upregulated in YS HSPCs that exhibited a strong haematopoietic signature. Overall, the TF regulatory networks can be used to explore the TFs involved in the continuous progression of non-HE to HE cells to EHT cells and finally into IAHC resident pre-HSCs and progenitors.

### Ventral and dorsal IAHCs have similar transcriptomes

Mouse embryos differ from other vertebrate embryos by the presence of IAHCs in both ventral and dorsal sides of the aorta^10^. To compare the transcriptome of IAHCs according to their position within the aorta (ventral vs. dorsal side), we developed a new technique to mechanically pick-up single wIAHCs in the aorta of E10 and E11 embryo slices (Fig. 5a, b). An automated cell picker (CellCelector^TM^) (Supplementary Fig. 14a) was used to aspirate single c-kit^+^ wIAHCs directly from thick embryo slices (Fig. 5c, d). wIAHCs were then placed in a drop of medium (Fig. 5e, f), picked-up a second time to isolate pure wIAHCs (Fig. 5g) and finally dropped in a tube cap for scRNA-Seq (Supplementary Fig. 14b–f; see Methods for details). 

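For whole IAHCs, the authors deposited 109 libraries as estimated counts of transcripts, which are UMI counts corrected for collisions among the possible UMIs and not scaled to a common total. Collection sets, sides and stages are confounded in part. All E10 ventral wIAHCs belonged to a single set, as did all E10 dorsal wIAHCs, whereas E11 wIAHCs came from a first and a second set. The 57 wIAHCs with at least 5000 transcripts were analysed, each taken as a replicate, which were 21 E10 ventral, 7 E10 dorsal, 17 E11 ventral and 12 E11 dorsal wIAHCs. Their median total was 14538 transcripts (range 5982 to 110728) in E10 ventral, 14063 (6656 to 115328) in E10 dorsal, 12838 (7635 to 54975) in E11 ventral and 8244 (5099 to 25968) in E11 dorsal wIAHCs. Of the E11 wIAHCs, 10 were of the first and 19 of the second set. The labels do not tell which wIAHCs came from the same embryo, so wIAHCs of an embryo could not be treated as related. Of 19425 genes, 13860 had a transcript in at least 1 wIAHC, and the 90 spike-in entries, 3.32% of all transcripts, were left out.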

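The log-scaled profile of each wIAHC was correlated with the mean profile of each single-cell population of its stage. At E10, across 3868 genes, the median Pearson r over 28 wIAHCs was 0.480 (range 0.371 to 0.549) with non-HE, 0.604 (0.468 to 0.695) with HE, 0.757 (0.600 to 0.876) with EHT and 0.740 (0.596 to 0.886) with IAHC cells, and 0.705 (0.559 to 0.845) with YS HSPCs. The closest population was EHT for 16 and IAHC for 12 E10 wIAHCs. At E11, across 3391 genes, it was 0.635 (0.537 to 0.688) with non-HE, 0.622 (0.516 to 0.674) with HE and 0.772 (0.615 to 0.845) with EHT cells. It was 0.805 (0.659 to 0.885) with type I pre-HSCs, 0.80 (0.651 to 0.890) with type II pre-HSCs, 0.798 (0.649 to 0.879) with IAHC cells and 0.761 (0.597 to 0.857) with YS HSPCs. The closest population was type I pre-HSCs for 14, type II pre-HSCs for 13, IAHC cells for 1 and YS HSPCs for 1 of 29 E11 wIAHCs. Genes are not independent replicates, so no p is given for these correlations.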

To determine the purity of the single wIAHCs and therefore to validate the isolation procedure, the transcriptome of single wIAHCs and single aortic cells (Fig. 1b) were correlated (Supplementary Fig. 14g). The analysis showed that wIAHCs were not contaminated with non-IAHC cells, as it was the case for IAHC cells sorted by flow cytometry. 

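Transcripts of the non-IAHC genes were scaled to 5000 per wIAHC. *Csf1r* and *Fcgr3*, the markers of erythro-myeloid progenitors, were not among the genes followed here. *Pdgfrb* was not detected in any of the 28 E10 or 29 E11 wIAHCs. *Gata3* was detected in 11 E10 and 9 E11, *Crabp1* in 3 and 6, *Cxcl12* in 6 and 11, *Epha7* in 5 and 4, and *Ptprd* in 6 and 3 wIAHCs. *Col3a1* was detected in 8 E10 and 11 E11 wIAHCs, with a highest value of 3.20 per 5000, and *Sox11* in 12 and 21, with a mean of 0.872 per 5000 at E11. *Sox11* had a mean of 0.286 in E11 IAHC cells and 0.733 in E11 non-HE cells at the same depth. *Cdkn1c* was detected in 26 E10 and all 29 E11 wIAHCs, at means of 1.68 and 2.96 per 5000. In single IAHC cells, *Cdkn1c* was at 2.37 per 5000 at E10 and 2.43 at E11, so its presence does not by itself mark other cells.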

Then, the contribution of each RaceID cluster (Fig. 2d (E11); Fig. 3c (E10)) to each picked wIAHC was calculated. At both E11 and E10, all single wIAHCs were solely composed of IAHC and EHT cells (Fig. 5h, i, respectively). 

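Each wIAHC was fitted as a non-negative mixture of the mean profiles of the single-cell populations of its stage. The paper used its RaceID clusters instead, in which part of the E11 IAHC cells lay with YS HSPCs. Shares of YS HSPCs here may stand for such IAHC cells and do not by themselves mark yolk sac cells. At E10, the mean share was 53.1% (SD 11.7) for EHT cells, 18.7% (SD 17.9) for IAHC cells and 27.2% (SD 12.6) for YS HSPCs, over 28 wIAHCs. At E11, over 29 wIAHCs, it was 18.0% (SD 15.7) for EHT cells, 51.4% (SD 13.5) for IAHC cells and pre-HSCs together, and 20.6% (SD 23.7) for YS HSPCs. The alternative that moved the E10 shares most was fitting 1081 genes with over 4-fold spread, which gave 27.1% for EHT cells and 43.3% for YS HSPCs.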

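In the same mixtures, non-HE and HE cells together had a mean share of 0.933% (SD 2.78) at E10, with 0 in 23 of 28 wIAHCs and at most 13.0%. At E11 their mean share was 9.95% (SD 13.0), with 0 in 10 of 29 wIAHCs and at most 45.2%. By side, it was 5.22% in E11 ventral and 16.6% in E11 dorsal wIAHCs. With the square root of transcripts it was 4.41% at E11 and with genes of over 4-fold spread 5.00%.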

No or negligible endothelial contribution to wIAHCs was observed at E11 and E10. Therefore, our technique allows the isolation of pure single wIAHCs at both E10 and E11, without contamination by non-IAHC cells or endothelial cells.

**Fig. 5:**
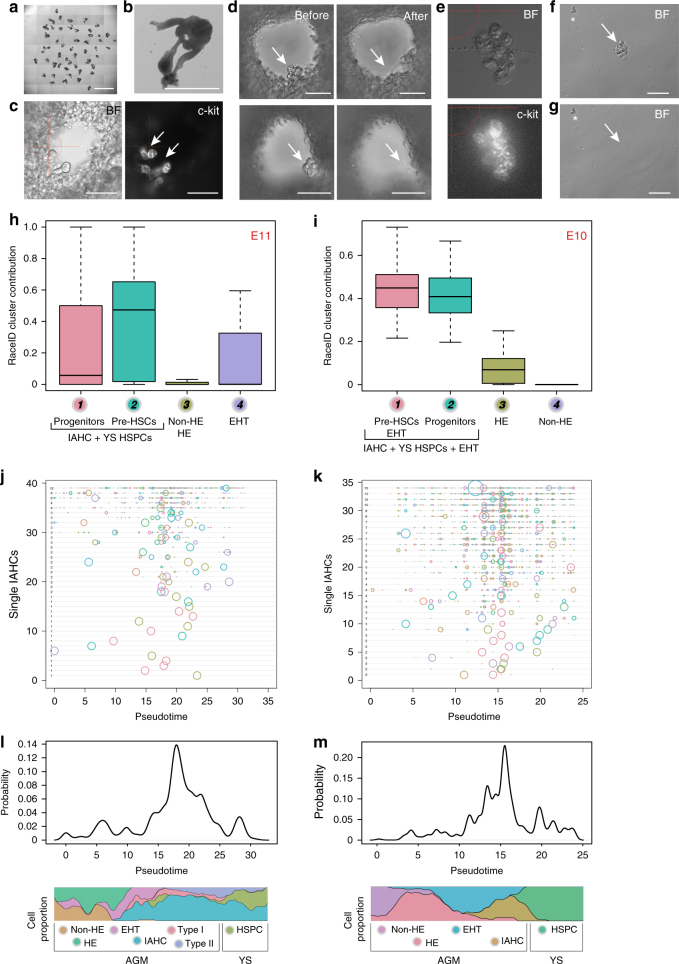
Transcriptome comparison of pure whole IAHCs mechanically picked-up inside the aorta. **a** E10 embryo slices embedded in agarose. Scale bar, 5 mm. **b** Close-up showing an embryo slice. Scale bar, 1 mm. **c** Close-up showing c-kit^+^ IAHCs attached to the aortic endothelium of an E10 embryo slice (left panel, bright filter (BF); right panel, c-kit fluorescence). Scale bar, 50 μm. **d** Two examples (upper and lower panels) of single IAHCs mechanical pick-up. Before pick-up, IAHCs were attached to the ventral side of the aorta (left panel, arrow). After pick-up, IAHCs were no longer visible in the aorta (right panel, arrow). **e** Example of a single mechanically picked-up IAHC (whole IAHC or wIAHC). Upper panel, BF; lower panel, c-kit fluorescence. **f** Presence of a wIAHC (arrow) and contaminating single cells (asterisk) after wIAHC first pick-up. **g** The wIAHC was picked-up a second time to eliminate the contaminating cells that remained in the medium drop (asterisk). **h**, **i** Box plots showing the RaceID cluster contribution to E11 (**h**) and E10 (**i**) wIAHCs. Color-coded boxes are related to RaceID analysis shown in Fig. 2d and Fig. 3c, respectively. **j**, **k** Probability for each cell to contribute to single wIAHCs at E11 (**j**) and E10 (**k**). Each horizontal line depicts a single wIAHC. The size of the circle is proportional to the probability for the cell at that position in pseudotime to contribute to that particular wIAHC. The number (next to the *y*-axis, inside the graph) depicts the total number of cells present in that particular wIAHC. **l**, **m** Probability density along pseudotime for contributing to wIAHCs

The transcriptome of E11 and E10 single wIAHCs was then correlated to the transcriptome of E11 and E10 single aortic cells ordered along the pseudotime axis (Fig. 5j–m). At E11, single wIAHCs were projecting mainly between pseudotime points 15 and 25 where IAHC pre-HSCs were present (Fig. 5j, l). At E10, wIAHC projected mainly between pseudotime points 10 and 20 where EHT and IAHC cells were located (Fig. 5k, m). Of note, the number of cells per single wIAHCs (numbers close to the *y*-axis inside the graph shown in Fig. 5j, k) did not influence their cell composition at both E10 and E11, meaning that larger wIAHCs were not enriched in a specific cell type but were composed of a more heterogeneous group of cells. Overall, wIAHCs are mainly composed of pre-HSCs with less haematopoietic progenitors and EHT cells as embryonic development progresses.

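In the largest part of each mixture, EHT cells were first in 22, IAHC cells in 4 and YS HSPCs in 2 of the 28 E10 wIAHCs. At E11, IAHC cells and pre-HSCs together were first in 23, YS HSPCs in 5 and EHT cells in 1 of 29 wIAHCs. The reference populations differ between stages, since pre-HSCs were sorted at E11 only, so the shares of IAHC cells and pre-HSCs are not comparable between stages. The same holds for the share of EHT cells, which was lower at E11 under each of the alternatives, for example at 18.8% without haemoglobin genes and 15.3% with genes of over 4-fold spread.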

We then compared the transcriptome of ventral and dorsal wIAHCs collected at E10 and E11 (Supplementary Fig. 14f) by clustering on the correlations. 

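Pearson correlations between the 57 wIAHCs were taken over 810 genes with a mean of at least 1 transcript per 5000. Over the 1596 pairs, the median r was 0.727, the lowest 0.476 and the highest 0.958, and the 10th percentile 0.620. The mean r of a wIAHC with the others ranged from 0.592 to 0.804.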

Most wIAHCs had similar transcriptome (Fig. 6a). Only three wIAHCs had a low correlation to the rest of wIAHCs (Fig. 6a, bottom left corner of the heatmap). These three wIAHCs had high expression levels of hemoglobin genes, suggesting that they mainly contained erythroid progenitors. 

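The lowest mean r values with the other wIAHCs were 0.592, 0.602, 0.637, 0.638 and 0.647 and formed no separate group. The wIAHC with the lowest mean r, 0.592, had 0.401% of its transcripts from haemoglobin genes. The wIAHC with the third lowest, 0.637, had 0.0439%. Without haemoglobin genes, the mean r of the 3 wIAHCs with over 10% haemoglobin rose from 0.602, 0.647 and 0.706 to 0.664, 0.710 and 0.768, and their ranks from the lowest of the 57 went from 2, 5 and 18 to 5, 17 and 42. The wIAHCs at 0.592 and 0.637 were then at 0.598 and 0.641. Haemoglobin genes thus lowered the mean r of these 3 wIAHCs. The paper's heatmap rests on the Euclidean distance of the correlation matrix. Mean r over the 57 analysed is another measure, and the paper's 3 wIAHCs may not be these.

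**Figure D2:**
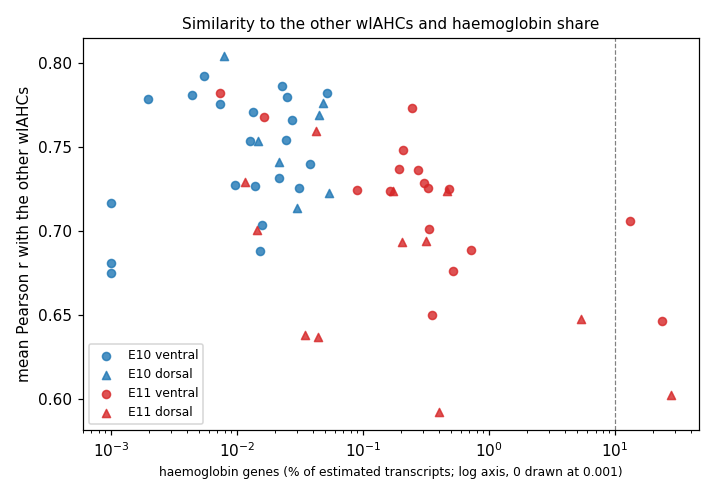
Mean Pearson r of each of 57 wIAHCs with the others (y axis) against the percentage of its transcripts from haemoglobin genes (x axis, log scale, 0 drawn at 0.001), by stage and side, with a dashed line at 10%. The values include haemoglobin genes. The wIAHCs above 10% haemoglobin are spread over the lower part of the y axis and others lie as low.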

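More than 10% of transcripts came from haemoglobin genes in 3 of the 57 wIAHCs, at 13.2%, 23.6% and 27.5%, all of the second E11 set. Smaller deposited wIAHCs above 10% included 1 E10 ventral at 27.0%, 1 E10 dorsal at 25.8% and 1 E11 ventral of the first set at 30.4%. The mean r of the 3 with the other analysed wIAHCs was 0.706, 0.647 and 0.602. *Hbb-y* was at 255 to 628 transcripts per 5000 in these 3 wIAHCs, against a median of 0.878 in the other 54, of which the highest had 138. *Alas2* was at 2.96 to 5.28 against a highest value of 0.483 in the others, and *Klf1* at 0.982 to 3.33 against 0.601. Haemoglobin also differed between collection sets at E11, with a median of 0.0388% in the first and 0.354% in the second set. The mean log2 difference between the sets was 4.31 (2-sided permutation test, p 1e-05, the smallest that 100000 permutations can give).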

DE-Seq analysis was then performed to determine the differentially expressed genes between E11 and E10 ventral and dorsal wIAHCs. 

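Genes were tested with edgeR's quasi-likelihood test with TMM scaling and Benjamini-Hochberg adjustment, on the 260 genes that passed filterByExpr, with all 4 groups in the model. At an adjusted p below 0.05, 81 genes were called between E11 and E10 ventral wIAHCs, 47 higher and 34 lower at E11, and 24 between E11 and E10 dorsal wIAHCs, 19 higher and 5 lower. No gene was called between E11 ventral and dorsal wIAHCs (smallest adjusted p 0.214), where 23 genes had an unadjusted p below 0.05 and DESeq2 called 0, with 25 below 0.05. None was called between E10 ventral and dorsal wIAHCs either (smallest adjusted p 0.555), where 20 genes had an unadjusted p below 0.05 and DESeq2 called 0, with 23 below 0.05. The alternatives that moved the counts most were leaving out the filter, which tested 13627 genes and called 310, 107, 12 and 8 genes in these comparisons, and a minimum count of 1, chosen after the data were seen, which called 278, 131, 8 and 8. In 100 random regroupings of wIAHCs, at most 15 genes were called in the ventral and at most 6 in the dorsal comparison between stages. Of the 199 genes of Supplementary Data 7, 43 were tested, all with the same direction, and 38 were called. Of the 51 genes of Supplementary Data 6, 16 were tested, all with the same direction, and 10 were called. Both lists and these calls rest on the same libraries, so they are not independent.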

Interestingly, only very few genes (out of 18,735 genes) were found differentially expressed (51 genes between E11 and E10 dorsal wIAHCs (Fig. 6b; Supplementary Data 6); 199 genes between E11 and E10 ventral wIAHCs (Fig. 6c; Supplementary Data 7); 2 genes between E11 ventral and dorsal wIAHCs (Fig. 6d; Supplementary Data 8); 16 genes between E10 ventral and dorsal wIAHCs (Fig. 6g; Supplementary Data 9)). In agreement with these data, the contribution of E11 single IAHC cells (Fig. 2d) to E11 ventral and dorsal wIAHCs (Fig. 6e, f, respectively) was similar, with a majority of pre-HSCs. 

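In the mixtures of E11 wIAHCs, the mean share of type I pre-HSCs was 8.47% (SD 13.8) in 17 ventral and 19.9% in 12 dorsal wIAHCs (2-sided permutation test, p 0.0738), and that of type II pre-HSCs 35.0% (SD 16.3) and 22.1% (SD 22.6) (p 0.0837, same test). IAHC cells had 6.60% (SD 11.9) and 11.4% (SD 15.8) (p 0.367), EHT cells a difference of 4.23 percentage points (p 0.479) and YS HSPCs 24.9% (SD 21.2) and 14.5% (SD 26.7) (p 0.250) in the same permutation test. Non-HE cells had 3.48% (SD 6.27) and 10.2% (SD 11.0) (permutation p 0.0431) and HE cells a difference of -4.71 percentage points, ventral minus dorsal (permutation p 0.129). The smallest p of these tests after Benjamini-Hochberg adjustment over the 7 populations was 0.195. No difference passed an adjusted p of 0.05, although that of type I pre-HSCs was -11.4 and that of type II pre-HSCs 13.0 percentage points. The sides differ in collection set, with 4 of 17 ventral and 6 of 12 dorsal wIAHCs from the first set. With side labels permuted within each set, an alternative chosen after the data were seen, the difference was -8.29 percentage points for non-HE cells (permutation p 0.0118), 16.6 for type II pre-HSCs (permutation p 0.0298) and 10.4 for EHT cells (permutation p 0.0302). Each of these had an adjusted p of 0.0704, the smallest of the 7 populations, with a range over the alternatives up to 0.545 for non-HE cells and up to 1 for the others. The alternative that moved these tests most was fitting the square root of transcripts, under which type I pre-HSCs had 28.5% in ventral and 38.2% in dorsal wIAHCs (permutation p 0.00573, adjusted p 0.0401). Adjusted p for type I pre-HSCs ranged from 0.0401 to 0.429 over the alternatives.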

The contribution of E10 single aortic cells (Fig. 3c) to E10 ventral and dorsal wIAHCs (Fig. 6h, i, respectively) demonstrated that pre-HSCs, progenitors, and EHT cells similarly contributed to both ventral and dorsal E10 wIAHCs. 

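In the mixtures of E10 wIAHCs, the mean share of EHT cells was 52.8% (SD 11.4) in 21 ventral and 54.2% (SD 13.3) in 7 dorsal wIAHCs (2-sided exact permutation test, p 0.791). IAHC cells had 17.1% (SD 16.5) and 23.6% (SD 22.3) (exact permutation test, p 0.415) and YS HSPCs 29.4% (SD 12.9) and 20.9% (SD 9.92) (exact permutation test, p 0.125). Non-HE cells had a share in none of the ventral and in 3 of the 7 dorsal wIAHCs, of at most 6.68% (exact permutation test, p 0.0107), for an adjusted p of 0.0534 over the 5 populations. The adjusted p for non-HE cells ranged from 0.0534 to 0.742 over the alternatives.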

Overall, our analysis revealed that ventral and dorsal wIAHCs are very similar in terms of cellular composition and transcriptome at both E10 and E11. 

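At E10, wIAHCs of the same side had a mean r of 0.791 and wIAHCs of different sides 0.784 over 814 genes, a difference of 0.00687 (2-sided exact permutation test, p 0.679). At E11, the means over 790 genes were 0.701 and 0.684, a difference of 0.0166 (2-sided permutation test, p 0.0310). Within the first E11 set alone the difference was -0.0141 (exact permutation test, p 0.395) and within the second 0.0284 (exact permutation test, p 0.0654). Thinned to 5000 transcripts, the E11 difference was 0.00967 (permutation test, p 0.0626), and with every deposited wIAHC it was -0.00468 (permutation test, p 0.779). The interaction of stage and side was tested with the same edgeR quasi-likelihood test and Benjamini-Hochberg adjustment and called 0 genes (smallest adjusted p 0.408). For it, 26 genes had an unadjusted p below 0.05 and DESeq2 called 0 genes, with 27 below 0.05. The same edgeR test called 21 genes without a filter (smallest adjusted p 0.000207) and 19 with a minimum count of 1, an alternative chosen after the data were seen. Over all alternatives the smallest adjusted p ranged from 0.000207 to 0.545. From the few genes called between sides and the similar contributions of single cells, the paper concludes that ventral and dorsal wIAHCs are very similar in composition and transcriptome. From the larger number of genes called between stages on the ventral side, it proposes that these genes might take part in the maturation of pre-HSCs.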

Most transcriptome changes occurred in ventral wIAHCs between E10 and E11, suggesting that these genes might be involved in the pre-HSC maturation process.

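The ventral comparison between stages had 21 E10 and 17 E11 wIAHCs and the dorsal comparison 7 and 12. With the ventral wIAHCs drawn down to 12 and 7, the median number of called genes over 100 draws was 34 (range 19 to 72), and in 18 draws it was no larger than the 24 of the dorsal comparison. Across the 260 tested genes, the log2 fold changes between stages on the ventral and the dorsal side had a Pearson r of 0.880, and 191 genes (73.5%) had the same sign. Of the called genes, 17 were called on both sides, all with the same direction.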

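The genes with the smallest p between E11 and E10 ventral wIAHCs were *Slc23a1*, *Nphs1*, *A230046K03Rik*, *Rn45s* and *Hbb-y*. With edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, their log2 fold changes were 4.34 (standard error 0.439, adjusted p 9.57e-12), 5.54 (standard error 0.623, adjusted p 2.18e-10), 3.66 (standard error 0.421, adjusted p 2.95e-10), 3.42 (standard error 0.429, adjusted p 4.12e-09) and 6.55 (standard error 0.914, adjusted p 7.44e-08). *Slc23a1* was at 0.394 (SD 0.548) transcripts per 5000 in E10 and 8.73 (SD 8.07) in E11 ventral wIAHCs, and *Hbb-y* at 1.18 (SD 1.44) and 149.8 (SD 390.5). Over the alternatives, the adjusted p of the same edgeR or DESeq2 tests ranged from 3.22e-26 to 7.62e-09 for *Slc23a1* and from 1.22e-214 to 0.103 for *Hbb-y*. With the first E11 set alone, the adjusted p of *Hbb-y* in the same edgeR test was 0.103, against 1.10e-10 and a log2 fold change of 6.97 with the second alone, so its change is tied to the collection set. On the dorsal side, the genes with the smallest p were *Slc23a1*, *Rn45s*, *Igf2*, *Rps15a-ps6* and *Rps15a*, with log2 fold changes of 4.05 (standard error 0.836, adjusted p 0.00147), 3.04 (standard error 0.634, adjusted p 0.00147), 1.25 (standard error 0.276, adjusted p 0.00178) and 0.90 (standard error 0.202, adjusted p 0.00183) for all but *Igf2*, in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Igf2* was at 25.1 (SD 9.43) transcripts per 5000 in E10 and 64.9 (SD 27.9) in E11 dorsal wIAHCs, with an adjusted p of 0.00149 in the same edgeR test. *Rps15a-ps6* is named as a pseudogene of *Rps15a*, and whether they share reads was not examined, so its change is uncertain. The adjusted p of *Igf2* in the same tests ranged from 1.97e-05 to 0.137 over the alternatives.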

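The genes called between stages in ventral wIAHCs were then followed in single IAHC cells, whose E10 and E11 libraries are separate from the wIAHC libraries. Of the 56 called genes that could be followed, 24 (42.9%) changed in the same direction from E10 to E11 IAHC cells, against a median of 53.6% for random lists, and 9995 of 10000 lists were as high. Of 18 called dorsal genes, 4 (22.2%) had the same direction, against a random median of 27.8%. Across these genes, the log2 changes in wIAHCs and in single IAHC cells had a Pearson r of -0.560 for the ventral and -0.629 for the dorsal genes. *Slc23a1*, higher in E11 wIAHCs, was at 4.70 transcripts per 5000 in E10 and 0.338 in E11 IAHC cells. The sets of E11 IAHC cells ranged from 0.02 to 2.14 for this gene, so its level varied between libraries.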

**Fig. 6:**
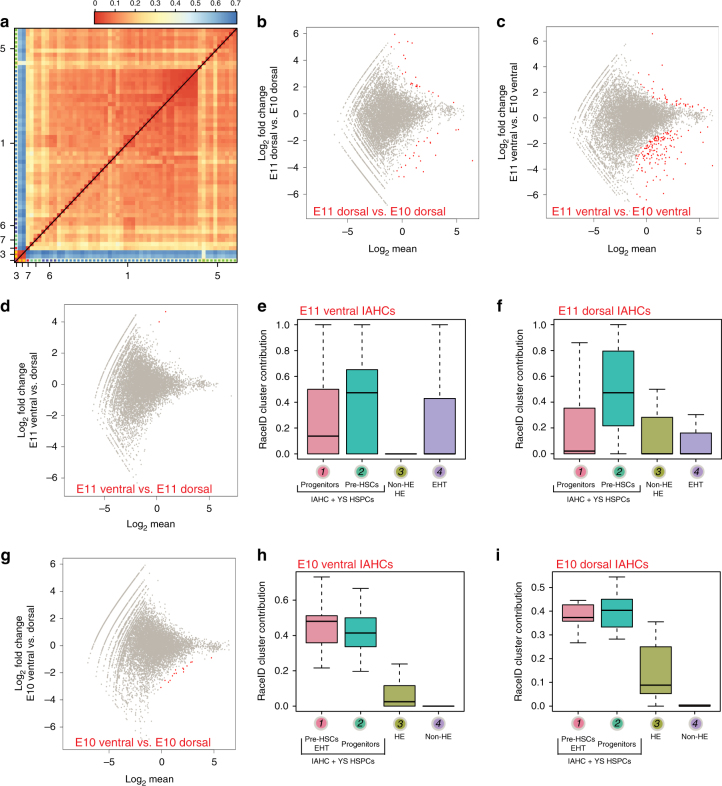
Ventral and dorsal wIAHCs have a similar transcriptome at E10 and E11. **a** Heatmap representing the transcriptome similarities measured by the Euclidean distance of the transcriptome correlation matrix for single E10 and E11 wIAHCs. Cluster numbers are shown along the axis for the major clusters. **b**–**d**, **g** DE-Seq analysis showing the differential gene expression between E11 and E10 dorsal wIAHCs (51 genes significantly differentially expressed as shown by red dots) (**b**), between E11 and E10 ventral wIAHCs (199 genes) (**c**), between E11 ventral and dorsal wIAHCs (2 genes) (**d**), and between E10 ventral and dorsal wIAHCs (16 genes) (**g**). **e**, **f** Box plots of the RaceID cluster contribution to E11 ventral (**e**) and dorsal (**f**) wIAHCs. Color-coded boxes are related to RaceID analysis shown in Fig. 2d. **h**, **i** Box plots of the RaceID cluster contribution to E10 ventral (**h**) and dorsal (**i**) wIAHCs. Color-coded boxes are related to RaceID analysis shown in Fig. 3c

## Discussion

The molecular events regulating endothelial specification, IAHC formation, and their consecutive maturation into HSCs remain poorly understood. Using scRNA-Seq, we established that IAHCs contain pre-HSCs and committed progenitors (similar to the ones found in YS). The spatial and temporal comparison of single aortic cells (in silico purified IAHC cells, non-HE and HE cells, cells undergoing EHT) and dorsal/ventral wIAHCs revealed that most transcriptome changes occur between E10 and E11 (in ventral IAHCs), concomitant with EHT and pre-HSC maturation. We provide here an unprecedented resource to study in great details the genes expressed or repressed during endothelial haemogenic specification, EHT, IAHC formation, and pre-HSC maturation toward an HSC fate, as it originally occurs in vivo in the aorta of the mouse embryo.

To determine the transcriptome of IAHC cells, cell isolation to high purity is required. However, isolating an entire IAHC cell population to purity was technically impossible. Therefore, precautions must be taken when analyses are performed on bulk cell measurements, as it does not take into account cell heterogeneity. Consequently, data might reflect the molecular content of contaminating cells (from the mesenchyme or circulating blood) rather than IAHC cells per se. Nevertheless, scRNA-Seq appeared as an excellent tool to in silico purify IAHC cells based on the expression of known IAHC transcripts such as *Gpr56*^37^.

We performed scRNA-Seq to study cell and gene expression heterogeneity in IAHCs at single-cell resolution^56–58^, since it has been previously successfully used to examine the transcriptome of rare cell populations^34,59–61^. The comparative transcriptome analysis of in silico purified IAHC cells, sorted AGM pre-HSCs and YS HSPCs, as well as clonogenic experiments, directly addressed the controversial question about the cell composition of IAHCs. Indeed, the discrepancies reported so far about IAHCs were inherent to the different approaches used in different laboratories, the in vitro/in vivo assays being ultimately limited. Moreover, most studies analyzed total AGM or subdissected aorta cells but rarely the IAHC population itself. We found that IAHCs contain committed progenitors and pre-HSCs (in accordance to our previous findings^8^), and more surprisingly also EMP-like cells. EMPs were described so far only in the YS between E8.5 and E11.5^41,43^. Since EMPs circulate in the blood stream between E10.5 and E12.5 and the EMP-like cells we observed do not express Gpr56 (and do not cluster with committed progenitors), these cells are most likely circulating YS EMPs that attached to IAHCs and were subsequently picked-up in our analysis. Whether the other progenitors (identified in the clonogenic assay and scRNA-Seq analysis) emerged inside the aorta or originated from the YS (as EMPs) and attached to IAHCs while passing through the blood stream remains difficult to ascertain. Others and we have previously demonstrated the presence of few pre-HSCs in IAHCs (~12–18 pre-HSCs/aorta), capable of long-term multilineage reconstitution upon direct transplantation in neonates^8^ or in adult wild type recipients after 6 days of co-culture on stromal cells^29^. However, a large number of type I and type II pre-HSCs, able to produce transplantable HSCs, have been identified in vitro in dissociated/reaggregated culture of E10.5/E11.5 AGMs^30,31,51^. Based on immunostaining observations, IAHCs seem to mostly contain type II pre-HSCs (type I pre-HSCs localizing mainly to the aorta subluminal area)^30,31^. However, scRNA-Seq data revealed that both type I and type II pre-HSCs are present in IAHCs, as recently reported^47^. Maturing pre-HSCs accumulated at E11, with less type I pre-HSCs at E11 than at E10. Finally, type I and type II pre-HSCs have a very similar transcriptome (only 36 genes differentially expressed out of 18,735 genes). Future research will be necessary to determine whether some of these genes might be involved in pre-HSC maturation and/or the acquisition of transplantation potential.

Transcriptome comparison of wIAHCs, according to their location inside the aorta (ventral vs. dorsal side) at different time points in development, was impossible thus far. The challenge was to access wIAHCs in situ and to detach them from the aortic endothelium without cell damage, wIAHC integrity loss and/or cell contamination (from the surrounding endothelium and mesenchyme tissue). Our mechanical picking technique inside the aorta of non-fixed thick embryo slices allowed the isolation of single and pure wIAHCs. Functional analysis of the sub-dissected aorta initially revealed that HSC activity was restricted to the ventral side of the aorta while clonogenic haematopoietic activity was associated with both ventral and dorsal sides^10^. However, the presence of pre-HSCs and functional HSC activity in both dorsal and ventral side of the aorta was recently reported^62^. Accordingly, we found very few differences in the transcriptome of ventral and dorsal wIAHCs (at both E10 and E11). In agreement with our comparative analysis of single IAHC cells, most transcriptional changes were observed between E10 and E11, mainly in the ventral wIAHCs, which is concomitant with pre-HSC maturation.

More transcriptome changes occurred at E10 (compared to E11) between non-HE, HE, and EHT cells, with more than 500 genes differentially expressed between HE and EHT cells. EHT cells also largely contributed to wIAHCs at E10. One could hypothesize that EHT is particularly active at E10, which would be consistent with the number of IAHC cells peaking at E10.5^9^ and the emergence of proliferating type I pre-HSCs at E10.5^32,47^. Further analysis will be needed to determine which genes among those might be involved in the induction of a haemogenic potential in endothelial cells and subsequent EHT. The transcriptional changes, associated with the progressive downregulation of the endothelial program and upregulation of the haematopoietic program, were increased in EHT cells. The endothelial-to-haematopoietic switch, needed for haematopoietic commitment, has been previously reported by performing a functional and transcriptional analysis of single 23GFP^+^ HE cells (isolated from *Runx1* +23 enhancer–reporter transgenic embryos)^63^. The switch initiated before the detection of HSCs in E9.5 CD41^−^ 23GFP^+^ HE cells that were still embedded in the endothelial wall, strongly suggesting that haematopoietic specification occurs before EHT. One explanation would be that successive transcriptional switches take place (e.g., in HE cells, EHT cells, pre-HSCs), all being necessary to complete full HSC fate commitment and maturation.

How regulatory programs control cell decision toward an HSC fate remains a central question. The fundamental finding that all HSCs derive from specialized HE cells during embryonic development has paved the way to improve the generation of HSC-like cells in vitro^1,46,64^. More recently, mouse adult endothelial cells^2^ and human pluripotent stem cells^3^ were converted into transplantable HSCs (via a HE intermediate) by enforced expression of selected TFs and usage of a vascular niche. Interestingly, we found a very similar expression pattern of the TFs used in the above-mentioned studies by looking at our transcriptional regulatory networks and the one from Zhou et al^29^. 

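In EHT cells, a *Runx1* transcript was found in 98 of 191 (51.3%, 44.0 to 58.6) at E10 and 25 of 46 (54.3%, 39.0 to 69.1) at E11. *Sfpi1*, which encodes Spi1, was found in 90 of 191 (47.1%, 39.9 to 54.5) and 22 of 46 (47.8%, 32.9 to 63.1), and *Gfi1* in 96 of 191 (50.3%, 43.0 to 57.6) and 30 of 46 (65.2%, 49.8 to 78.6). In E11 IAHC cells, *Sfpi1* was found in 161 of 290 (55.5%, 49.6 to 61.3) and *Gfi1* in 123 of 290 (42.4%, 36.7 to 48.3). The background in non-HE cells was 1 of 43 (2.33%) at E10 for *Runx1*, and for all of these genes 0 of 30 cells at E11, which allows a share of up to 10%. A transcript that is present in a cell can be missed at this depth, so these shares are lower limits.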

As expected, Runx1, Spi1, and Gfi1 were expressed in EHT cells and most cluster cells (pre-HSCs and/or progenitors). However, some TFs were either weakly (Hoxa5, Hoxa9, Hoxa10, Fosb) or not (Erg, Lcor) detected. 

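*Hoxa5* (chromosome 6) was at a total of 63 (48.4 to 80.6) over 46 cells transcripts per cell in E11 HE cells, with a transcript in 31 of 46 (67.4%), and at 0.5 (0.317 to 0.750) in EHT and 0.234 (0.182 to 0.297) in IAHC cells. *Hoxa9* was at 0.717 (0.494 to 1.01), 0.674 (0.458 to 0.957) and 0.431 (0.359 to 0.514) in the same populations, and *Hoxa10* at 0.174 (0.0751 to 0.343), 0.196 (0.0895 to 0.371) and 0.121 (0.0841 to 0.168). *Fosb* (chromosome 7) was at 0.196 (0.0895 to 0.371), 0.261 (0.135 to 0.456) and 0.428 (0.356 to 0.510). *Erg* (chromosome 16) was found in 2 of 290 (0.690%) E11 IAHC cells and *Lcor* (chromosome 19) in 3 of 290 (1.03%). A low count of a 3′ tag can also come from a transcript whose annotated 3′ end lies elsewhere, which was not examined.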

TF requirement might differ in vivo and in vitro because the culture conditions developed to generate HSCs in vitro do not recreate a complete in vivo microenvironment but instead reproduces few of its elements so far (e.g., addition of cytokines or vascular-niche-derived angiocrine factors, activation/inhibition of specific pathways)^2,3^. Shear stress and 3D cell–cell contact are also obvious regulatory elements that are not (yet) optimally reproduced in vitro. Therefore, some TFs might be needed in vitro but not in vivo due to a redundant role with other TFs in vivo. On the other hand, some factors that need to be discovered are obviously still missing to obtain the generation of HSCs that are fully functional and molecularly similar to bona fide HSCs. Studying gene expression in the physiological context of the aorta is thus essential to understand the in vivo context of HSC production and to lead the way to improve in vitro HSC production.

In conclusion, we provide here a reliable resource of data available for the scientific community to further explore the key factors and pathways involved in the initiation of the HSC program as it occurs physiologically in the aorta in vivo. It is of crucial importance to improve the challenging HSC production in vitro for clinical transplantation purpose.

## Methods

### Embryo generation

Wild-type mouse embryos were generated from timed matings between C57BL/6 females and males (>8 weeks). Observation of vaginal plugs was considered as embryonic day (E)0 of development. Animals were housed according to institutional guidelines, and procedures were performed in compliance with Standards for Care and Use of Laboratory Animals, with approval from the Dutch Animal Experiment Committee. Wild-type ICR females were mated to *Gfi*^*+/tomato*^*/Gfi1b*^*+/GFP*^ males (ICR strain)^44^. All animal work in Manchester was performed under regulations governed by UK Home Office Legislation under the Animals (Scientific Procedures) Act 1986 and was approved by the Animal Welfare and Ethics Review Body (AWERB) of the Cancer Research UK Manchester Institute.

### Embryonic tissue isolation

Embryos surrounded by the YS were removed from the mother uterus. YS were carefully collected and vitelline vessels were cut off. Embryos were precisely staged according to the day of isolation, the number of somite pairs (sp), and/or based on Thelier criteria. Embryos were collected at embryonic day (E)10 (between 28 and 32 sp) and E11 (>40 sp) of development in PBS supplemented with 10% of Fetal Calf Serum and 5% of Penicillin/Streptomycin (PBS/FCS/PS). The blood was flushed away by injecting PBS/FCS/PS with a glass capillary directly inside the aorta of the embryo trunk, after removal of the head and tail^33^.

### Flow cytometry analysis and cell sorting

IAHC cells were stained by using different procedures (Supplementary Fig. 1). For the TS procedure (SupplementaryFig. 1a), AGM regions were dissected, pooled, and dissociated by collagenase treatment (0.125% collagenase type I in PBS/FCS/PS) for 1 h at 37 °C. After dissociation, cells were washed, stained with PE anti-c-kit (CD117) antibodies (BD Pharmingen, 553355, 1/100), and sorted. For the IAS procedure (Supplementary Fig. 1b, c), embryos were injected with PE anti-c-kit antibodies (and/or AF647 anti-PECAM (CD31) antibodies [BioLegend, 102516, 1/100], CD31 index sorting^65^) directly inside the aorta^12,33^. Non-injected embryos were used as control. After 30 min of staining, AGMs were dissected, pooled, and dissociated by collagenase treatment for 1 h. After dissociation, cells were washed and kept on ice for further analysis. For the c-kit mesenchymal staining (Supplementary Fig. 1e), PE anti-c-kit antibodies were directly injected inside the aorta. AGMs were then dissected and digested, and cells were washed and further stained with FITC anti-CD31 (BD Pharmingen, 553372, 1/100), FITC anti-CD45 (BD Pharmingen, 553080, 1/200), and APC anti-c-kit (BD Pharmingen, 553356, 1/400) antibodies for 30 min. Cells were then washed and kept on ice for further analysis.

For clonogenic assays, PE anti-c-kit and FITC anti-CD31 antibodies were directly injected inside the aorta. AGMs were then dissected and digested, and cells were washed and further stained with APC anti-CD45 (BD Pharmingen, 559864, 1/300) and PE-Cy7 anti-Cdh5 (CD144, BioLegend, 138015, 1/200) antibodies.

For type I and type II pre-HSCs isolation, APC anti-c-kit antibodies were directly injected inside the aorta. AGMs were then dissected and digested, and cells were washed and further stained with FITC anti-CD45 and PE anti-Cdh5 (eBioscience, 12-1441-82, 1/40) antibodies for 30 min at 4 °C (CD45 index sorting).

YS cells were stained after enzymatic digestion with PE anti-c-kit antibodies for 30 min at 4 °C.

For non-HE, HE, and EHT cells, AGMs were dissected, digested, and cells were stained with APC-eFluor780 anti-c-kit (eBioscience, 47-1171-82, 1/200), APC anti-Cdh5 (eBioscience, 17-1441-82, 1/200), and PerCP Cy5.5 anti-CD45 (BioLegend, 103132, 1/200) antibodies for 30 min and washed^44^.

For intra-cytoplasmic staining, cells were stained in surface with APC anti-c-kit and FITC anti-CD31 antibodies for 30 min, washed, fixed, and permeabilised with BD Cytofix/Cytoperm solution kit according to the manufacturer’s instructions (Thermo Fisher) and then stained with PE anti-Ikzf2 (BioLegend, 137206, 1/100).

For all sort and flow cytometry analysis, Hoechst or 7AAD was added to exclude dead cells (except for intra-cytoplasmic staining). Cells were analyzed or sorted with a FACSCalibur and an Aria III flow cytometer (BD Biosciences), respectively.

### Mechanical pick-up of single wIAHCs

Single whole (w)IAHCs were mechanically picked-up by using a CellCelector^TM^ (A.L.S.) (Supplementary Fig. 14a). This micromanipulation system combines a motor-operated inverse microscope with a precise robot system to harvest, image, and store parameters and images (e.g., before and after pick-up). The robot platform is equipped with a harvesting module (Supplementary Fig. 14b), usually used to isolate single cells or cell colonies with high precision^66,67^. We adapted the automated robotic system for wIAHC pick-up and manually calibrated the machine by defining parameters for optimal pick-up (e.g., volume and speed for aspiration and for tipping out the harvested material).

The blood was flushed away from the aorta of non-fixed embryo trunk and IAHC cells were stained by intra-aorta injection of anti-c-kit antibodies^12,33^. Embryo trunks were then transversally cut in thick slices of 200 μm with a tissue chopper to visualize c-kit^+^ IAHC cells inside the aorta (Fig. 5a–c). Slices were transferred into the well of a 6-well plate and immobilized with 0.7% low melting point agarose. When polymerized, the agarose gel was covered with PBS/FCS/PS. The 6-well plate was placed on the motor-operated stage of an inverse Olympus microscope connected to a high-definition CCD Olympus camera and to the robotic platform of the CellCelector^TM^. All embryo slices were manually screened for the presence of c-kit^+^ IAHCs (Fig. 5c). Bright-field and fluorescence images of embryo slices were taken before and after each wIAHC pick-up (two before/after pick-up examples are shown in Fig. 5d). All pictures and picture information were transmitted to the imaging software and stored. wIAHCs were mechanically harvested one by one, by gentle aspiration with a calibrated glass capillary (Micropipets, Origio Inc.) containing PBS and connected to a syringe placed on a robotic arm (SingleCell-modul) (Supplementary Fig. 14b, c). The aspirated IAHC was then automatically transported to an empty well of a 6-well plate (Supplementary Fig. 14d, left red arrow; Fig. 5e). The deposit drop was screened for pick-up control (e.g., wIAHC integrity, no apparent contaminating cells attached). To avoid any contamination of the collected sample (c-kit^+^ wIAHC; Fig. 5f, arrow) with c-kit^−^ cells that might detach from the embryo slice during aspiration (Fig. 5f, asterisk), a second pick-up was performed (Supplementary Fig. 14d, right red arrow; Fig. 5g, arrow). For this step, single wIAHCs were transferred directly in the cap of a 0.2 ml tube (Supplementary Fig. 14e) that was immediately closed, spun down and stored at −80 °C. wIAHCs were collected at E10 and E11 in the ventral and dorsal side of the aorta for sc-RNA-Seq (Supplementary Fig. 14f).

### RNA extraction from single IAHC cells and single wIAHCs

Single cells were sorted in the wells of 96-well PCR plates, each well containing 100 μl of TRIzol reagent and 0.2 μl of a 1:250,000 dilution of ERCC spike ins (Thermo Fisher). wIAHCs were collected after pick-up in tubes containing the above solution. Total RNA was extracted from single cells, according to TRIzol manufacturer’s instructions (Thermo Fisher) with few alterations. GlycoBlue reagent (0.2 μl) was added to each sample to facilitate RNA precipitation. After overnight isopropanol precipitation, RNA pellets were air dried for up to 15 min, and suspended in CEL-Seq first-strand primer solution.

### CEL-Seq library preparation

Single wIAHCs and single cells were processed according to the CEL-Seq protocol^34^. Briefly, single cells (or wIAHCs) RNA obtained after TRIzol extraction was suspended in primer solution, denatured at 70 °C for 2 min and quickly chilled. First-strand synthesis was carried out at 42 °C for 1 h followed by a second-strand synthesis step at 16 °C for 1 h. cDNA was cleaned-up and in vitro transcription was set-up overnight at 37 °C. Amplified RNA was fragmented and cleaned-up for 3′ adapter ligation, reverse transcription reaction, and PCR amplification. Libraries were sequenced with an Illumina NextSeq 2500 by using 75 bp paired end sequencing.

### CEL-Seq data analysis

Initial analysis was performed using the RaceID2 algorithm, which is a part of StemID^68^. On average, 12,000 unique transcripts were detected per cell. The sequenced cells were down sampled to 5000 unique transcripts. All other cells were discarded from the analysis. Monocle analysis^45^ was performed using default parameters. For the dimensionality reduction of Monocle, all genes expressing in at least one cell with at least five transcripts were included. For the differentially expressed genes along pseudotime, a sliding window of 10 Pseudotime arbitrary units was used. The first five units in this window were compared to the second five units to assess the number of differentially expressed genes within the window. For the TF network analysis, the Fantom5 mouse TFs was used. To cope with drop-out effects due to the low expression of most TFs, we included all TFs that were expressed in at least one cell with at least one transcript after smoothening of the data along Pseudotime. GSEA analyses were performed using EnrichR^69,70^, with default parameters.

### Comparison of single IAHC cells and wIAHCs

Comparison of single IAHC cells to wIAHCs was performed by using a Markov–Chain Monte Carlo (MCMC) approach. For each wIAHC, a random number of cells corresponding to the number of cells present in that particular wIAHC was chosen from the single IAHC cells (artificial wIAHC). The collective transcriptome of this artificial wIAHC was then compared to the transcriptome of the wIAHC based on Pearson correlation. Then, 10,000 random swaps of cells within the artificial wIAHC were performed to obtain the set of single cells that had the highest correlation to that particular wIAHC. This entire process was repeated 100 times using different starting cells to ascertain that the starting population of cells did not influence the outcome of the MCMC.

### Single-molecule FISH on embryo cryosections

Probe libraries were designed (for *Gpr56*, *CD34*, *Kit*, *Epha7*, *Mpo*, and *Vwf*) and fluorescently labeled with Cy5, Alexa Fluor 594, or TMR fluorophores. All probe libraries consisted of 20–39 oligonucleotides of 20 bp lengths complementary to the coding sequence of the genes of interest. Cryosections (8 μm) were obtained and mounted on poly-l-lysine-coated cover glass. Cryosections were then fixed in 4% paraformaldehyde (PFA) for 15 min and dehydrated in 70% ethanol for a minimum of 2 h. Embryo cryosections were washed and hybridized overnight with selected probes at 30 °C. DAPI staining was done after washes to visualize nuclei. Images were acquired on a Perkin Elmer spinning disc confocal microscope with a 100× oil-immersion objective. Images were processed and combined using ImageJ.

### Immunostaining on live thick embryo slices and cryosections

Prom1 (CD133) staining was performed on live thick E11 embryo slices^12,33^. Briefly, the blood was flushed out of the aorta and FITC anti-CD31, PE anti-CD133 (BioLegend, 141203, 1/100), and APC anti-c-kit antibodies were injected directly inside the aorta. After 30 min of incubation, the embryos were transversally cut in thick slices, embedded in agarose gel and imaged with a Zeiss LSM700 confocal microscope.

Gja5 (Connexin 40) staining was performed on embryo cryosections (10 μm). Briefly, E10 embryos were fixed (4% PFA), cryoprotected in 15% sucrose buffer and frozen in liquid nitrogen. Sections were collected on Superfrost slides (Thermo), rehydrated in PBS, blocked with PBS/1% BSA/0.1% Triton-X100 for 1 h. Sections were incubated overnight at 4 °C with primary antibodies (purified anti-Connexin 40 (Gja5, Thermo Fisher, 37-8900, 1/250) and purified anti-Runx (Abcam, Ab92336, 1/250)). After several washes in PBS, sections were incubated for 90 min at room temperature with secondary antibodies (Alexa 647 Goat anti-mouse IgG1 [Thermo Fisher, A21240, 1/250] to reveal Connexin 40 and Alexa 488 Goat anti-rabbit [Thermo Fisher, A11008, 1/250] to reveal Runx). After several washes in PBS, sections were incubated for 1 h at room temperature with PE anti-CD31 antibody. After wash, sections were stained with DAPI to visualize nuclei.

### In vitro clonogenic assay

AGM cells isolated from E11 embryos and sorted based on c-kit, CD31, CD45, and Cdh5 differential expression were plated in methylcellulose (M3434; StemCell Technologies). After 12 days of culture at 37 °C, colonies were counted after microscopic observation. Five types of clonogenic progenitors were identified: CFU-GEMM (Colony Forming Unit-Granulocytes Erythrocytes Macrophages Megakaryocytes), CFU-GM (CFU-Granulocytes Macrophages), CFU-M (CFU-Macrophages), CFU-G and BFU-E (Burst Forming Unit-Erythroid).

### Code availability

The transcriptome analysis was performed using RaceID2, available at https://github.com/dgrun.

### Data availability

The datasets generated during and/or analyzed during the current study are available in the Gene Expression Omnibus repository, with the series record GSE112642.

The authors declare that all data supporting the findings of this study are available within the manuscript or its Supplementary Files or are available from the corresponding author upon reasonable request.

## Electronic supplementary material

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Supplementary Data 9

# Supplementary material for: Single-cell transcriptomics reveal the dynamic of haematopoietic stem cell production in the aorta
**Source:** Nat Commun. 2018 Jun 28;9:2517. doi: 10.1038/s41467-018-04893-3
**Supplement:** Supplementary file 1 — Supplementary Information

**Supplementary Information for:**

**Single-cell transcriptomics reveal the dynamic of haematopoietic stem cell production in the aorta**

Baron *et al.*

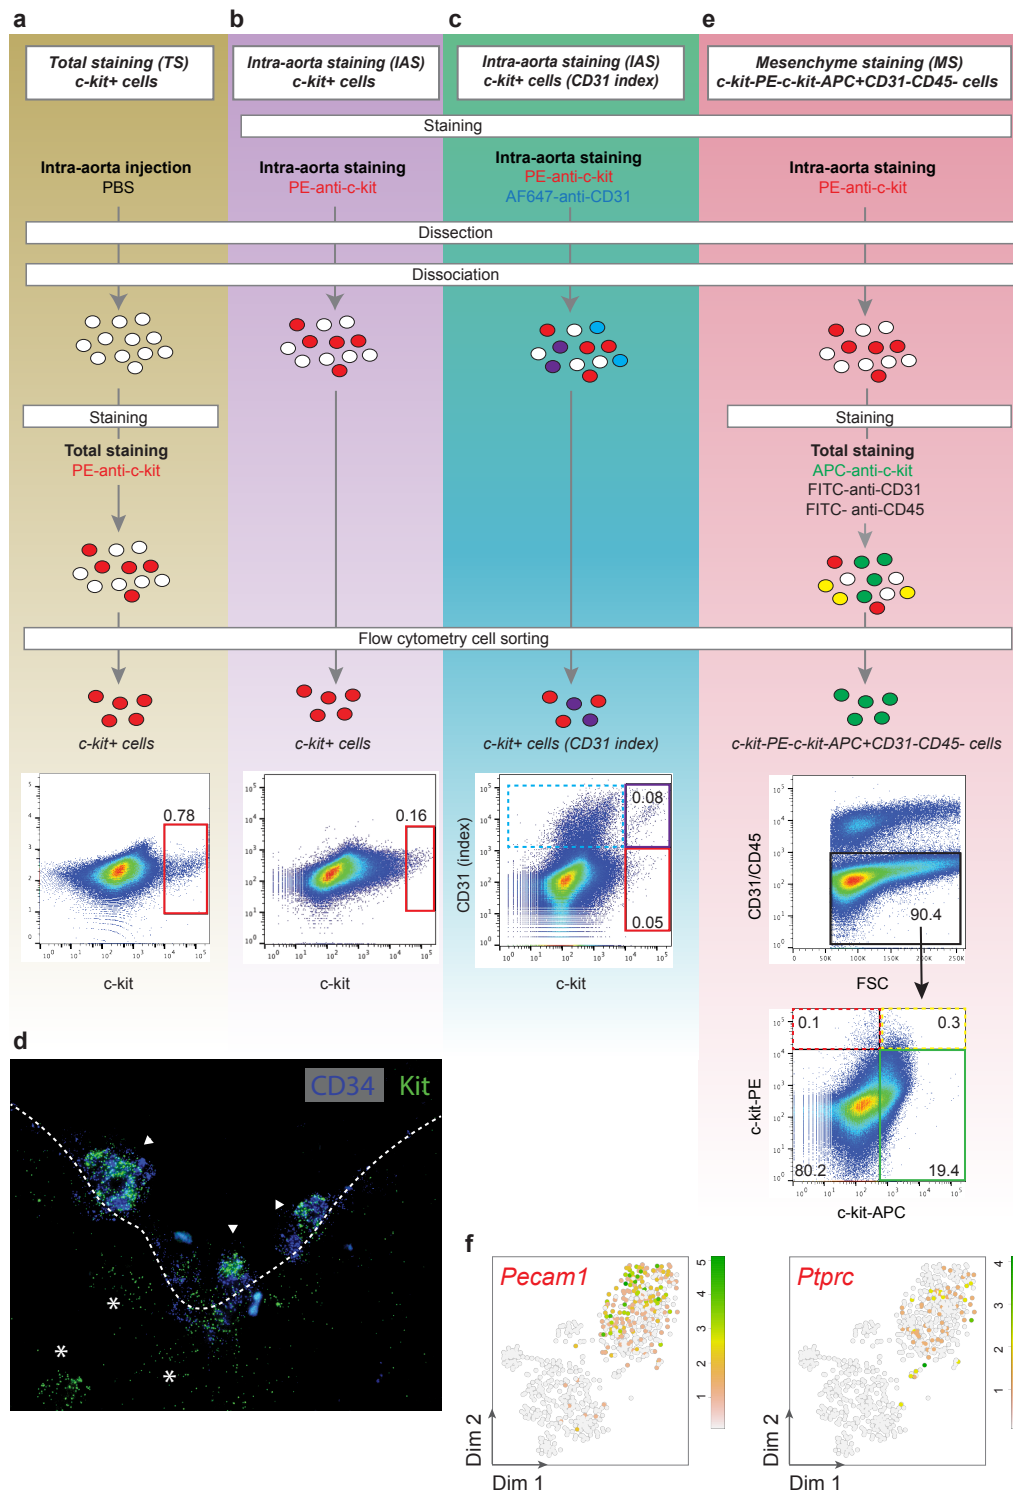

**Supplementary Figure 1** (related to Figure 1). **Antibody staining and cell sorting strategies to isolate IAHC cells from E11 AGMs.** **(a)** After intra-aortic injection of PBS (to flush the blood out), AGMs were dissected, dissociated and cells were stained with PE anti-c-kit antibodies (procedure referred to as total staining or TS). c-kit<sup>+</sup> cells were sorted by flow cytometry (red gate in FACS plot) (cells depicted as brown dots in Fig. 1a). **(b)** Cells were stained after intra-aortic injection of PE anti-c-kit antibodies in the aorta (procedure referred to as intra-aortic staining or IAS). AGMs were dissected, dissociated and c-kit<sup>+</sup> cells were sorted (red gate in FACS plot) (cells depicted as purple dots in Fig. 1a). **(c)** Cells were stained after intra-aorta injection of PE anti-c-kit and AF647 anti-CD31 antibodies. AGMs were then dissected, dissociated and c-kit<sup>+</sup> cells were sorted with CD31 sorting index (red and purple gates in FACS plot) (c-kit<sup>+</sup>CD31<sup>+</sup> cells and c-kit<sup>+</sup>CD31<sup>-</sup> cells depicted as green and blue dots in Fig. 1a, respectively). **(d)** Single-molecule fluorescent *in situ* hybridization (smFISH) on an E11 embryo cryosection with probes against *CD34* (blue dots) and *Kit* (green dots). Cells expressing *Kit* transcripts are present in IAHCs (arrow heads) and in the mesenchyme underneath the aortic endothelium (asterisks). **(e)** Cells were stained after intra-aorta injection of PE anti-c-kit antibodies. AGMs were dissected, dissociated and cells were stained with APC anti-c-kit, FITC anti-CD31 and FITC anti-CD45 antibodies. PE-c-kit<sup>+</sup>APC-c-kit<sup>+</sup>CD31<sup>-</sup>CD45<sup>-</sup> cells were sorted (green gate in FACS plot) (cells depicted as pink dots in Fig. 1a). Percentages of viable cells are indicated in the gates. **(f)** Expression of *Pecam1* and *Ptpnc* marker genes projected on t-SNE maps. Dim, dimension.

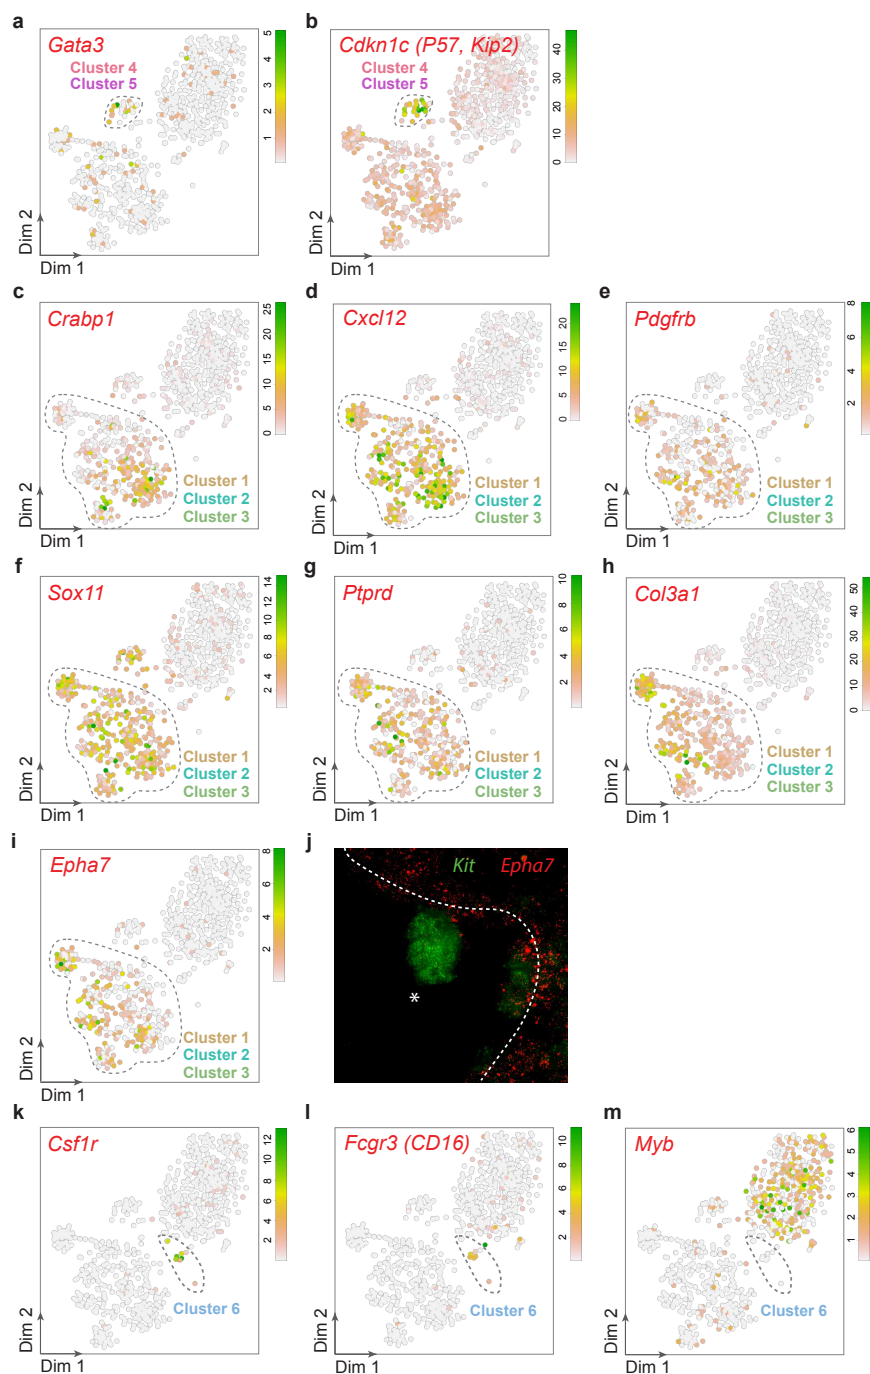

**Supplementary Figure 2 (related to Figure 1). Marker gene expression reveals the presence of contaminating non-IAHC cells among the sorted IAHC cells. (a-i; k-m)** The transcript count of selected marker genes is projected on t-SNE maps. Shown are maps for sub-aortic patches markers *Gata3* and *Cdkn1c* (a, b), for mesenchymal marker genes *Crabp1* (c), *Cxcl12* (d), *Pdgfrb* (e), *Sox11* (f), *Ptprd* (g), *Col3a1* (h), *Epha7* (i), and for erythro-myeloid progenitors *Csf1r* (k), *Fcgr3* (l) and *Myb* (m). The expression of the above mentioned transcripts identify few cells in RaceID clusters 4 and 5, and all cells in RaceID clusters 1, 2 and 3 in Fig. 1b. Dim, dimension. (j) smFISH on an E11 embryo cryosection with probes against *Kit* (green dots) and *Epha7* (red dots). Cells in IAHC (asterisk) expressed *Kit* but not *Epha7* while cells from the underlying mesenchyme expressed *Epha7*.

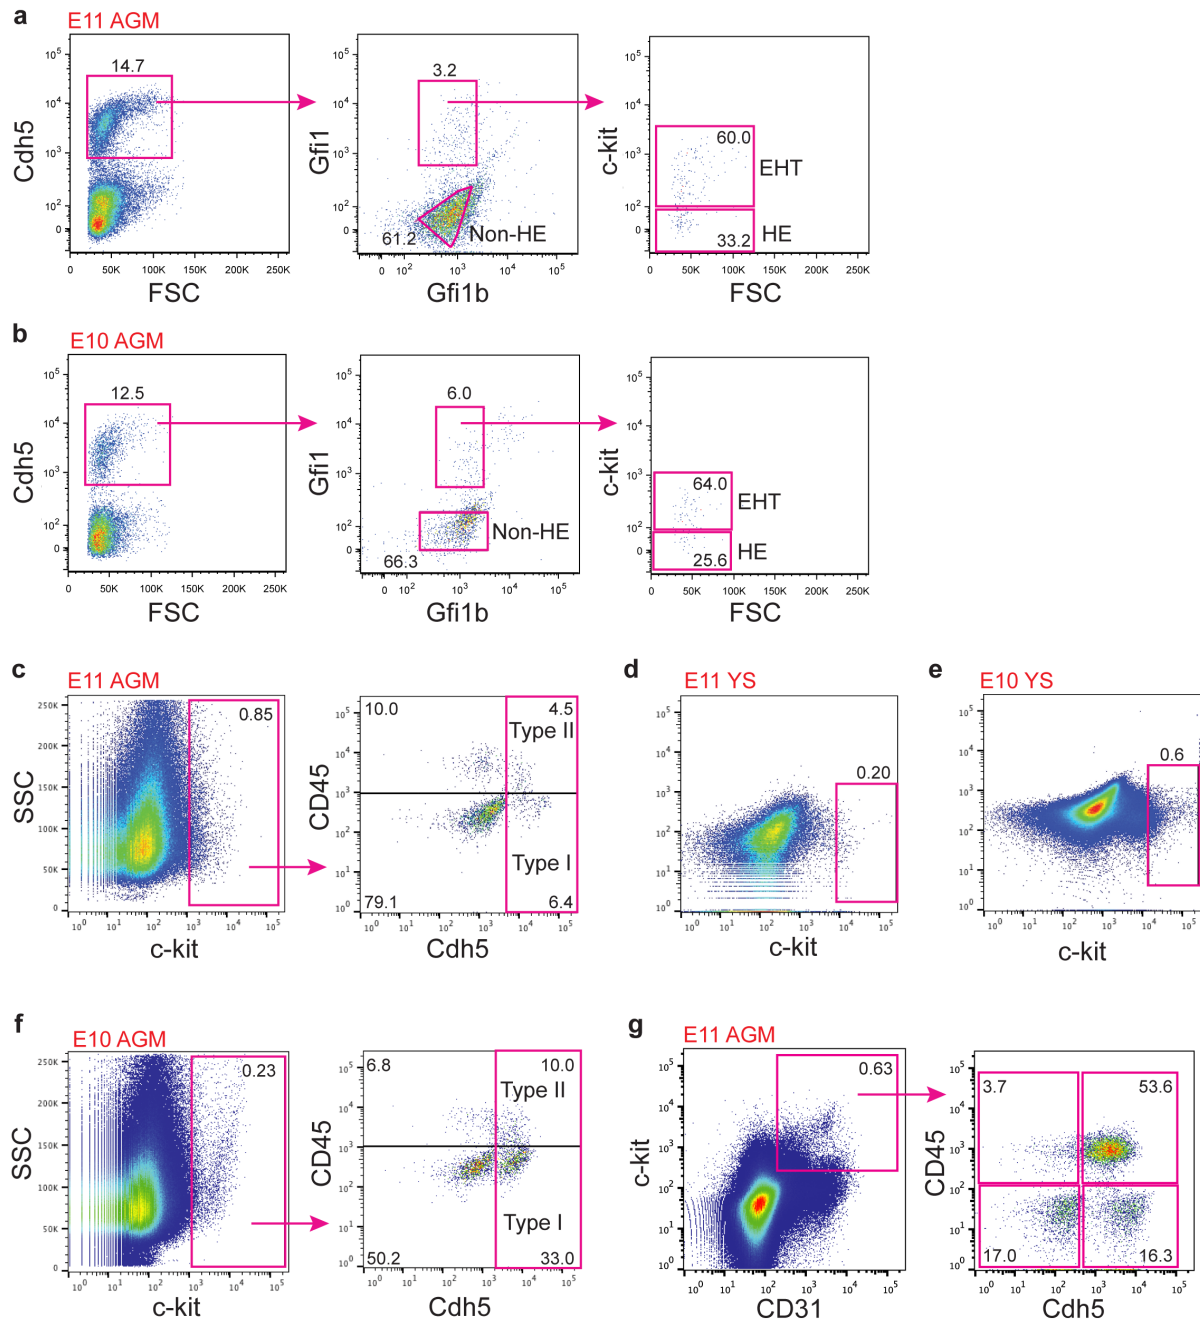

**Supplementary Figure 3** (related to Figures 2 and 3). **Different aortic cell populations sorted from E10 and E11 AGMs and YSs.** (a-g) Examples of cell sorting and gating strategies. (a) Cdh5<sup>+</sup>Gfi1<sup>+</sup>Gfi1b<sup>+</sup>c-kit<sup>-</sup> non haemogenic endothelial (HE) cells, Cdh5<sup>+</sup>Gfi1<sup>+</sup>Gfi1b<sup>+</sup>c-kit<sup>-</sup> HE cells, and Cdh5<sup>+</sup>Gfi1<sup>+</sup>Gfi1b<sup>+</sup>c-kit<sup>+</sup> cells undergoing endothelial to haematopoietic transition (EHT) sorted from E11 AGMs for scRNA-seq analysis. (b) Non-HE cells, HE cells and EHT cells sorted from E10 AGMs for scRNA-seq analysis. (c) Cdh5<sup>+</sup>c-kit<sup>+</sup> cells sorted with CD45 index (CD45<sup>-</sup>, type I pre-HSCs; CD45<sup>+</sup>, type II pre-HSCs) from E11 flushed AGMs for scRNA-seq analysis. (d, e) c-kit<sup>+</sup> HSPCs sorted from E11 (d) or E10 (e) YSs for scRNA-seq analysis. (f) Cdh5<sup>+</sup>c-kit<sup>+</sup> cells sorted with CD45 index (CD45<sup>-</sup>, type I pre-HSCs; CD45<sup>+</sup>, type II pre-HSCs) from E10 flushed AGMs for scRNA-seq analysis. (g) Cells sorted based on c-kit, CD31, Cdh5 and CD45 differential expression from E11 flushed AGMs for *in vitro* clonogenic assays.

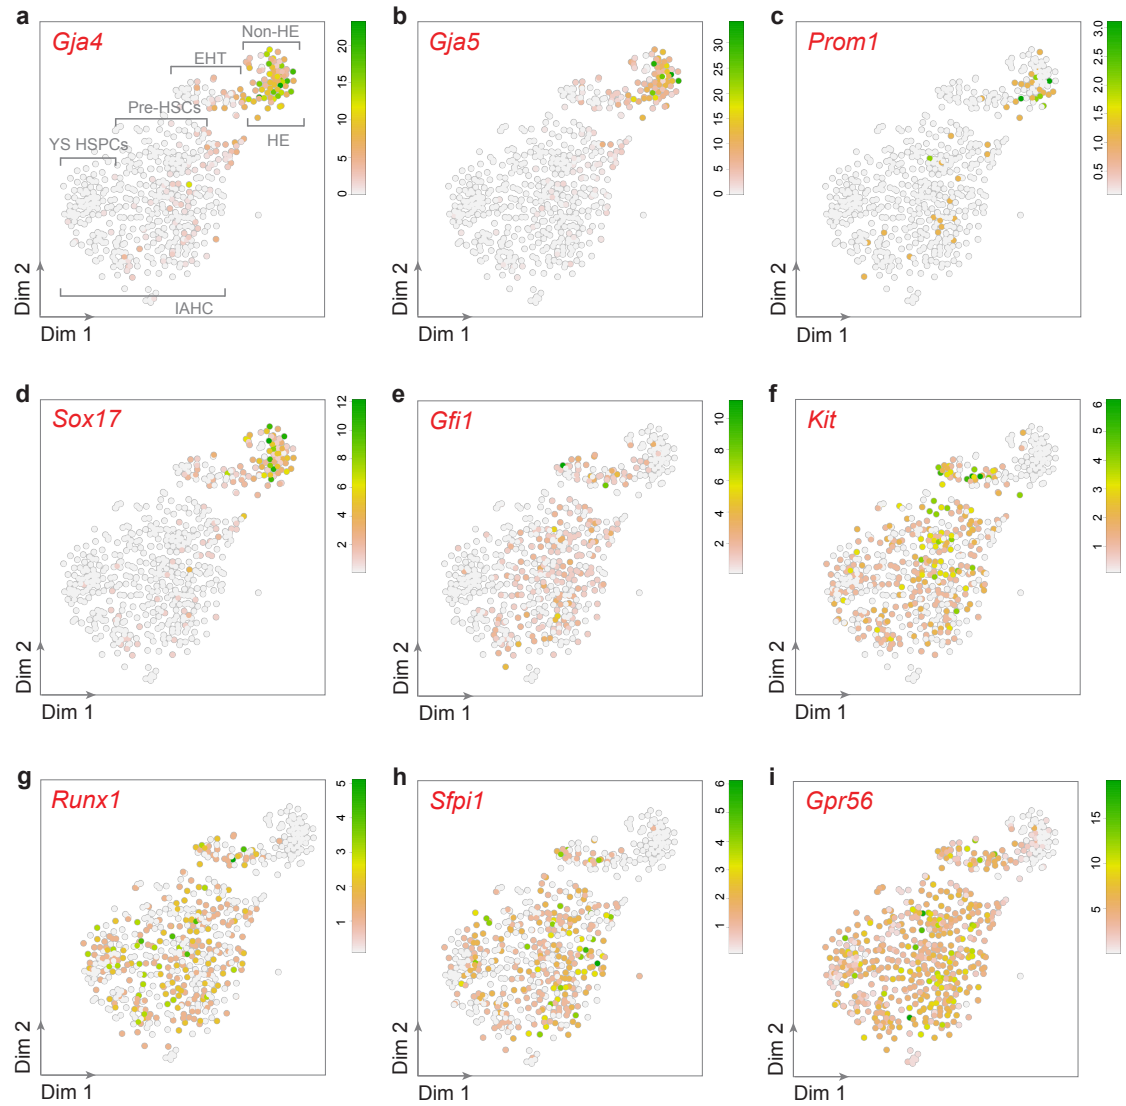

**Supplementary Figure 4** (related to Figure 2). **Evolution of selected marker genes during EHT and IAHC formation at E11.** (a-i) The transcript count of selected marker genes is projected on t-SNE maps. Shown are maps for *Gja4* (a), *Gja5* (b), *Prom1* (c), *Sox17* (d), *Gfi1* (e), *Kit* (f), *Runx1* (g), *Sfpi1* (h) and *Gpr56* (i).

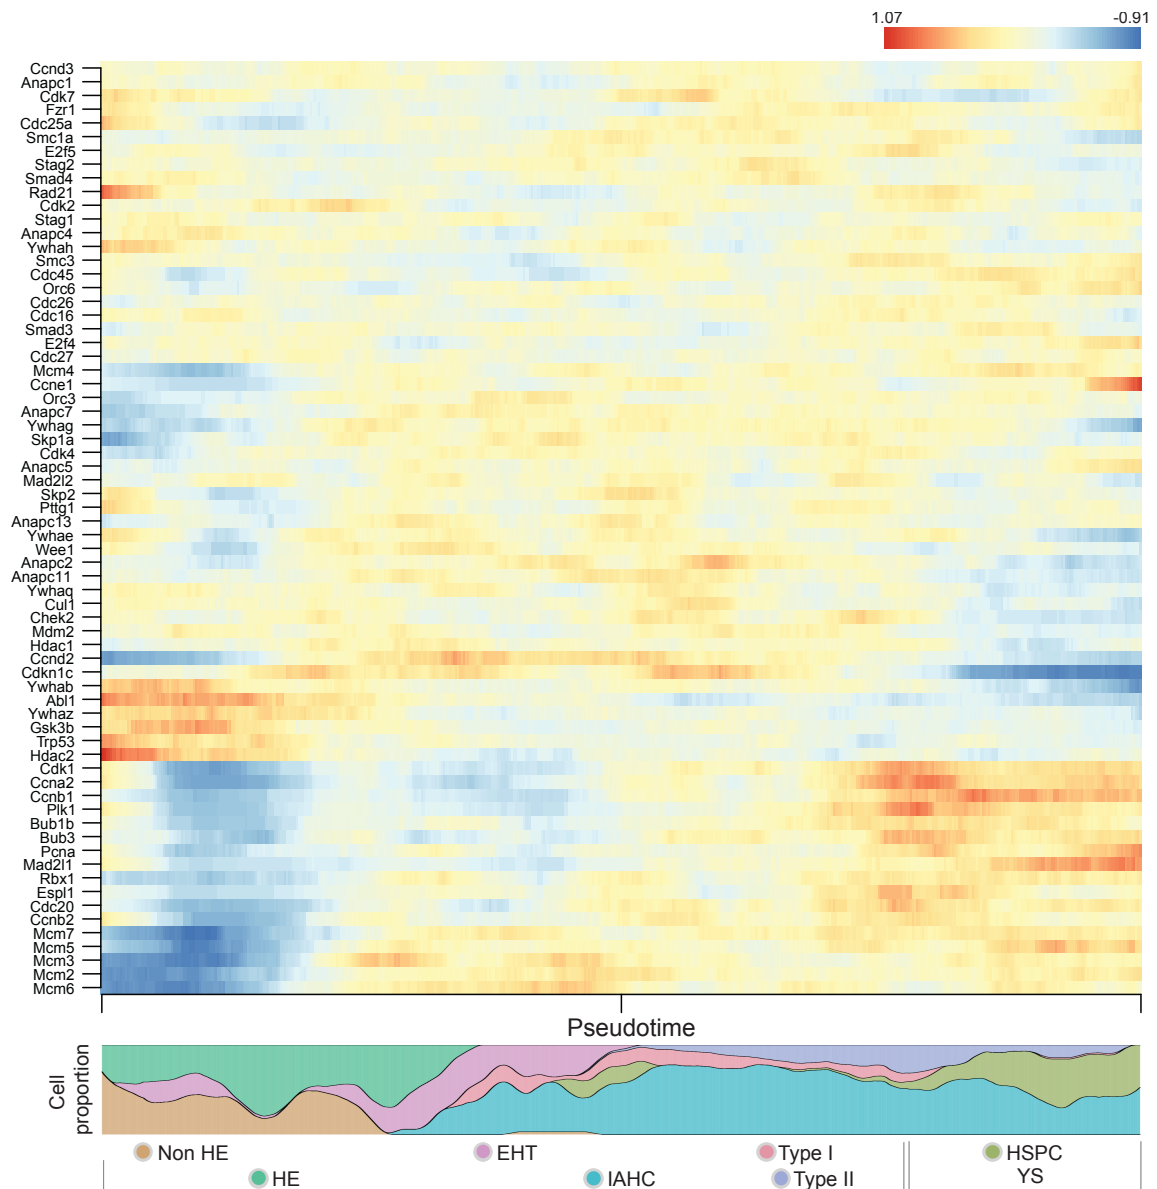

**Supplementary Figure 5** (related to Figure 2). **Dynamic and fluctuant expression of cell cycle related genes at E11, according to pseudotime.** Heatmap depicting on the y-axis the genes related to the KEGG cell cycle pathway and on the x-axis the E11 single cells ordered along the pseudotime axis.

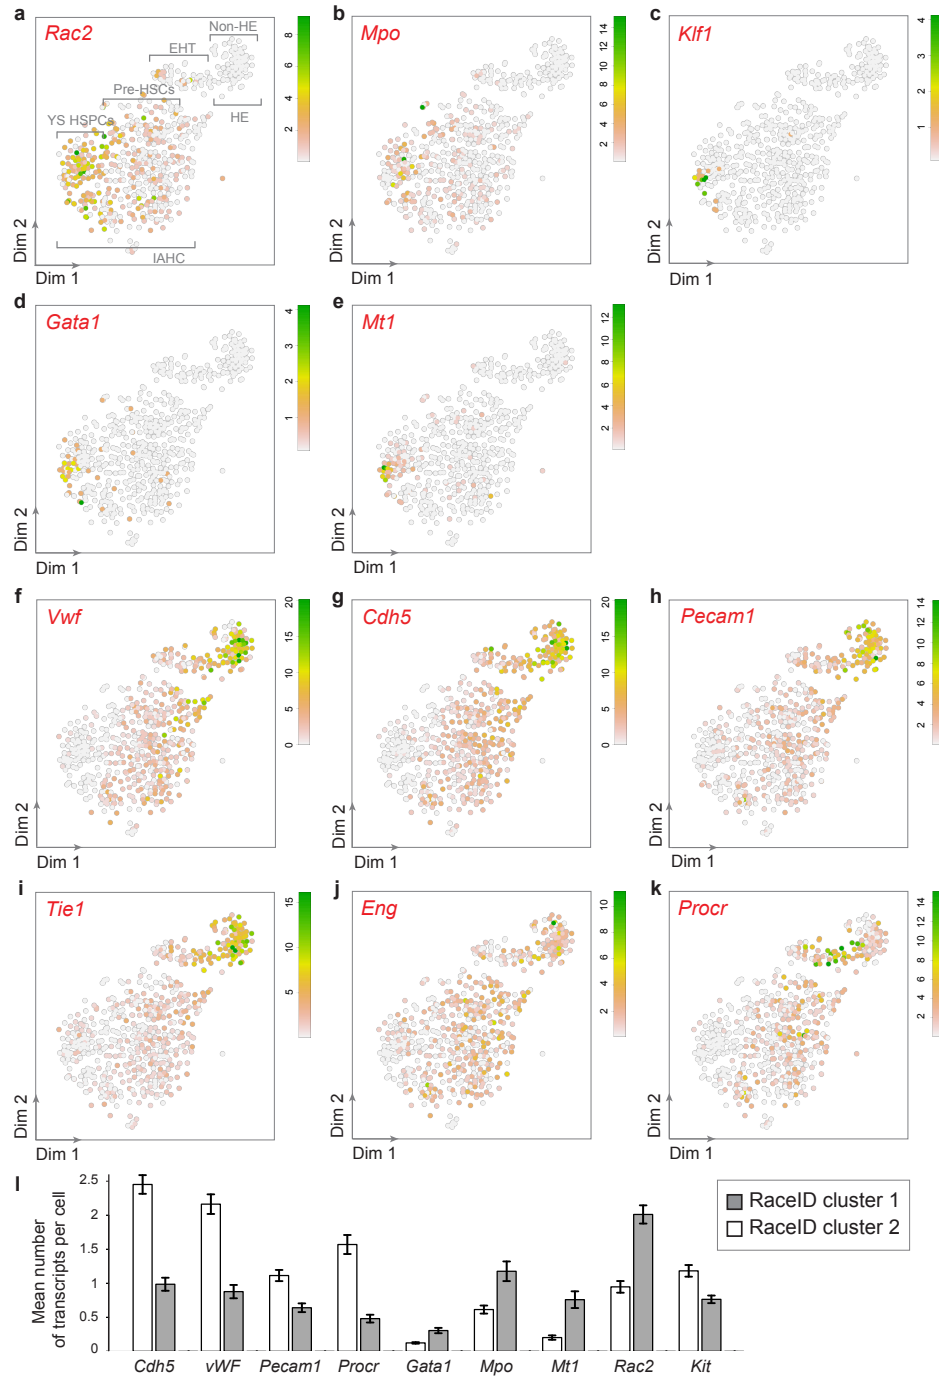

**Supplementary Figure 6** (related to Figure 2). **Opposing gradients of endothelial and haematopoietic transcripts identify committed haematopoietic progenitors and pre-HSCs as the two cell populations composing IAHCs.** (a-k) The transcript count of selected marker genes is projected on t-SNE maps. (a-e) Shown are maps for *Rac2* (a), *Mpo* (b), *Klf1* (c), *Gata1* (d) and *Mt1* (e) (that identify committed haematopoietic progenitors in RaceID cluster 1 in Fig. 2d). (f-k) Shown are maps for *Vwf* (f), *Cdh5* (g), *Pecam1* (h), *Tie1* (i), *Eng* (j) and *Procr* (k) (that identify pre-HSCs in RaceID clusters 2 in Fig. 2d). (l) Histogram representing the average numbers of transcripts per cell in RaceID clusters 1 and 2 for the designated genes. Data are represented as mean  $\pm$  SEM.

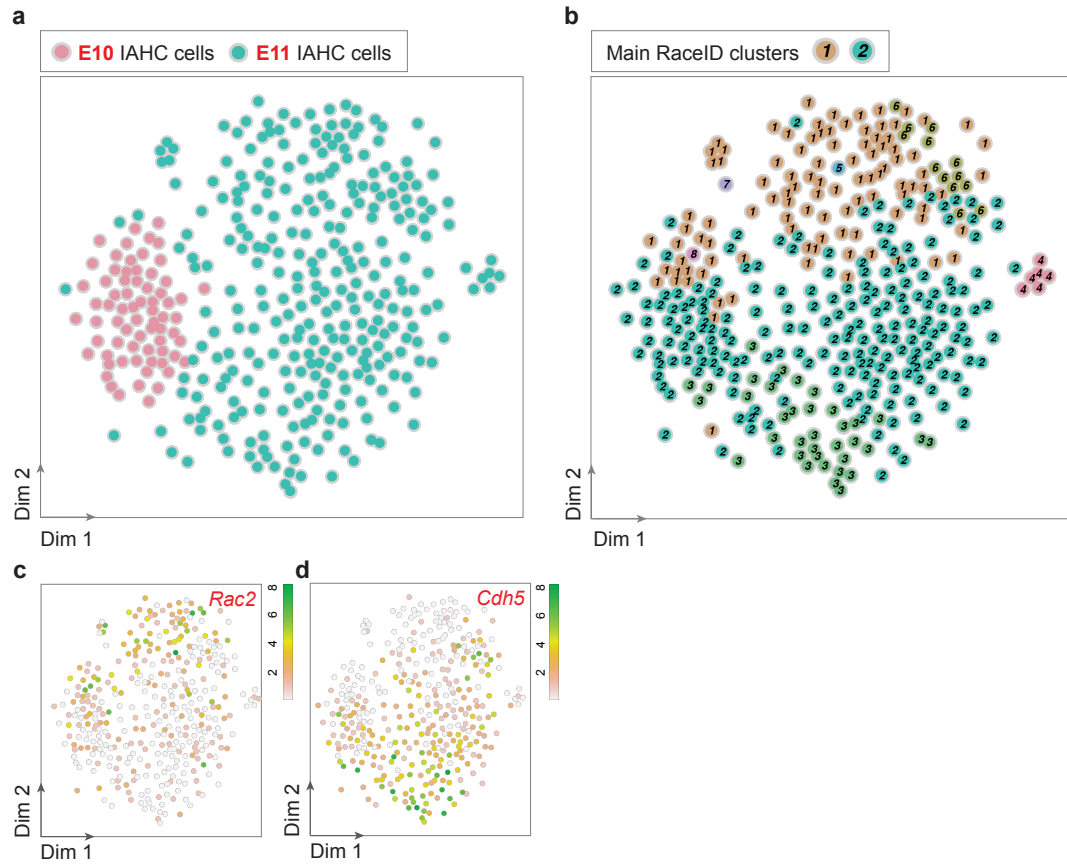

**Supplementary Figure 7** (related to Figures 2 and 3). **Both E10 and E11 IAHCs contain committed progenitors and pre-HSCs.** (a) t-SNE map displaying single IAHC cells isolated from E10 (pink dots) and E11 (green dots) embryo AGMs. (b) t-SNE plot displaying single cells from (a) in clusters identified by RaceID. Different numbers and colours highlight different RaceID clusters. Cluster 1 contained IAHC progenitors, while cluster 2 contained pre-HSCs. (c,d) Distribution of selected marker gene expression in t-SNE maps. *Rac2* expression is restricted to cluster 1 (c) while *Cdh5* expression is restricted to cluster 2 (d).

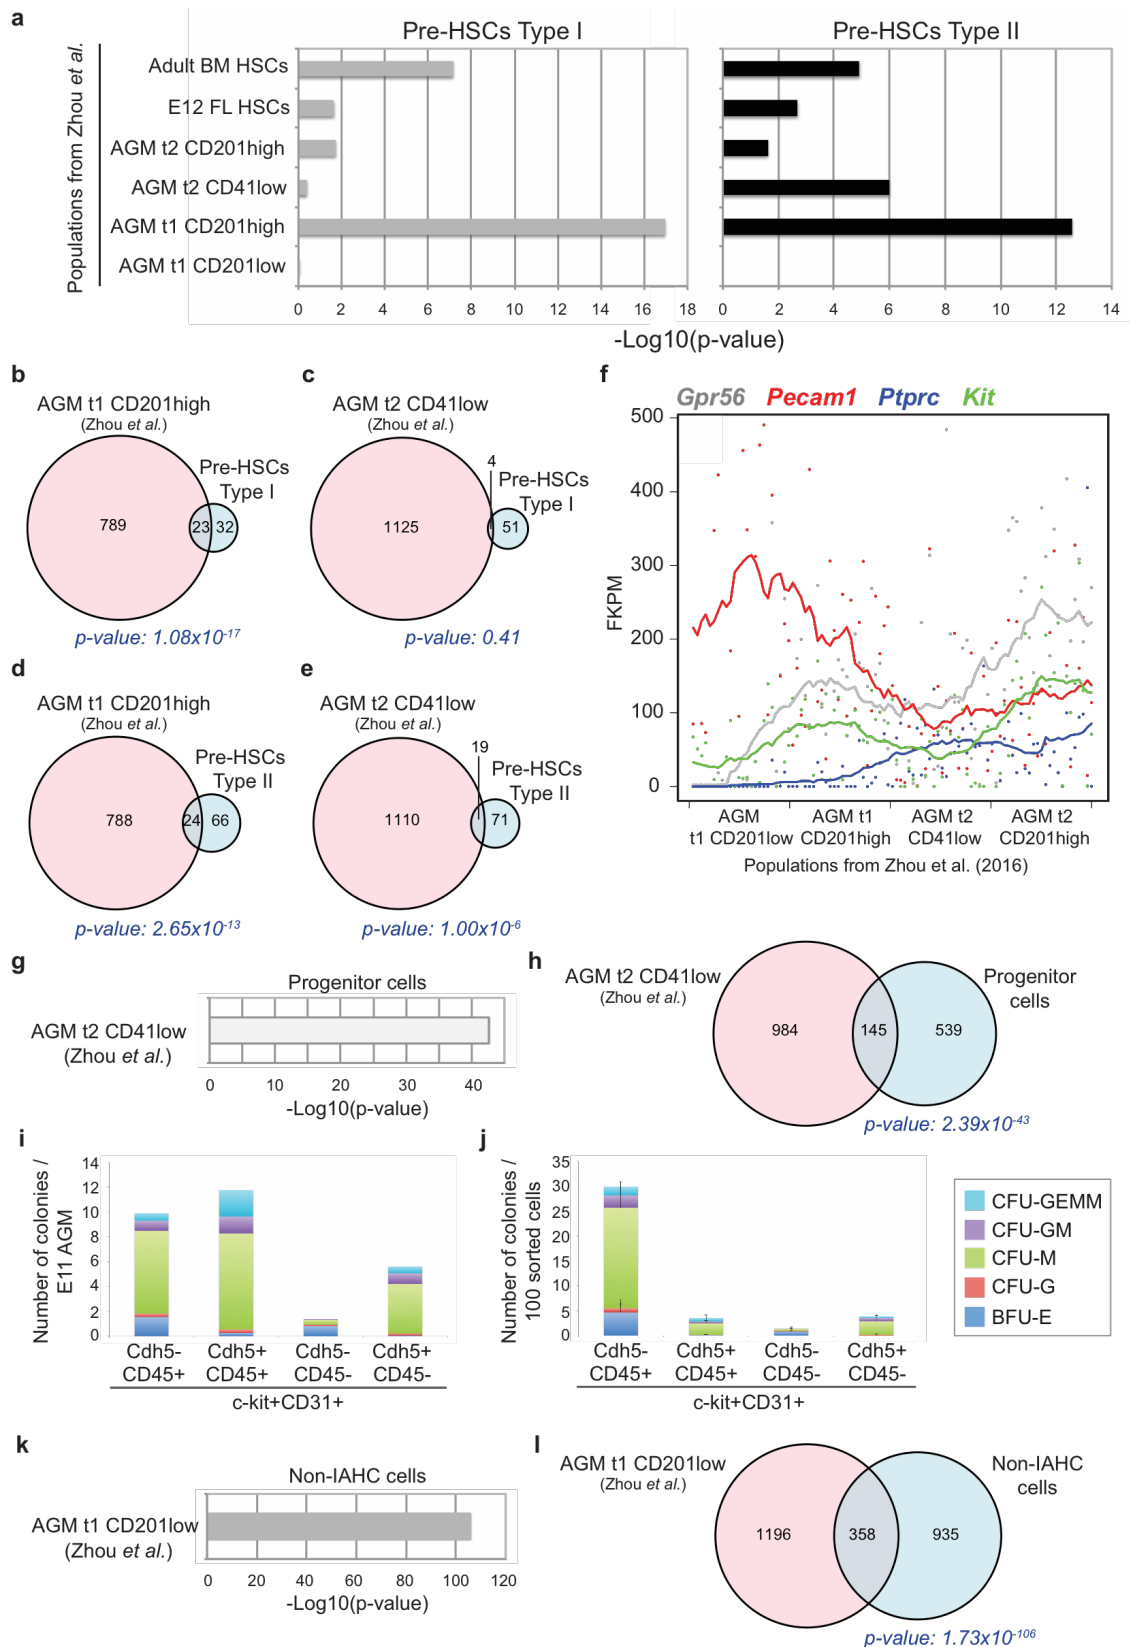

**Supplementary Figure 8** (related to Figure 2). **Confirmation of pre-HSC and committed progenitor identities in E11 IAHCs.** **(a, g, k)** The genes differentially expressed between each E11 AGM population from Zhou *et al.*<sup>29</sup> and the genes differentially expressed between each of our E11 AGM populations (Fig.1a and 2a) were compared. The p-values representing the significance of the overlap between the Zhou populations and the pre-HSCs type I and type II are depicted as column bars (-Log10(p-value)) in **(a)**. **(b-e)** Venn diagrams showing shared and distinct genes between **(b)** AGM t1 CD201<sup>high</sup> and pre-HSCs type I, **(c)** AGM t2 CD41<sup>low</sup> and pre-HSCs type I, **(d)** AGM t1 CD201<sup>high</sup> and pre-HSCs type II, **(e)** AGM t2 CD41<sup>low</sup> and pre-HSCs type II. **(f)** Fragments per kilobase of exon per million reads mapped (FPKM) values for *Gpr56*, *Pecam1*, *Ptpnc* and *Kit* in each E11 AGM population from Zhou *et al.*<sup>29</sup>. **(g)** The p-values representing the significance of the overlap between the Zhou populations and the progenitor cells are depicted as column bars (-Log10(p-value)). **(h)** Venn diagrams showing shared and distinct genes between AGM t2 CD41<sup>low</sup> and progenitor cells. **(i)** *In vitro* clonogenic analyses of E11 AGM cells sorted based on c-kit, CD31, Cdh5 and CD45 differential expression. Bars, number of colonies/E11 AGM embryo equivalent for each indicated sorted population  $\pm$  SD. n=6 independent experiments. CFU-GEMM: CFU-Granulocyte-Erythroid-Macrophage-Megakaryocyte; CFU-GM: CFU-Granulocyte-Macrophage; CFU-M: CFU-Macrophage; CFU-G: CFU-Granulocyte; BFU-E: Burst-Forming Unit-Erythroid. **(j)** Clonogenic data shown in **(i)** represented in number of colonies/100 sorted cells (for each population indicated on the x-axis). **(k)** The p-values representing the significance of the overlap between the Zhou populations and the non-IAHC cells are depicted as column bars (-Log10(p-value)). **(l)** Venn diagrams showing shared and distinct genes between AGM t1 CD201<sup>low</sup> and non-IAHC cells.

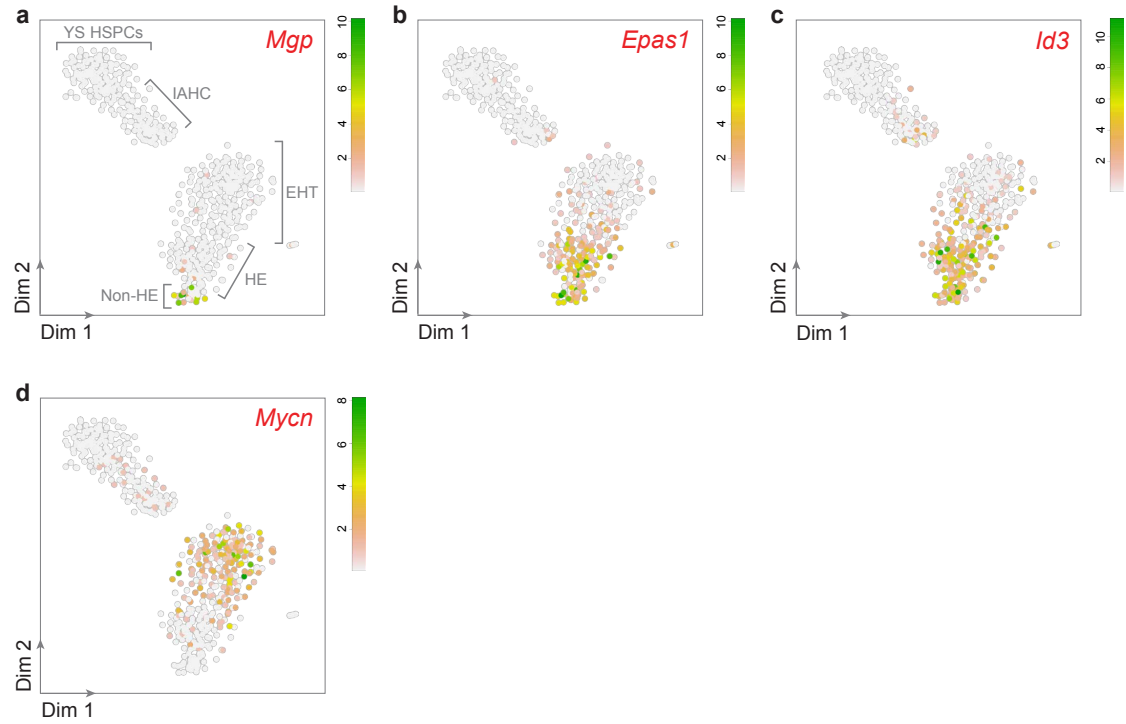

**Supplementary Figure 9** (related to Figure 3). **Evolution of selected marker genes during EHT at E10.** (a-d) The transcript count of selected marker genes is projected on t-SNE maps. Shown are maps for *Mgp* (a), *Epas1* (b), *Id3* (c) and *Mycn* (d).

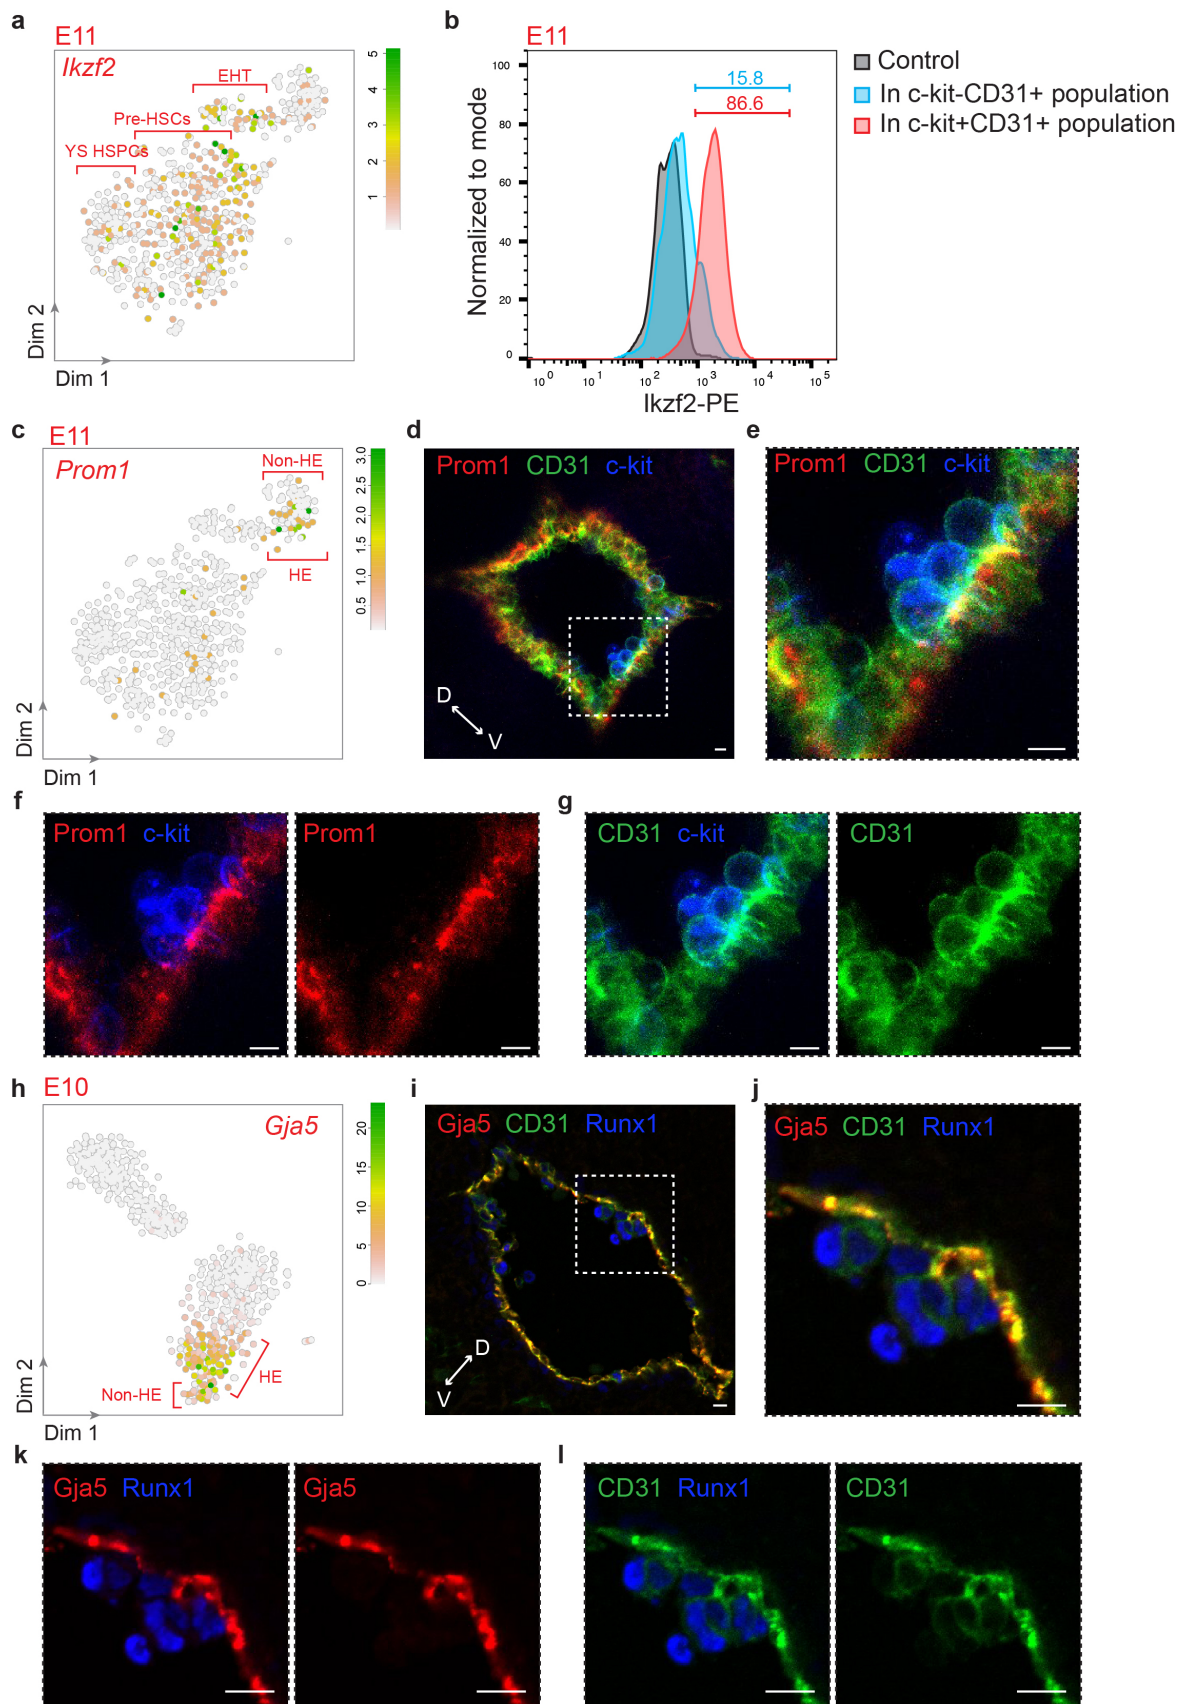

**Supplementary Figure 10** (related to Figures 2 and 3). **Correlation between protein expression patterns and scRNA-seq data for IKZF2, PROM1 and GJA5.** (a, c, h) Distribution of selected marker gene expression in t-SNE maps. *Ikzf2* expression is mainly in IAHC cells (a) while *Prom1* (c) and *Gja5* (h) expression is restricted to endothelial cells. (b) Flow cytometry analysis shows IKZF2 expression in c-kit<sup>+</sup>CD31<sup>+</sup> endothelial cells (blue) and c-kit<sup>+</sup>CD31<sup>+</sup> IAHC cells (red) represented in histogram. Control: grey. Lines indicate the percentages of IKZF2<sup>+</sup> cells in each live population. (d-g) Immunostaining on an E11 live thick embryo slice with antibodies against c-kit (blue), CD31 (green) and PROM1 (red). c-kit<sup>+</sup>CD31<sup>+</sup> IAHC cells do not express Prom1 while c-kit<sup>+</sup>CD31<sup>+</sup> endothelial cells do express Prom1. (e-g) Dashed white box in (d) is enlarged in (e-g). (i-l) Immunostaining on an E10 embryo cryosection with antibodies against RUNX1 (blue), CD31 (green) and GJA5 (red). RUNX1<sup>+</sup>CD31<sup>+</sup> IAHC cells do not express GJA5 while RUNX1<sup>+</sup>CD31<sup>+</sup> endothelial cells do express GJA5. Dashed white box in (i) is enlarged in (j-l). Scale bars, 10  $\mu$ m. V: ventral side of the embryo. D: dorsal side of the embryo.

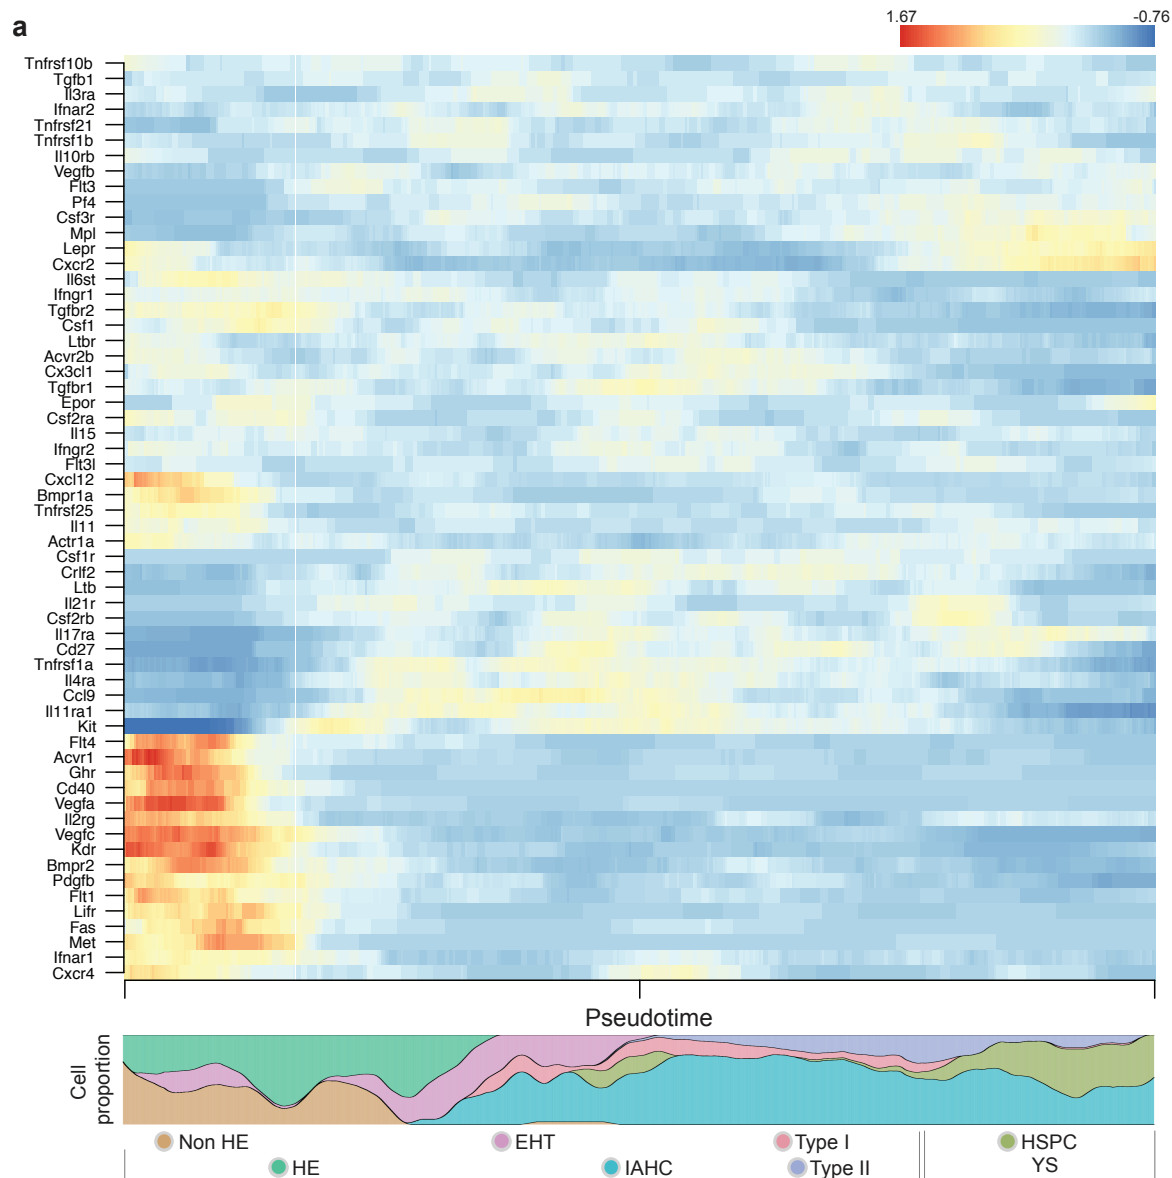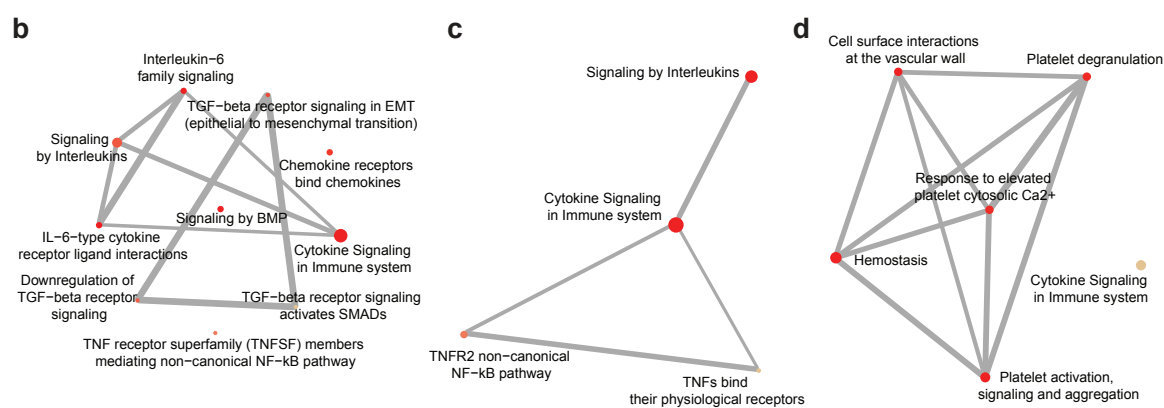

**Supplementary Figure 11** (related to Figure 2). **Dynamic and fluctuant expression of cytokine/growth factor related genes at E11, according to pseudotime.** **(a)** Heatmap depicting on the y-axis the genes present in each pathway according to KEGG cytokine pathway and on the x-axis the E11 single cells ordered along the pseudotime axis. **(b-d)** KEGG pathway analysis on genes related to the cytokine pathways (shown in **(a)**), in **(b)** endothelial cells (non HE, HE), **(c)** EHT and IAHC cells (pre-HSCs type I and II), and **(d)** committed progenitors.

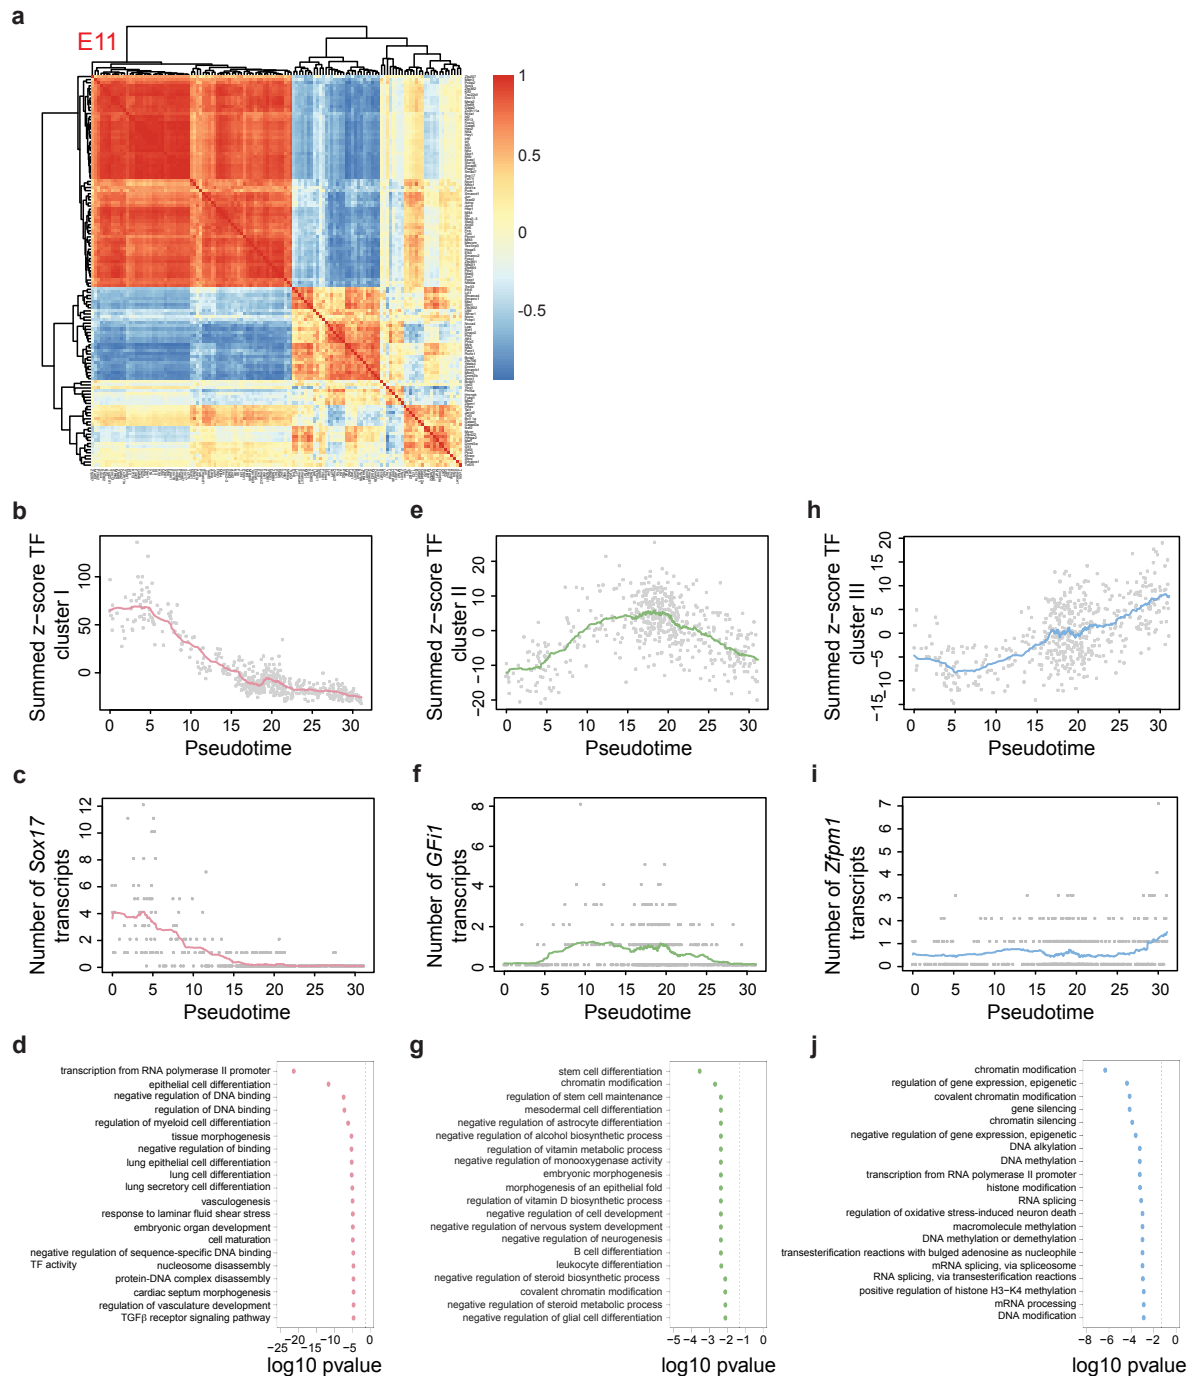

**Supplementary Figure 12** (related to Figures 2 and 4). **Transcription factor expression during EHT and IAHC formation at E11.** **(a)** Heatmap depicting Euclidean distances between the 127 transcription factors (TFs) obtained in our set of E11 data. **(b, e, h)** Mean z-score of TFs in heatmap clusters I **(b)**, II **(e)** and III **(h)** according to Monocle pseudotime. **(c, f, i)** Mean number of *Sox17* **(c)**, *Gfi1* **(f)** and *Zfp1* **(i)** transcripts per cell according to pseudotime. Grey dots: single cells. **(d, g, j)** Major biological process GO terms enriched in heatmap clusters I **(d)**, II **(g)** and III **(j)**.

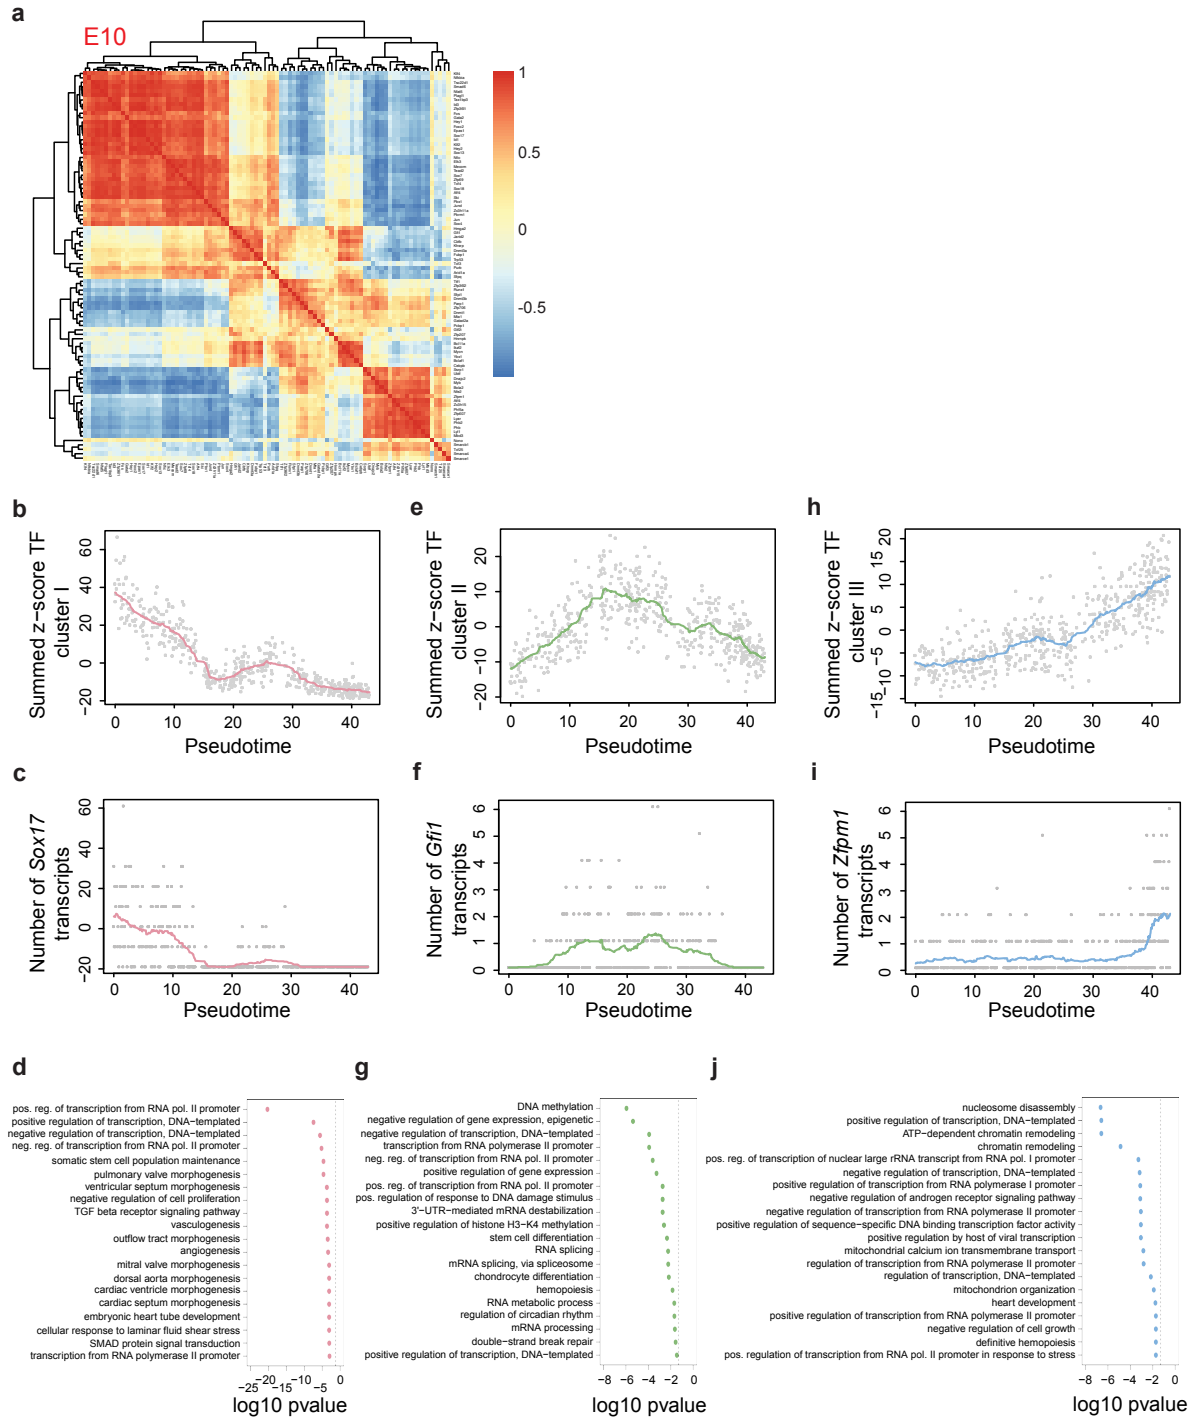

**Supplementary Figure 13** (related to Figures 3 and 4). **Transcription factor expression during EHT and IAHC formation at E10.** (a) Heatmap depicting Euclidean distances between the 88 transcription factors (TFs) obtained in our set of E10 data. (b, e, h) Mean z-score of TFs in heatmap clusters I (b), II (e) and III (h) according to Monocle pseudotime. (c, f, i) Mean number of *Sox17* (c), *Gfi1* (f) and *Zfpml1* (i) transcripts per cell according to pseudotime. Grey dots: single cells. (d, g, j) Major biological process GO terms enriched in heatmap clusters I (d), II (g) and III (j).

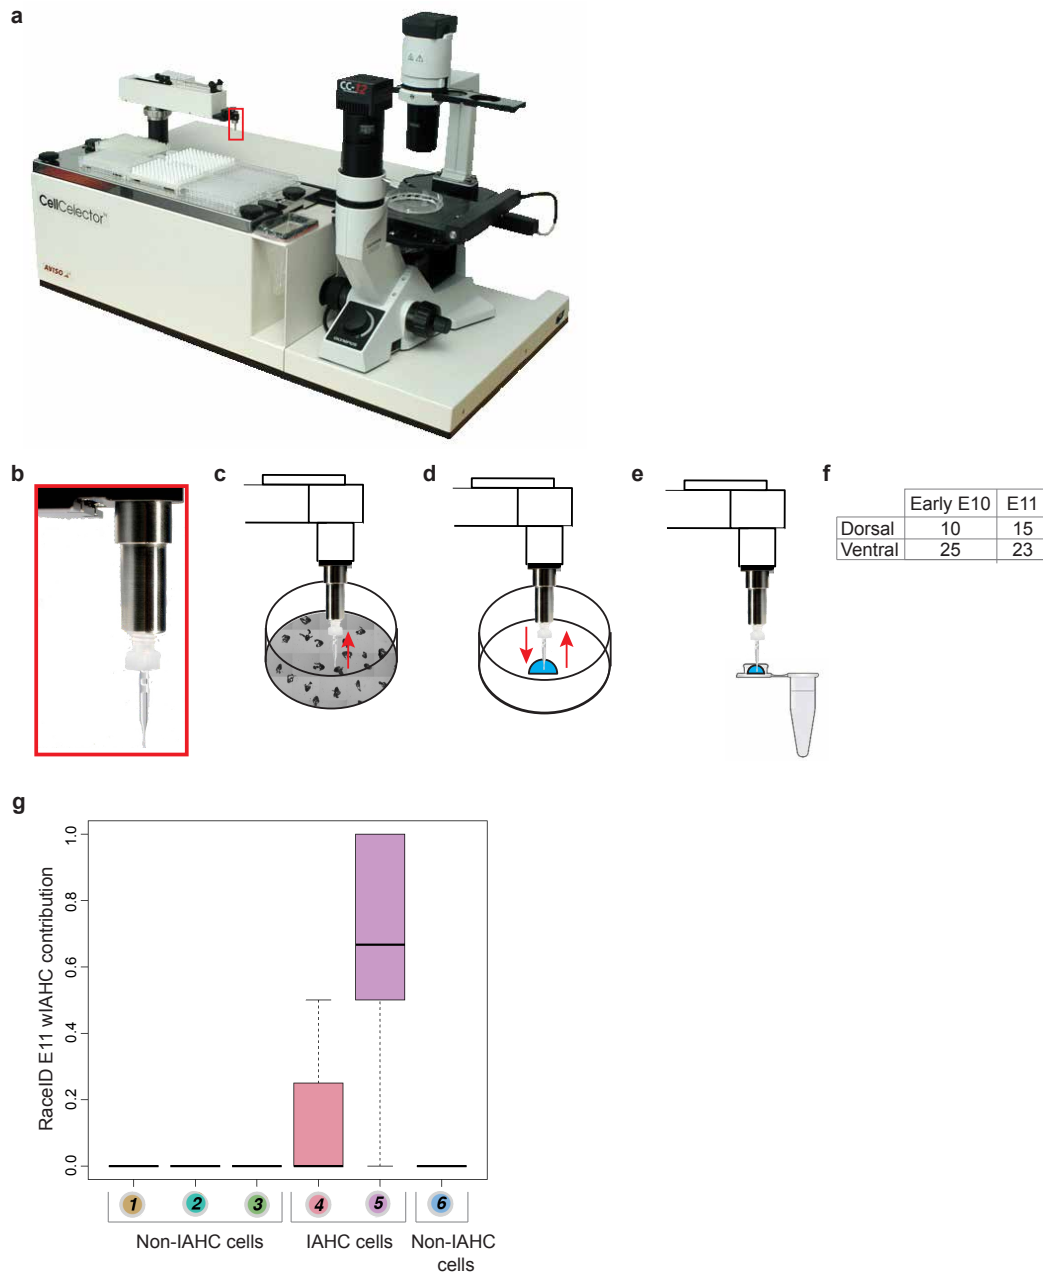

**Supplementary Figure 14** (related to Figures 1, 5 and 6). **Mechanical pick-up of pure wIAHCs in embryo aorta thick slices.** **(a)** Automated cell picker CellCelector™. **(b)** Close-up of the harvesting module composed of a glass capillary connected to a syringe, associated with the CellCelector™ robotic arm (red box shown in **(a)**). **(c-e)** Steps of single wIAHC pick-up (see *Methods* for details). **(c)** The first pick-up allowed harvesting of single wIAHCs from the aorta of embryo slides immobilized in agarose in a 6-well plate. **(d)** wIAHCs were deposited (left arrow) and picked-up a second time (right arrow) to eliminate the presence of non-IAHC cells. **(e)** Pure single wIAHCs were collected in individual cap tubes. **(f)** Number of wIAHCs mechanically picked-up in the dorsal and ventral side of the aorta from E10 and E11 embryo slices. **(g)** Box plots of the RaceID cluster contribution to mechanically picked-up E11 wIAHCs. All wIAHCs were only composed of IAHC cells (identified by RaceID clusters 4 and 5) and no contaminating non-IAHC cells (identified by RaceID clusters 1, 2, 3 and 6). Colour-coded boxes are related to RaceID analysis shown in Fig. 1b.

# Supplementary material for: Single-cell transcriptomics reveal the dynamic of haematopoietic stem cell production in the aorta
**Source:** Nat Commun. 2018 Jun 28;9:2517. doi: 10.1038/s41467-018-04893-3
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

**File Name: Supplementary Data 1**

**Description:** List of genes differentially expressed between type I and II pre-HSCs at E11 (Fig. 2e).

**File Name: Supplementary Data 2**

**Description:** List of genes differentially expressed between HE cells and EHT cells at E11 (Fig. 3e, left panel).

**File Name: Supplementary Data 3**

**Description:** List of genes differentially expressed between HE cells and EHT cells at E10 (Fig. 3e, right panel).

**File Name: Supplementary Data 4**

**Description:** List of genes differentially expressed between non-HE cells and HE cells at E11 (Fig. 3f, left panel).

**File Name: Supplementary Data 5**

**Description:** List of genes differentially expressed between non-HE cells and HE cells at E10 (Fig. 3f, right panel).

**File Name: Supplementary Data 6**

**Description:** List of genes differentially expressed between E11 and E10 dorsal wIAHCs (Fig. 6b).

**File Name: Supplementary Data 7**

**Description:** List of genes differentially expressed between E11 and E10 ventral wIAHCs (Fig. 6c).

**File Name: Supplementary Data 8**

**Description:** List of genes differentially expressed between E11 ventral and dorsal wIAHCs (Fig. 6d).

**File Name: Supplementary Data 9**

**Description:** List of genes differentially expressed between E10 ventral and dorsal wIAHCs (Fig. 6g).

How the deposited data were processed for this re-analysis (not part of the article)

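The deposited data are CEL-Seq tables of single cells and of whole IAHCs (wIAHCs) from mouse embryos at E10 and E11. The single-cell tables hold 546 E10 cells of 5 populations and 575 E11 cells of 7 populations. The wIAHC table holds 109 libraries, of which 36 are E10 ventral, 18 E10 dorsal, 34 E11 ventral and 21 E11 dorsal. Every column could be assigned to a stage and population from its name, and 0 columns were left over. A list of cell barcodes holds no measurements and was not used here.

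For single cells, the deposited values are estimated counts of transcripts that the authors made from unique molecular identifiers (UMIs), down-sampled to a common total per cell and raised by 0.1, per their Methods and the values themselves. For wIAHCs, the deposited values are estimated counts that the authors corrected for UMI collisions and did not scale for depth. Undoing that correction with 256 UMI sequences of length 4 gave whole numbers of UMIs, with a largest deviation of 3.13e-13. In 1 wIAHC, a gene had reached the number of possible UMIs. The Methods name RaceID2 for the first steps, and the aligner, genome build and annotation are not stated.

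With 0.1 taken off, every E10 cell held 3000 and every E11 cell 5000 transcripts. The analysis had been planned with all cells thinned to 5000 transcripts. Since the E10 cells hold fewer, deposited depths were used and E11 cells were thinned to 3000 where the stages were compared. Where a gene was seen in 0 cells, up to 3 cells with a detected transcript were allowed, which for 0 of 30 cells is 10%. This limits cells with a detected transcript at these depths, not cells that express the gene. In the labels, E11 IAHC cells are 2 samples, type I and type II pre-HSCs share 1, and every other population at a stage is 1 sample. Cells are not replicates, so no test was run between populations of single cells. Sums of transcripts have exact Poisson intervals and shares of cells exact Clopper-Pearson intervals, at 95%, which cover counting error only. No doublet caller was run on the single cells, since cells had been sorted into wells and depths had been equalised before deposit.

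Distances between populations are the root mean square of log2 ratios of summed transcripts, with a pseudocount of 0.1 per cell (alternative 0.5), over genes with at least 0.5 transcripts per cell in 1 population (alternative 0.2). They were taken on 30 cells per population in 100 draws. Clusters were made with k-means (scikit-learn 1.9.0, 50 starts) on 20 principal components of the 2000 most variable genes, with 4 clusters (alternatives 3 and 5). Diffusion pseudotime (scanpy 1.11.5, 15 neighbours, 10 diffusion components) replaced Monocle, and k-means replaced RaceID, so cluster numbers and orders are not those of the figures. The genes of Supplementary Data 1 to 5 were followed in these cells and compared with 10000 random lists matched on expression.

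The stated purification rule was applied to the 11 non-IAHC genes named in the text, with at most 2 transcripts allowed of each, and 54 E10 and 187 E11 IAHC cells passed. All deposited IAHC cells were used in the other analyses. A list of 34 genes of the KEGG cell cycle pathway gave the share of cell cycle transcripts, from 0.208% in E11 HE cells to 0.722% in E10 YS HSPCs. A list of 7 macrophage markers, with at least 4 required in a cell, was met by 2 E11 EHT cells, 1 E10 HE cell, 1 E10 EHT cell and 2 cells each of E10 YS HSPCs, E11 YS HSPCs and E11 IAHC cells. Embryo sex was read from *Xist* and from the Y-linked genes *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty*.

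For wIAHCs, the 57 libraries with at least 5000 transcripts were analysed, and the 90 spike-in entries were left out. Each wIAHC was taken as a replicate, although wIAHCs of the same embryo cannot be recognised. Genes were tested with edgeR 4.0.16 in R 4.3.3, with TMM scaling, filterByExpr and the quasi-likelihood test on all 4 groups of stage and side, at a Benjamini-Hochberg adjusted p of 0.05. DESeq2 1.42.0 was the second tool. Values were rounded to whole transcripts for both tools. Contrasts were taken between stages on each side, between sides at each stage, and for the interaction of stage and side. For each, 100 random regroupings of wIAHCs were tested in the same way. The E11 collection sets were compared with side in the fit, and set labels were exchanged within each side for 100 regroupings. Similarity by side was tested by permuting the side labels within a stage, over all labellings where there were few enough and over 100000 otherwise. Side was tested in compositions in the same way, and at E11 also with labels permuted within each collection set. Mixtures of population profiles were fitted by non-negative least squares with scipy 1.17.1, as an estimate, in place of the paper's Markov chain Monte Carlo search. Tables were handled with pandas 2.3.3, numpy 2.4.6 and anndata 0.12.19 in Python 3.11.15, and figures drawn with matplotlib 3.10.9.

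The edgeR test was tested on simulated data with a log2 change of 2, up or down, in a known set of genes. Recovery of smaller changes was not simulated. With filterByExpr, it called 39 of 39 changed genes among 324 tested in the ventral stage comparison, with 0 false calls. In the dorsal stage comparison it called 36 of 37 among 296, with 2 false calls. Between sides, it called 43 of 43 among 320 at E11, with 3 false calls, and 45 of 45 among 314 at E10, with 0 false calls. Without the filter it recovered 51.3% of changed genes among 12960, 19.5% among 12990, 34.9% among 12975 and 32.7% among 12980 in the same order of comparisons. The similarity test gave a p below 0.05 in 1 of 20 simulations without and in 20 of 20 with a difference. With a difference between sets simulated, the test of side within sets gave a p below 0.05 in 2 of 20 simulations without and in 20 of 20 with a difference between sides. Both simulated differences between sides were 2 SD in size, and smaller ones were not simulated. The largest error of a share in simulated mixtures was 16.6 percentage points.

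Genes are named by a rule written before the data were examined. It takes every gene that the paper names for these populations, the genes of Supplementary Data 8, haemoglobin genes, the sex genes above, the 3 genes with the largest rise and the 3 with the largest fall for each pair of populations among genes with at least 0.5 transcripts per cell, and the 5 genes with the smallest p in each wIAHC comparison among those called. Macrophage genes fall outside this rule and were chosen after their values were seen.

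The groups, tests and most alternatives were also chosen before the data were examined. The alternatives covered the tool, scaling, low-count filter, depth minimum, haemoglobin-rich wIAHCs, depth as a covariate, fits of only the groups compared and smaller ventral groups. For single cells they covered the *Gpr56* threshold, thinning, cluster number, gene minimum, pseudocount and cell number. Chosen after the data were seen were each E11 collection set alone or as a covariate, a filterByExpr minimum count of 1, UMIs before the collision correction, wIAHCs thinned to 5000 transcripts, side labels permuted within each E11 set for compositions, distances and opposing transcripts of E11 cells at 3000 transcripts, distances without cells that hold 4 or more of 7 macrophage markers or with pre-HSCs drawn from sets of matching number, IAHC cells that pass the purification rule, and the joint clustering of stages.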

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

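The tests in this part were chosen only after the results were seen, except the test without haemoglobin-rich wIAHCs, which was planned.

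An E10 dorsal wIAHC held 115328 transcripts, against 27011 in the next of the 7 wIAHCs of its group and 6656 in the smallest. It stood out because the gap to its nearest neighbour was 0.813 of the range of the group. The group was searched on 5 measures, and chance marks about 1 in 20 such groups where values are not skewed. The gap was taken on totals without a log scale. Totals of E10 ventral wIAHCs were skewed, from 5982 to 110728 with a median of 14538, so chance may mark more groups than that. A wIAHC with more cells may give more transcripts. Thinned to 5000 transcripts, this wIAHC had a mean r of 0.567 with the other E10 dorsal wIAHCs, whose own means were 0.584 to 0.626. A larger cluster and a deeper library cannot be told apart, since cell numbers per wIAHC were not used here. No biological explanation was tested.

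In E11 EHT cells, 2 of 46 cells held 68.7% of the transcripts of the macrophage genes *Lyz2*, *Lyz1*, *Lgals3*, *Spp1*, *Cxcl2* and *Ctsb*, a signal in genes that the paper does not discuss for these cells. The cells held 150 and 248 such transcripts, against a median of 3 and a highest value of 25 in the other 44. Of the EHT transcripts of each gene, they held 130 of 138 for *Spp1*, 74 of 78 for *Lgals3*, 56 of 57 for *Cxcl2*, 60 of 117 for *Ctsb*, 49 of 113 for *Lyz1* and 29 of 76 for *Lyz2*, so that the other EHT cells express the last 3 as well. Each cell also held all 7 macrophage markers of the list (*Csf1r*, *Cd68*, *Fcgr3*, *Fcer1g*, *Tyrobp*, *Ctss* and *Cd52*). All 3 *Csf1r* and 22 *Fcer1g* transcripts of the EHT cells and 72 of their 76 *Ctss* transcripts lay in these 2 cells. Doublets of an EHT cell and a macrophage are argued against by the 0 transcripts of *Cdh5*, *Kit*, *Gpr56* and *Gfi1* in either cell, against a median of 12 and a lowest value of 2 in the other 44. Sorted cells of another type are a candidate explanation, as a hypothesis, with macrophages as the type tested. The paper takes *Csf1r* and *Fcgr3* as markers of erythro-myeloid progenitors, a type that was not tested here. Of the 158 genes that Supplementary Data 2 lists as higher in EHT cells, 15 have at least as many EHT transcripts in these 2 cells as in the other 44, and 4 are no longer higher without them. The design gives no condition within EHT cells, so no biological explanation was tested.

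*Xist* was found in 0 of 43 E10 non-HE cells, which allows a detected transcript in up to 6.98% of cells, while 24 of them (55.8%, 39.9 to 70.9) held transcripts of Y-linked genes. This stood out as a signal in genes that the paper does not discuss. At the same depth, *Xist* was found in 24.6% (18.7 to 31.3) of E10 EHT cells and 13.3% (7.26 to 21.6) of E10 HE cells. It was found in only 5.48% (1.51 to 13.4) of E10 IAHC cells and 4.96% (2.02 to 9.96) of E10 YS HSPCs. The EHT and HE shares argue against depth as the reason, whereas the lower shares leave it open. Both sets of E10 non-HE cells showed the pattern, with Y-linked transcripts in 18 of 28 and 6 of 15 cells. Embryos of a single sex behind a set may explain it, as a hypothesis. A set of E11 non-HE cells had the opposite pattern, with *Xist* in 15 and Y-linked transcripts in 0 of 19 cells, whereas the other held *Xist* in 4 and Y-linked transcripts in 3 of 11. E10 HE cells came from both sexes, with *Xist* in 13 and Y-linked transcripts in 35 of 98 cells. Differences between non-HE and HE cells in sex-linked genes are therefore confounded with the embryos collected, and an effect of sex on other genes stays open and was not tested.

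Between the E11 collection sets of wIAHCs, 10 of the first and 19 of the second set, 40 of 260 genes were called by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and side in the fit, 24 higher and 16 lower in the second set. This stood out as a difference between sets that the paper does not report on. With set labels exchanged at random within each side, 1 of 100 regroupings, the actual one, gave as many calls and the next gave 6. This argues against chance for independent wIAHCs. Those of the same embryo could not be kept together, so chance between embryos stays open. Of these 40 genes, 18 were also called between stages on the ventral side and 4 on the dorsal side. With each set alone against E10, 26 of the 81 ventral stage genes were called both times and in the same direction. Both comparisons use the same E10 ventral wIAHCs, and E10 and E11 share no set, so a set difference stays open for these genes as well. The sets also differed in spike-in share, with a median of 4.26% in ventral and 10.9% in dorsal wIAHCs of the first set and 0% in both of the second. Library preparation, the embryos collected and their exact age within E11 stay open as reasons, and none of these was tested.

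Haemoglobin transcripts were higher in E11 than in E10 wIAHCs, and the share in the second E11 set exceeded that in the first by a mean log2 difference of 4.31 (2-sided permutation test, p 1e-05, the smallest that 100000 permutations can give). Among wIAHCs with at least 5000 transcripts, all 19 of the second set lay above the highest of E10, at 0.0541%, as did 3 of the 10 of the first set. The medians of these wIAHCs were 0.0155% at E10, 0.0388% in the first and 0.354% in the second E11 set. Smaller deposited wIAHCs with high shares also came from elsewhere, with 27.0% in 1 E10 ventral, 25.8% in 1 E10 dorsal and 30.4% in 1 E11 ventral wIAHC of the first set, so high shares are not confined to the second set. The 3 wIAHCs with over 10% haemoglobin are argued against as the whole reason, since without them *Hbb-y* still had a log2 fold change of 3.70 between E11 and E10 ventral wIAHCs (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p 4.95e-07, against a range of 1.22e-214 to 0.103 over the alternatives). A difference between the collection sets is a candidate explanation. RNA from lysed or attached erythroid cells and a change with stage both stay open and were not tested.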

How the results depend on the processing

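Tests chosen only after the results were seen are those with each E11 collection set alone or as a covariate, a filterByExpr minimum count of 1, UMIs before the collision correction, wIAHCs thinned to 5000 transcripts, side labels permuted within each E11 set for compositions, distances and opposing transcripts of E11 cells at 3000 transcripts, distances without cells that hold 4 or more of 7 macrophage markers or with pre-HSCs drawn from sets of matching number, IAHC cells that pass the purification rule, and the joint clustering of stages.

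In all, 857 alternative values were computed for 408 results. Of these, 733 kept their direction and their side of the threshold or stayed within the counting interval, 85 moved beyond it, 30 were weaker, 1 was stronger and 8 were reversed. Where no reason is given below, the cause was not tested.

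Requiring more than 1 *Gpr56* transcript lowered the share of cells by construction, to 27.6% in HE, 72.3% in EHT and 91.8% in IAHC cells at E10 and to 28.3%, 78.3% and 91.7% at E11. Thinned to 3000 transcripts, E11 IAHC cells had a share of 93.4%, and 93.8% with another seed.

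For distances, the pseudocount of 0.5 moved 16 of 16 values, all cells of each population 13 of 16, a minimum of 0.2 transcripts 6 of 16, thinning to 3000 transcripts 1 of 11, leaving out cells with 4 or more of 7 macrophage markers 0 of 13, and sets of matching number 0 of 1. The distance between pre-HSC types, 0.519, became 0.323, 0.392 and 0.602 under the first 3. A larger pseudocount shrinks ratios and more cells reduce sampling noise by construction. With all cells, the distance between non-HE and HE, E10 minus E11, was 0.0337, against 0.112 on equal numbers. Without cells that hold macrophage markers, the distance between HE and EHT, E10 minus E11, changed sign from -0.0146 to 0.0253, a move within the range of draws.

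Clusters kept 26 of 36 shares. With 3 clusters, 96.7% of E11 non-HE cells lay in the cluster of most HE cells, 17.8% of E10 IAHC cells in that of YS HSPCs, and 56.5% of E11 EHT cells in their own. With 5 clusters, 6.98% of E10 non-HE cells lay in the cluster of most HE cells, 35.5% of type I in that of most type II pre-HSCs, 73.8% of E10 EHT cells in their own and 3.06% of E10 HE cells in that of EHT cells. With both stages together, 96.7% of E11 non-HE cells lay with HE cells and 27.4% of E10 and 5.52% of E11 IAHC cells with YS HSPCs. Without haemoglobin genes, 9 of 9 shares stayed.

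The number of genes called in wIAHCs depended on the filter. Without a filter, which tests 13627 genes instead of 260, edgeR called 310 and 107 genes between stages on the ventral and dorsal side, 12 and 8 between sides at E11 and E10, and 21 for the interaction. With a minimum count of 1 and 6418 genes, it called 278, 131, 8, 8 and 19. The first E11 set alone gave 44 ventral and the second alone 37 dorsal genes, and ventral wIAHCs drawn down to the dorsal group sizes a median of 34, all with fewer wIAHCs. The other 38 of 51 counts stayed within 1.5 times. The ventral genes, 47 higher and 34 lower at E11, were 38 and 40 with only the groups compared. The dorsal genes, 19 higher and 5 lower, were 25 and 82 without a filter, 30 and 101 with a minimum count of 1, 19 and 13 on UMIs, 21 and 11 with every deposited wIAHC, 9 and 7 with the first set and 26 and 11 with the second. Of 262 values for single genes of these comparisons, 234 kept their call, 28 were weaker and 0 reversed. Among the weaker, 9 arose with the first E11 set alone, 7 without a filter, 5 with a minimum count of 1, 4 with every deposited wIAHC, 2 with depth as a covariate and 1 with the second set alone.

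Similarity by side at E10, 0.00687, was reversed at -0.000334 with wIAHCs thinned to 5000 transcripts. At E11, the difference of 0.0166 (permutation test, p 0.0310) was reversed at -0.0141 with the first set alone (exact permutation test, p 0.395) and at -0.00468 with every deposited wIAHC (permutation test, p 0.779). It was 0.0284 with the second set alone (exact permutation test, p 0.0654) and 0.00967 on thinning (permutation test, p 0.0626). With Spearman correlation and without haemoglobin genes, the p of the same test was 0.0321 and 0.0127.

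In estimated compositions at E10, genes of over 4-fold spread gave 4.91% non-HE and HE, 27.1% EHT and 43.3% YS HSPCs, against 0.933%, 53.1% and 27.2%. YS HSPCs then had the largest part in 19 of 28 wIAHCs and EHT cells in 6, against 2 and 22. Of 43 ventral minus dorsal differences, 37 kept their direction and side of the threshold. With the square root, the E10 difference became 2.02 points for EHT cells and -1.26 for YS HSPCs, against -1.39 and 8.50. With genes of over 4-fold spread, the E11 difference became 0.0577 for HE cells, -0.312 for type II pre-HSCs and 3.18 for IAHC cells, against -4.71, 13.0 and -4.77. The type I pre-HSC difference of -11.4 became -9.71 with the square root and passed the threshold (permutation test with Benjamini-Hochberg adjustment, adjusted p 0.0401, against 0.195 in the first analysis and 0.0988 to 0.429 under the other alternatives). With side labels permuted within each E11 set, 7 of 7 differences kept their direction and side of the threshold, the nearest with an adjusted p of 0.0704 in the same test. None of the reversed differences passed the threshold. With every deposited wIAHC, 7 instead of 3 had over 10% haemoglobin.

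Of 296 marker levels, 291 stayed on thinning to 3000 transcripts and 5 moved, which were *Prom1*, *Gja4*, *Gata3*, *Xist* and *Fcgr3*, each in 1 pair of E11 populations. All alternatives for pseudotime (3), opposing transcripts (5), cell cycle (7), listed genes (3) and purified cells (2) stayed within these limits, although the first principal component moved YS HSPCs at E10 from before EHT cells to last. Depth limits these results, since at 3000 or 5000 transcripts a gene seen in 0 of 30 cells can have a detectable transcript in up to 10% of cells, while expression below detection stays possible beyond that, and only 260 of 13627 genes passed the filter in wIAHCs.

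The planned runs without thinning were not made, because the deposited cells were already down-sampled. The planned runs with another seed were made for the *Gpr56* shares alone. The planned runs without purification were not made as a separate setting, because all deposited IAHC cells were used throughout. No paired analysis was possible because the labels do not give the embryo of each wIAHC.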

Differences from the paper's values

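Tests chosen only after the results were seen are those with a filterByExpr minimum count of 1, with each E11 collection set alone or as a covariate, on UMIs before the collision correction, on distances of E11 cells at 3000 transcripts or without cells that hold macrophage markers, and on the joint clustering of stages.

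The paper gives 116 E10 EHT cells, and 191 were deposited and used here. The paper's means of E10 EHT cells in Supplementary Data 3 equal those of all 191 cells for all 572 listed genes within 0.1%. The paper gives a depth of 5000 transcripts per cell after down-sampling, and the E10 cells held 3000 here. No alternative set before the data were examined changes either value.

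For genes called in wIAHCs, the paper's counts are 199 between E11 and E10 ventral, 51 between E11 and E10 dorsal, 2 between E11 ventral and dorsal and 16 between E10 ventral and dorsal wIAHCs. A figure of the paper, read by eye, shows about 25 E10 ventral, 10 E10 dorsal, 23 E11 ventral and 15 E11 dorsal wIAHCs. Here 21, 7, 17 and 12 were analysed, so the groups compared are not the same. The counts here, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, were 81, 24, 0 and 0. At an unadjusted p below 0.05, the last pair had 23 and 20 genes, and DESeq2 called 0 in both. Every alternative set before the data were examined also differed from the paper's count by more than 1.5 times in each comparison. Over these alternatives the counts were 34 to 310 for the ventral stage comparison, 19 to 107 for the dorsal stage comparison, 0 or 12 between sides at E11, and 0 or 8 between sides at E10. Chosen after seeing the values, a minimum count of 1 called 278 ventral stage genes, within 1.5 times of the paper's 199, among them 131 of the paper's genes, and dropped 1 of the 38 called here. Also chosen after seeing the values, the second E11 set alone called 37 dorsal stage genes, within 1.5 times of the paper's 51, among them 7 of the paper's genes, and dropped 3 of the 10 called here.

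Of the paper's 199 ventral stage genes, 43 were tested and 38 called here. Settings that called listed genes beyond these were no filter (93 more, 7 fewer), every deposited wIAHC (4 more, 1 fewer), leaving out haemoglobin-rich wIAHCs (2 more, 1 fewer), DESeq2 (1 more, 0 fewer) and only the groups compared (1 more, 0 fewer). Chosen after seeing the values, a minimum count of 1 called 94 more and dropped 1, the first E11 set alone called 2 more and dropped 18, and UMIs before correction called 1 more and dropped 2. Of the paper's 51 dorsal stage genes, 16 were tested and 10 called here. No filter called 24 more and dropped 3, every deposited wIAHC 3 and 3, leaving out haemoglobin-rich wIAHCs 2 and 0, DESeq2 1 and 0, and only the groups compared 1 and 1. Chosen after seeing the values, a minimum count of 1 called 26 more and dropped 3, the first E11 set alone called 2 more and dropped 3, and UMIs before correction called 2 more and dropped 0.

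The pair of genes the paper lists between sides at E11 was not among the 260 tested. Without a filter both were tested and 0 called, and with a minimum count of 1, chosen after seeing the values, 1 was tested and 0 called. Of the 16 genes the paper lists between sides at E10, 3 were tested and 0 called here. Without a filter 2 were called, and with a minimum count of 1, chosen after seeing the values, 3 were called and 0 dropped.

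The paper states that non-HE and HE cells separate at E10. With 4 clusters, 97.7% of E10 non-HE cells lay in the cluster of most HE cells here, and with 5 clusters 6.98% did. The paper places HE cells and pre-HSCs beside EHT cells in an E11 cluster, whereas the cluster of most E11 EHT cells held 0 of 46 HE cells, 0 of 62 type I and 0 of 55 type II pre-HSCs here. With 3 clusters, 93.5% of type I and 65.5% of type II pre-HSCs and 0 of 46 HE cells shared the cluster of most EHT cells.

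Supplementary Data 2, 3 and 5 list means that equal those of all deposited cells for every gene. In Supplementary Data 4, the listed means of E11 non-HE cells equal those of all 30 cells for 0 of 30 genes, with a largest deviation of 43.5%, and those of the 19 cells of a single set for all 30. In Supplementary Data 1, the listed means of type I pre-HSCs equal those of the 62 cells for 1 of 36 genes, with a largest deviation of 10.1%.

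Fewer genes differ between HE and EHT cells at E11 than at E10 in the paper. Here the distance between them at 3000 transcripts was 0.864 at E10 and 0.896 at E11. Without cells that hold 4 or more of 7 macrophage markers it was 0.869 and 0.865. The E10 distance was no larger in 65 of 100 draws with these cells and 45 of 100 without, so neither stage had a clearly larger distance. Along the pseudotime of the paper, populations follow the steps of the transition at both stages. Here YS HSPCs lay before EHT cells at E10, at a median percentile of 48.1 against 70.6, although the first principal component placed them last, at 87.2. At E11, HE cells lay before non-HE cells, at 6.18 against 8.19.

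The paper states that HE cells do not express *Mgp*, whereas it was found in 17 of 46 E11 HE cells here, against 3 of 98 at E10. According to the paper, EHT cells lack *Epas1* and *Id3*. Here transcripts of *Epas1* were found in 45 of 191 and of *Id3* in 66 of 191 E10 EHT cells, and in 23 and 24 of 46 E11 EHT cells. The paper restricts *Mycn* to EHT cells, and here it was also found in 129 of 290 E11 IAHC cells. *Ikzf2* lies mainly in IAHC cells in Supplementary Fig. 10, whereas its mean was higher in EHT than in IAHC cells here, at 0.681 against 0.219 transcripts per cell at E10 and 1.07 against 0.621 at E11. In Supplementary Fig. 7, *Rac2* and *Cdh5* are each restricted to a different cluster of IAHC cells. In the joint clustering here, E10 IAHC cells had 0.491 *Rac2* transcripts per cell in the cluster of pre-HSCs and 1.25 in the cluster of YS HSPCs, and *Cdh5* had 81 transcripts in the former and 9 in the latter.

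Endothelial cells contribute nothing or a negligible part to wIAHCs in the paper. At E11, the estimated share of non-HE and HE cells here was 9.95% (SD 13.0), with 0 in 10 of 29 wIAHCs. It was 4.41% with the square root and 5.00% with genes of over 4-fold spread, and the largest error of a share in simulated mixtures was 16.6 percentage points. The paper sets apart the wIAHCs with a low correlation to the others and reports high haemoglobin in all of them. Its figure rests on the Euclidean distance of the correlation matrix, whereas mean r over the 57 analysed wIAHCs was used here. Of all deposited wIAHCs, 7 had over 10% haemoglobin and only 3 of them were analysed, so the paper's wIAHCs may not be these. Here the lowest mean r, 0.592, belonged to a wIAHC with 0.401% haemoglobin, and the 3 wIAHCs with over 10% haemoglobin had mean r values of 0.602, 0.647 and 0.706. Without haemoglobin genes these became 0.664, 0.710 and 0.768, so haemoglobin genes account for part of the low values of these 3, while the lowest of all was 0.598.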

Other observations

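The test of E10 against E11 non-HE cells, distances of E11 cells at 3000 transcripts and distances without cells that hold macrophage markers were chosen only after results were seen, and the others in this part were planned.

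The genes called between E11 and E10 wIAHCs were compared with random regroupings of the same wIAHCs. As many calls as the actual 81 ventral and 24 dorsal genes came from 1 of 100 regroupings on each side, the actual one. The highest random counts were 15 and 6. This argues against chance for both if wIAHCs are independent, whereas chance between embryos, which are not labelled, stays open. For 0 called genes between sides at E11 (23 at an unadjusted p below 0.05 in edgeR, and 0 called by DESeq2), 0 between sides at E10 (20 and 0) and 0 for the interaction (26 and 0), 100 of 100 regroupings gave as many, which a count of 0 makes certain, so the regroupings say nothing about chance there.

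More genes were called with stage on the ventral than on the dorsal side. With ventral wIAHCs drawn down to the dorsal group sizes, the median count was 34 (range 19 to 72), and 18 of 100 draws gave no more genes than the 24 of the dorsal side, so larger groups of ventral wIAHCs may explain the larger count. The interaction of stage and side called 0 genes with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment (26 at an unadjusted p below 0.05, and 0 called by DESeq2), and 21 genes without a filter. The stage differences of the 260 genes had an r of 0.880 between the sides. A difference in how wIAHCs mature on each side stays open.

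A difference between library sets may contribute to the genes called between stages, since E10 and E11 wIAHCs share no collection set. Of the ventral stage genes, 56 could be followed in single IAHC cells, and 42.9% of them moved the same way between E10 and E11 there. Random lists of like expression gave a median of 53.6%, with 9995 of 10000 as high, and the fold changes of these genes had an r of -0.56 between wIAHCs and cells. On the dorsal side, 22.2% of 18 genes moved the same way, against a random median of 27.8%, with 9657 of 10000 as high. The IAHC cells of each stage also come from their own sorted sets, so sets of cells, sets of wIAHCs and stage are confounded, and a change with stage stays open.

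HE and EHT cells were compared at equal cell number and depth. The E10 distance was no larger than the E11 distance in 65 of 100 draws, and in 45 of 100 without cells that hold 4 or more of 7 macrophage markers. With all cells at the deposited depths it was not larger at E10 either, at 0.714 against 0.822, so equal numbers and depth had no excess to remove. A distance also does not count called genes, so why the paper called more genes at E10 stays open. For non-HE and HE cells, the E10 distance of 0.737 exceeded the E11 distance of 0.605, and was no larger in 0 of 100 draws, which argues against more cells and another depth at E10 as the reason for this larger distance. Every draw held all 30 E11 non-HE cells, so the draws do not measure how the distance would vary with other cells or sets.

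The deposited column names of the E10 non-HE cells carry an early E11 stage, whereas the labels and the paper give E10. E10 and E11 non-HE cells were 0.635 apart and HE cells 0.779, and the distance of non-HE cells was below that of HE cells in 100 of 100 draws. IAHC cells, at 0.700, were also below HE cells in 100 of 100 draws, and EHT cells, at 0.748, in 77. Collection at an early E11 stage and a smaller change of non-HE cells between stages cannot be told apart, since the other populations also differ in this distance.

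Embryo sex could be read in part of the wIAHCs. *Xist* without Y-linked transcripts was found in 3 of 21 E10 ventral, 1 of 7 E10 dorsal, 3 of 17 E11 ventral and 3 of 12 E11 dorsal wIAHCs, and Y-linked transcripts without *Xist* in 12, 3, 9 and 4. Both were found in 1, 0, 2 and 1.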
